# Submergence Stress Alters the Expression of Clock Genes and Configures New Zeniths and Expression of Outputs in *Brachypodium distachyon*

**DOI:** 10.3390/ijms24108555

**Published:** 2023-05-10

**Authors:** Lucisabel Medina-Chávez, Christian Camacho, Jorge Arturo Martínez-Rodríguez, Blanca Estela Barrera-Figueroa, Dawn H. Nagel, Piyada Juntawong, Julián Mario Peña-Castro

**Keywords:** hypoxia, submergence, circadian rhythm, diurnal expression, RNA-seq, chronoculture, abiotic stress

## Abstract

Plant networks of oscillating genes coordinate internal processes with external cues, contributing to increased fitness. We hypothesized that the response to submergence stress may dynamically change during different times of the day. In this work, we determined the transcriptome (RNA sequencing) of the model monocotyledonous plant, *Brachypodium distachyon*, during a day of submergence stress, low light, and normal growth. Two ecotypes of differential tolerance, Bd21 (sensitive) and Bd21-3 (tolerant), were included. We submerged 15-day-old plants under a long-day diurnal cycle (16 h light/8 h dark) and collected samples after 8 h of submergence at ZT0 (dawn), ZT8 (midday), ZT16 (dusk), ZT20 (midnight), and ZT24 (dawn). Rhythmic processes were enriched both with up- and down-regulated genes, and clustering highlighted that the morning and daytime oscillator components (*PRRs*) show peak expression in the night, and a decrease in the amplitude of the clock genes (*GI*, *LHY*, *RVE*) was observed. Outputs included photosynthesis-related genes losing their known rhythmic expression. Up-regulated genes included oscillating suppressors of growth, hormone-related genes with new late zeniths (e.g., *JAZ1*, *ZEP*), and mitochondrial and carbohydrate signaling genes with shifted zeniths. The results highlighted genes up-regulated in the tolerant ecotype such as *METALLOTHIONEIN3* and *ATPase INHIBITOR FACTOR*. Finally, we show by luciferase assays that *Arabidopsis thaliana* clock genes are also altered by submergence changing their amplitude and phase. This study can guide the research of chronocultural strategies and diurnal-associated tolerance mechanisms.

## 1. Introduction

Drought and flooding are the two principal drawbacks that crops face in the field, together comprising >50% of the billions of dollars of yearly agricultural losses [1,2]. Climate science has consistently shown that global warming causes the appearance of hydroclimate wet/dry extremes that will challenge several agriculturally productive areas in decades to come [3]. Damage caused by the flooding of crop fields has deep economic and social effects that increase poverty, vulnerability, and migration [4]. Therefore, the elucidation of the natural plant responses to water stress is of great importance to design technical approaches to maintain agricultural productivity in the future.

Flooding can be divided into two forms of stress depending on the depth of the water column in relation to the height of the plant. The stress is either called waterlogging if only the roots are flooded or submergence if the entire plant is under the water [5]. Both types of flooding lower oxygen diffusion, causing hypoxia to the plant organs and prompting a compound response that continually senses the hypoxic state, remodels the plant metabolism to avoid an over-reduction of the essential NAD^+^/NADH biochemical pool [6], modulates the responses to manage energy reserves, and prepares the plant cells for a probable return to normoxic conditions [7,8].

Some components of these hypoxic stress responses are known outputs of the circadian clock in other contexts, either under normal growth or stress conditions. A classic example of a diurnal and circadian regulated output is starch biosynthesis [9], which is also an essential biochemical base for submergence survival in Arabidopsis (*Arabidopsis thaliana*; [10]). Flowering time is also a diurnal and circadian output, and is molecularly repressed during submergence stress in rice (*Oryza sativa*), Arabidopsis [11], and Brachypodium (*Brachypodium distachyon*; [12]). Hormone synthesis is another output of the circadian regulation; for example, jasmonate and salicylate are diurnally regulated [13] but repressed in Arabidopsis under submergence stress [14]. Conversely, ethylene starts to be diurnally produced in waterlogging-tolerant *Rumex palustris* [15]. Reactive oxygen species (ROS) are regulated with a mixed diurnal and circadian rhythmicity in Arabidopsis [16], and under submergence, the modulated production of ROS is a marker of tolerance in Arabidopsis [17] and in Brachypodium ecotypes of contrasting tolerance [12]. Additionally, in Brachypodium, the transcription of *ALTERNATIVE OXIDASE 1* was diurnally regulated and more abundant in the submergence-sensitive ecotype [12].

Not only the outputs of the circadian clock are affected by oxygen-related stresses; there is evidence that waterlogging [18] and hypoxic stress [19] affect the circadian clock genes’ expression amplitude and/or zeniths (peak expression). *TIME OF CAB EXPRESSION* (*TOC1*) was downregulated in soybean under long-term waterlogging (15d), and *PSEUDO RESPONSE REGULATOR 3* and *9* (*PRR3*, *PRR9*) advanced its phase from midday to dusk [18]. Lee and Bailey-Serres [19] used Arabidopsis seedlings entrained for a long-day photoperiod and imposed severe hypoxic stress (<2% O_2_) during the night, which caused the rapid misregulation of several clock genes (2–9 h after stress), indicating a new configuration of the clock with extended presence of evening and night regulators.

Based on the above observations, we hypothesized that the plant transcriptional response to submergence stress may be dynamically changing according to the pressures faced during different times of the day. In this work, we analyzed the transcriptome of the model monocotyledonous plant, Brachypodium, during a whole day of submergence stress. We studied Brachypodium ecotypes of differential tolerance to propose potential markers and unexplored mechanisms for submergence survival. Finally, we also included Arabidopsis to follow the activity of promoters of clock genes.

## 2. Results

### 2.1. Brachypodium Ecotypes of Differential Submergence Stress Tolerance

In a previous work, we screened different Brachypodium ecotypes for submergence stress tolerance and determined that ecotype Bd21 is more sensitive than ecotype Bd2-3 [12]. While other ecotypes exhibit more tolerance to submergence, i.e., Bd1-1 and Tek-10, they express an extended juvenile stage when compared to Bd21 and Bd2-3 [12]. Therefore, we compared ecotypes of similar developmental programs such as Bd21 and Bd2-3. Bd21-3 was included because it is the standard ecotype that has been used to generate the published T-DNA insertion mutant collection [20], and we detected a fit phenotype under submergence in preliminary experiments. When submergence stress was simultaneously applied to these three ecotypes under long-day with low light (LL) conditions, Bd21 showed stress symptoms such as stunted growth, arrested leaf development and chlorosis even after 1 d of submergence, while Bd2-3 plants showed similar symptoms after 2.5 d and Bd21-3 after 4 d of stress (Figure 1A). 

We adapted for Brachypodium the leaf damage index proposed for Arabidopsis that classifies individual plants according to their leaf damage [21]. We observed that Bd21-3 could significantly avoid higher percentages of senescent and chlorotic leaves for up to 4 d of stress when compared to Bd2-3 and Bd21, which displayed these stress symptoms after 3 d and 2 d of stress, respectively (Figure 1B). All ecotypes succumbed after 6 d of stress (Figure 1B).

We quantified the consequences of the stress on the number of green leaves developed after submergence stress (Figure 1C). After 7 d of recovery, Bd21 plants stressed for 2.5 d or more could not develop the same number of leaves as its normal growth (NG; undisturbed) or low light controls (LL; receiving 1/2 intensity of light as NG). After 12 d of recovery, Bd21 plants that were stressed for 3 d had fewer leaves than controls and had irreversible development arrest after 3 d (Figure 1C). The most tolerant ecotype, Bd21-3, showed reversible damage up to 4 d of stress and a more robust response on all stress times applied observed as a compact dispersion of developed leaves per plant (Figure 1C). 

We conclude from these experiments that Bd2-3 is more tolerant to submergence than Bd21 and that Brachypodium expresses a quiescent tolerance strategy. In addition, we now report that Bd21-3 is an ecotype with a more robust response to submergence. 

### 2.2. Brachypodium Transcriptome under Submergence Stress Responds to Time of Day

We selected Bd21 and Bd21-3 as sensitive and tolerant ecotypes to characterize and compare their transcriptomes under submergence stress. For this, we performed the experimental setup shown in Figure 1D, where long-day entrained plants were submerged at ZT13, and then collected during the next day of stress at dawn (ZT0, 11 h of stress), midday (ZT8, 19 h of stress), dusk (ZT16 27 h of stress), midnight (ZT20, 31 h of stress), and the next dawn (ZT24, 35 h of stress). Simultaneously, NG (undisturbed) and LL (low light) controls were collected at the same ZTs for a total of 90 libraries. In parallel, we kept and photographed plants uncollected and subjected to identical experimental conditions to confirm the consistency of the differential response in the sequenced samples (Figure S1). 

Transcriptomic changes were determined by RNA sequencing. The data were analyzed using as a main comparison the submerged samples against the LL controls. 

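Aboveground tissue of Bd21 and Bd21-3 was sampled at 5 times (ZT0, ZT8, ZT16, ZT20 and ZT24) under submergence (S), low light (LL) and normal growth (NG). Each library was made from a pool of 5 plants, and each of the 30 groups had 3 libraries, except Bd21 in LL at ZT24, which had 2. The paper states that the reads were aligned with HISAT2 to version 3.0 of the Bd21 genome, counted with HTSeq and compared with edgeR. Reads of both ecotypes were thus aligned to the Bd21 sequence. The deposited values of the 89 libraries are CPM, read counts scaled to an effective library size, and every value lies within 0.001 of a whole number of reads once divided by the value of 1 read. The reads behind the table had medians in Bd21 of 8145196 per library in S (range 4453888 to 16044727), 10384682 in LL (3896851 to 12139726) and 8941359 in NG (6347119 to 11114227). In Bd21-3 they were 9315814 in S (5376709 to 10448470), 9037308 in LL (6715779 to 13236789) and 9127227 in NG (7909595 to 14421211). The paper's alignment table lists totals of 10868189 to 37898145 reads per library, about double those behind the deposited values. From the CPM values, log2(CPM + 1) was compared with limma over all 30 groups for the 24109 genes with at least 1 CPM in 3 libraries, and p was adjusted by Benjamini-Hochberg within each comparison. A DEG had an absolute log2FC of at least 1.5, an adjusted p under 5e-06 and a group mean of at least 15 CPM, the limits that the paper uses. Gene symbols are those of the best match in Arabidopsis given in the authors' table, so close paralogs can carry 1 symbol and share reads.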

Although we observed that the commonly differentially expressed genes (DEGs) by both ecotypes were the majority, each ecotype conserved a distinct/specific subset of DEGs. This was most evident in the down-regulated DEGs where tolerant Bd21-3 had more transcripts than sensitive Bd21 (Figure 2A). 

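The largest rise shared by both ecotypes at ZT0 was that of ADH1 (Bradi4g22620), the alcohol dehydrogenase of ethanol fermentation, which lets glycolysis go on without oxygen. Its mean was 3271 ± 652 CPM in S and 3.03 ± 2.28 in LL in Bd21 (SD, n = 3), and 5978 ± 115 and 3.00 ± 1.13 in Bd21-3 (SD, n = 3). These are log2FC of 9.81 (standard error 0.71, limma adjusted p = 6.1e-19) and 10.58 (standard error 0.71, limma adjusted p = 1.2e-20). A gene matched to pyruvate decarboxylase (Bradi1g65440), the enzyme before ADH1 in the same pathway, had log2FC of 8.66 (standard error 0.57, limma adjusted p = 7.3e-21) and 8.66 (standard error 0.57, limma adjusted p = 4.3e-21). Among the genes that fell, CAB1 (Bradi4g07380), a chlorophyll a/b-binding protein of the photosystem II antenna, had -5.61 (standard error 0.45, limma adjusted p = 4.8e-17) and -5.80 (standard error 0.45, limma adjusted p = 7.0e-18). PORA (Bradi5g26230), which makes chlorophyllide in the light, had -5.33 (standard error 0.44, limma adjusted p = 2.6e-16) and -5.71 (standard error 0.44, limma adjusted p = 8.8e-18). At ZT0, 708 genes rose in both ecotypes, 108 in Bd21 alone and 315 in Bd21-3 alone, while 637 fell in both, 92 in Bd21 alone and 404 in Bd21-3 alone. Lists of these sizes drawn at random would share 34.6 risen and 31.5 fallen genes. The shared genes were 62.6% of the genes risen in either ecotype at ZT0, and the lowest share was 41.0%, of the genes fallen at ZT8. No gene rose in 1 ecotype and fell in the other at the same ZT, and among DEGs of either ecotype 98.6% (ZT16) to 99.6% (ZT0) had log2FC of the same sign in both. A gene called in 1 ecotype alone is therefore not shown to respond differently.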

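The difference in the number of fallen genes was widest at midday, and photosynthesis genes took part in it.
Of the 60 measured genes of the photosystems and their antenna, listed before the data were examined, 42 fell in Bd21-3 at ZT8 and 19 in Bd21 (42 and 20 when adjusted over the list alone). The difference between these counts was not tested. In the LL control of Bd21 at ZT8, replicate 1 had 4.38% of its signal in its top 10 genes, against 7.40% and 6.52% in replicates 2 and 3.
PSBS (Bradi2g56260), which lets photosystem II shed excess light as heat, had 37.7 ± 20.3 CPM in S and 459.6 ± 34.5 in LL in Bd21-3 (SD, n = 3), a log2FC of -3.73 (standard error 0.42, limma adjusted p = 9.2e-12).
In Bd21 it had 155 ± 51.4 and 301 ± 162 CPM (SD, n = 3), a log2FC of -0.80 (standard error 0.42, limma adjusted p = 0.10), and the difference between the ecotypes was -2.93 (standard error 0.59, limma adjusted p = 3.4e-04), above the limit of 5e-06.
PSAP (Bradi3g32100) fell in both, with log2FC of -1.59 (standard error 0.26, limma adjusted p = 4.5e-07) in Bd21 and -3.60 (standard error 0.26, limma adjusted p = 3.7e-19) in Bd21-3.
secA (Bradi2g12067), part of the machinery that imports proteins into thylakoids, fell in Bd21-3 with log2FC of -1.71, -1.77, -1.81 and -1.79 from ZT8 to ZT24 and had -1.13, -1.43, -1.47 and -1.41 in Bd21, none of which was called.
In total 697 genes fell at ZT8 in Bd21 and 1214 in Bd21-3, a ratio of 1.74, against 1.13 to 1.43 at the other ZTs.
For risen genes the ratio ran from 0.881 to 1.25. Against NG in place of LL, 1316 genes fell at ZT8 in Bd21, while the count in Bd21-3 stayed within 1.5 times of 1214, so the ratio was lower. At ZT24 against NG, 2217 fell in Bd21 and 1938 in Bd21-3.
The limma test of the difference in log2FC between ecotypes called few genes. The response was lower in Bd21-3 for 48 genes and higher for 12 at ZT8, and lower for 54 and higher for 33 at ZT16.
Leaving out 1 library took the count of lower genes at ZT8 from 48 to as few as 28 (without Bd21 LL ZT8 replicate 1) and that at ZT16 to as few as 35 (without Bd21-3 LL ZT16 replicate 2). PSAP at ZT8 in Bd21 was not called without any 1 of 4 libraries (log2FC -1.56 to -1.49) or with a pseudocount of 5.

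**Figure D1:**
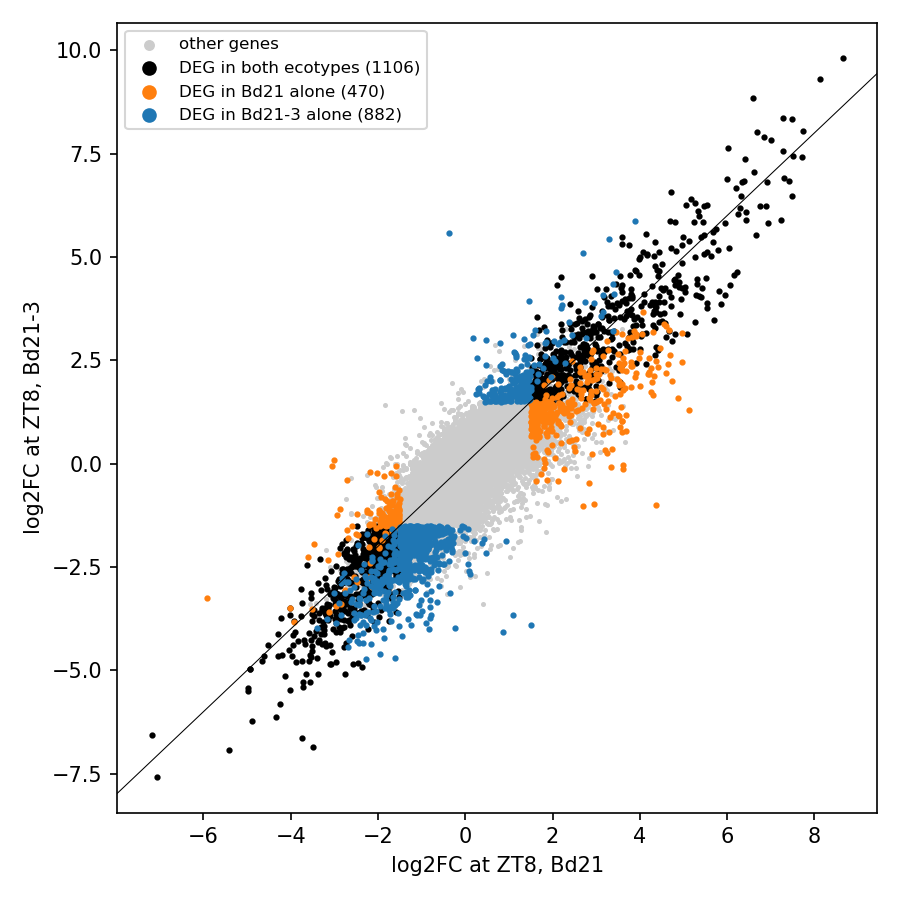
Log2FC of submergence over low light at ZT8 in Bd21 and Bd21-3 for each gene tested, with the line of equal log2FC.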

Since there were no large differences in the total number of DEGs detected at each ZT, we separated the individual DEGs based on the ZT where they showed a transcriptional response to the stress (Figure 2B). 

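FAB2 (Bradi2g56850), a stearoyl-ACP desaturase that sets how unsaturated membrane lipids are, rose at every ZT in both ecotypes. Its log2FC were 7.83, 7.49, 7.35, 6.99 and 6.98 at ZT0, ZT8, ZT16, ZT20 and ZT24 in Bd21 and 8.17, 8.34, 9.25, 7.05 and 6.73 in Bd21-3 (n = 3 per group, 2 in LL at ZT24 in Bd21). LBD38 (Bradi1g14780), a repressor of nitrate-responsive genes, and VAC-INV (Bradi3g00910), a vacuolar invertase that splits sucrose, fell at every ZT in both. LBD38 had log2FC of -4.97, -4.34, -4.25, -5.11 and -4.54 in Bd21 and -5.47, -6.13, -3.88, -5.58 and -5.25 in Bd21-3, and VAC-INV had -5.04 (standard error 0.35, limma adjusted p = 5.3e-20) and -4.98 (standard error 0.35, limma adjusted p = 5.2e-20) at ZT0. HIS1-3 (Bradi5g19000), a linker histone induced by drought and low light, rose at ZT0 alone, with 3.34 (standard error 0.46, limma adjusted p = 8.4e-09) in Bd21 and 4.03 (standard error 0.46, limma adjusted p = 2.2e-11) in Bd21-3. Of the 1694 genes that rose at any ZT in Bd21, 190 (11.2%) rose at all 5 and 673 (39.7%) at 1 alone, 268 of them at ZT0. In Bd21-3 these were 1807, 246 (13.6%), 794 (43.9%) and 412. Of the 2031 genes that fell in Bd21, 102 (5.02%) did so at all 5 ZTs and 830 (40.9%) at 1 alone, 309 of them at ZT0. In Bd21-3 they were 2398, 219 (9.13%), 862 (35.9%) and 381. A gene that passes at 1 ZT can lie just under the limits at another, so the response was also tested for change between ZTs. That limma F test called 2222 genes in Bd21 and 2169 in Bd21-3. By the paper's methods, plants sampled at the same time shared a tank, so an effect of the tank may be counted with ZT.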

A minority of DEGs were up- or down-regulated at every ZT studied, and the majority of DEGs had a specific period of time where they were differential, being ZT0 the most represented, suggesting the detection of a subset of transcripts that can be considered part of an early shock response expressed during the first night of stress. The next ZTs with more DEGs were ZT16 in Bd21-3, followed by ZT8 in Bd21, indicating that there was an adjustment of expression dependent on the time of day. In addition, both ecotypes had groups of DEGs exclusively expressed in complex manners on individual ZTs or in periods of ZTs (Figure 2B; Table S1).

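WRKY53 (Bradi3g34850), a transcription factor of leaf senescence and defense, was a DEG in Bd21-3 at ZT16 alone. It had 27.6 ± 10.1 CPM in S and 0.343 ± 0.303 in LL (SD, n = 3), a log2FC of 4.38 (standard error 0.50, limma adjusted p = 1.6e-11). In Bd21 it rose at ZT0, ZT16 and ZT20, with 2.99 (standard error 0.50, limma adjusted p = 6.1e-07) at ZT16. HT1 (Bradi1g35350), a kinase of the stomatal response to CO2, was risen in Bd21 at ZT8 alone, at 29.5 ± 10.0 CPM in S and 5.70 ± 3.00 in LL (SD, n = 3). This is a log2FC of 2.26 (standard error 0.35, limma adjusted p = 1.1e-07), and in Bd21-3, where it fell at ZT20, it was -0.13 (standard error 0.35, limma adjusted p = 0.77) at ZT8. After ZT0, the ZT with most genes risen at that time alone was ZT16, with 206 genes in Bd21-3 and 143 in Bd21. At ZT8 alone, 129 genes rose in Bd21 and 72 in Bd21-3. Fewer rose at ZT20 alone (55 and 62) or ZT24 alone (78 and 42). Genes fallen at 1 ZT alone numbered 154 at ZT8 and also 154 at ZT16 in Bd21, and 171 and 136 in Bd21-3. Some genes, 51 in Bd21 and 36 in Bd21-3, rose at 1 ZT and fell at another, and these can also be among the counts above. WRKY53 at ZT16 in Bd21 was not called without any 1 of 4 libraries (log2FC 2.43 to 2.96) or with edgeR and HT1 at ZT8 in Bd21 was not called without Bd21 LL ZT8 replicate 1 or Bd21 S ZT8 replicate 3 (log2FC 1.81 and 2.01).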

### 2.3. Submergence Stress Changed the Biological Processes Enriched at Each ZT

Next, DEGs were collectively characterized as gene ontology (GO) terms of biological processes. The detected GO terms included some expected and well-known responses to submergence stress such as amino acid metabolic processes, chaperone refolding, and nucleotide and glycolytic metabolic processes, as well as to different stresses (heat, salt, oxidative, drought, and wounding; Table S2). However, we observed that the number of GO terms enriched on specific ZTs, as well as the number of DEGs enriched on each GO term, changed dynamically depending on the time of day (Figure 2C). For example, DEGs up-regulated at ZT16 enriched the largest collection of terms on tolerant Bd21-3 (Figure 2D), including ADP metabolic processes, ethylene stimulus, and the chorismate/benzene-containing compound metabolic process. 

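At ZT16 in Bd21-3 some of the enzymes that turn chorismate-derived phenylalanine into lignin precursors rose. Of 48 measured phenylpropanoid and lignin genes, 18 rose and 1 fell in Bd21-3 at ZT16 against 7 and 1 in Bd21 (18 and 8 risen when adjusted over the list alone). C4H (Bradi3g43160), the second enzyme of the pathway, had 661 ± 254 CPM in S and 0.303 ± 0.284 in LL in Bd21-3 (SD, n = 3), a log2FC of 8.95 (standard error 0.60, limma adjusted p = 7.9e-21). HCT (Bradi4g36850) and CYP98A3 (Bradi2g21300), which act next on the way to coniferyl units, had 5.19 (standard error 0.49, limma adjusted p = 2.3e-14) and 4.51 (standard error 0.24, limma adjusted p = 3.0e-25). The same 3 genes rose in Bd21 at ZT16, with log2FC of 7.76, 4.67 and 3.57. The median log2FC of the list at ZT16 was 1.2 in Bd21-3 (limma camera adjusted p = 1.1e-06, and adjusted p = 0.40 with an estimated correlation between genes) and 0.90 in Bd21. Here and below, a list's p with an estimated correlation is adjusted too, unless called unadjusted. The list was also higher in Bd21 from ZT8 to ZT24 and in Bd21-3 at ZT24 (limma camera adjusted p of 1.0e-03 to 6.5e-03, and p of 0.63 to 0.72 with an estimated correlation). At the other ZTs 3 to 6 of these genes rose in Bd21-3 and 3 to 7 in Bd21. The ethylene list of 17 genes was split. ACO1 (Bradi2g41840), an ACC oxidase that makes ethylene, had 7.10 (standard error 0.48, limma adjusted p = 1.6e-20) at ZT16 in Bd21-3, and EBF1 (Bradi1g36530), which limits ethylene signaling, had 1.97 (standard error 0.18, limma adjusted p = 3.8e-15). ACO4 (Bradi3g57620), another ACC oxidase, had -0.42 (standard error 0.37, limma adjusted p = 0.35), which was not called. At ZT16, 3 of the ethylene genes rose in each ecotype and 1 fell in Bd21-3, and the list as a whole was called at no ZT.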

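Alternative oxidases pass electrons from ubiquinone to oxygen and limit reactive oxygen in mitochondria, and jasmonate mediates the response to wounding. A second gene matched to AOX1A (Bradi5g20557) had 146 ± 111 CPM in S and 2.97 ± 1.34 in LL at ZT8 in Bd21 (SD, n = 3), and 21.4 ± 12.7 and 2.77 ± 1.18 in Bd21-3 (SD, n = 3). Its log2FC were 4.95 (standard error 0.55, limma adjusted p = 1.2e-11) and 2.45 (standard error 0.55, limma adjusted p = 1.4e-04). AOX1B (Bradi5g20547) had 5.11 (standard error 0.48, limma adjusted p = 3.1e-14) in Bd21 at ZT16 and 2.12 (standard error 0.48, limma adjusted p = 1.7e-04) in Bd21-3, and neither gene was called in Bd21-3 at these times. The difference between the ecotypes was -2.51 (standard error 0.78, limma adjusted p = 0.028) for the first at ZT8 and -2.99 (standard error 0.68, limma adjusted p = 1.5e-03) for AOX1B at ZT16, neither under the limit of 5e-06. Of 17 antioxidant enzymes and alternative oxidases, 3 rose and 1 fell in Bd21 at ZT8 and at ZT16, while none rose in Bd21-3, where 3 and 2 fell (the same when adjusted over the list alone). TAPX (Bradi3g45700), an ascorbate peroxidase of thylakoids, fell in both ecotypes at ZT16, with -2.03 (standard error 0.15, limma adjusted p = 5.3e-19) and -3.22 (standard error 0.15, limma adjusted p = 1.2e-28). AOS (Bradi1g69330), which commits lipid hydroperoxides to jasmonate, rose in Bd21 at ZT8 with 4.37 (standard error 0.48, limma adjusted p = 9.0e-12) and had 2.47 (standard error 0.48, limma adjusted p = 1.4e-05) in Bd21-3, which was not called. Of 26 genes of jasmonate synthesis and its JAZ repressors, 8 rose at ZT8 in Bd21 (9 when adjusted over the list alone) and 3 in Bd21-3, and at ZT16 they were 6 and 7. As a whole the jasmonate list was higher in Bd21 at ZT8 (limma camera adjusted p = 2.9e-06, and p = 0.35 with an estimated correlation) and at ZT16 (adjusted p = 6.5e-03, and p = 0.63), and in Bd21-3 at ZT16 (adjusted p = 3.1e-03, and p = 0.58). The antioxidant list was higher in Bd21 at ZT16 (limma camera adjusted p = 0.046, and p = 0.55 with an estimated correlation).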

For Bd21, examples of enriched groups belonged to alternative respiration, glutamate and glutathione metabolism, or response to wounding, confirming our previous observations that the sensitive ecotype expressed more responses to oxidative stress [12]. 

Only four up-regulated GO terms were enriched (fold enrichment ≥ 5) in all five ZTs tested on both ecotypes. These were redundant terms “nucleotide phosphorylation”/”pyruvate metabolic process”, and “protein complex oligomerization”/”response to hydrogen peroxide”. Still, these terms had enriching DEGs with varying diurnal expression when compared to LL controls. The first group was enriched for DEGs coding for glycolytic enzymes and the second by *HEAT SHOCK PROTEINS* (*HSP*). 

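Glycolysis makes ATP without oxygen, and fermentation returns the NAD+ that it uses. A second gene matched to PFK3 (Bradi2g19326), a phosphofructokinase at the committed step of glycolysis, had 3763 ± 215 CPM in S and 47.4 ± 5.01 in LL at ZT0 in Bd21 (SD, n = 3). Its log2FC was 6.29 (standard error 0.30, limma adjusted p = 2.8e-27) in Bd21 and 6.59 (standard error 0.30, limma adjusted p = 1.1e-28) in Bd21-3, and at ZT16 it was 4.12 and 4.61. HXK2 (Bradi2g33380), a hexokinase that feeds glucose into the pathway, had log2FC of 3.30, 3.01, 3.63, 1.61 and 1.36 from ZT0 to ZT24 in Bd21, where the last 2 were not called, and 5.01, 4.21, 3.65, 3.20 and 2.60 in Bd21-3. ALAAT2 (Bradi3g23160), an alanine aminotransferase that stores pyruvate as alanine, rose at every ZT, with 5.45 (standard error 0.28, limma adjusted p = 2.6e-25) and 5.85 (standard error 0.28, limma adjusted p = 2.8e-27) at ZT8. Of 43 measured genes of glycolysis, 10, 15, 10, 12 and 12 rose at ZT0, ZT8, ZT16, ZT20 and ZT24 in Bd21 and 12, 16, 12, 17 and 17 in Bd21-3 (the same counts when adjusted over the list alone). Their median log2FC were 0.43, 1.09, 0.60, 0.87 and 0.91 and 0.58, 0.89, 0.58, 1.08 and 0.76. Over both ecotypes and all ZTs, 20 of the 43 genes rose at least once, 4 fell and 19 never passed. Of 10 fermentation genes, 4 to 6 rose at each ZT and at most 1 fell. Both lists were higher in all 10 comparisons, with limma camera adjusted p of 1.7e-11 to 6.6e-06 for glycolysis and 6.7e-04 to 0.026 for fermentation. With an estimated correlation between genes none of these calls held (limma camera adjusted p from 0.094 to 0.17 and 0.16 to 0.34).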

Glycolytic enzymes had patterns of different expression intensities across ZTs. This observation helped us to confirm that our sampling captured transcripts coding for enzymes responding to an initial shock response (e.g., *PHOSPHOFRUCTOKINASE 3*, *PFK3*; Figure 2E) that came out of the night with high transcription tending to stabilize during the light period, and transcripts belonging to a second wave of responses (e.g., *ENOLASE 2*, *ENO2*; Figure 2F) that started at dawn with low transcription and increased their presence as the day advanced. These examples did not show a rhythmic expression throughout the day, and rather showed up-regulated values when compared to control that decreased or increased as the stress continued. This may reflect the existence of dynamic metabolic signals that build up or recede at different stress stages.

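PFK3 (Bradi2g05720) had its highest level under submergence at ZT0, with 572 ± 94.1 CPM in Bd21 and 1045 ± 41.0 in Bd21-3, and lower levels of 181 ± 53.9 and 226 ± 29.4 at ZT16 (SD, n = 3). In LL it stayed between 40.2 and 53.2 CPM. Its log2FC in Bd21 were 3.47 (standard error 0.19, limma adjusted p = 1.0e-24) at ZT0 and 1.45 (standard error 0.21, limma adjusted p = 3.0e-08) at ZT24, the latter under the log2FC limit, and in Bd21-3 4.28 (standard error 0.19, limma adjusted p = 1.4e-29) and 2.36 (standard error 0.19, limma adjusted p = 2.3e-17). ENO2 (Bradi1g51540), the enolase of the lower part of glycolysis, had no called change at ZT0, with log2FC of 0.79 (standard error 0.35, limma adjusted p = 0.054) and 0.40 (standard error 0.35, limma adjusted p = 0.35). At ZT16 it had 2269 ± 207 CPM in S and 27.6 ± 21.4 in LL in Bd21, and 978 ± 67.3 and 46.1 ± 10.0 in Bd21-3 (SD, n = 3). These are log2FC of 6.56 (standard error 0.35, limma adjusted p = 1.1e-24) and 4.40 (standard error 0.35, limma adjusted p = 3.4e-17). By ZT24 its log2FC were 4.75 and 3.42. The change of the response between ZTs had limma adjusted p of 1.5e-08 in Bd21 and 1.3e-08 in Bd21-3 for PFK3, and 5.3e-15 and 1.1e-09 for ENO2. A difference between ecotypes was not called for ENO2 at ZT16, with -2.16 (standard error 0.50, limma adjusted p = 1.7e-03).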

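HSP20 (Bradi1g67080), a small chaperone that holds unfolded proteins, had 285 ± 184 CPM in S at ZT16 and 48.3 ± 26.2 at ZT20 in Bd21 (SD, n = 3), while its LL means stayed between 3.35 and 10.9. In Bd21-3 it had 155 ± 79.8 and 40.9 ± 27.4 CPM (SD, n = 3). Its log2FC were 4.19, 5.04, 4.54, 2.90 and 3.17 at ZT0, ZT8, ZT16, ZT20 and ZT24 in Bd21, all called, and 4.34, 4.15, 4.15, 2.51 and 2.15 in Bd21-3, where the last was not. HSP90.1 (Bradi5g02037), which folds signaling proteins, had 7.41 (standard error 0.47, limma adjusted p = 1.9e-21) and 6.84 (standard error 0.47, limma adjusted p = 4.1e-20) at ZT8, and 6.66 and 5.74 at ZT20. HSP70 (Bradi2g23250) had 7.48 (standard error 0.55, limma adjusted p = 1.0e-18) and 6.48 (standard error 0.55, limma adjusted p = 2.7e-16) at ZT8, and 5.93 and 5.13 at ZT20. HSFA2 (Bradi1g08891), a transcription factor that induces such chaperones, was highest over LL at ZT0, with 8.09 (standard error 0.50, limma adjusted p = 3.3e-22) and 8.56 (standard error 0.50, limma adjusted p = 1.2e-23), and had 4.23 and 3.89 at ZT20. Of 77 measured genes of the heat shock protein families, 16, 20, 18, 15 and 13 rose from ZT0 to ZT24 in Bd21 and 16, 19, 17, 12 and 9 in Bd21-3 (the same counts when adjusted over the list alone). At most 2 fell at any ZT, and 54 of the 77 were never called. The list was higher in all 10 comparisons (limma camera adjusted p of 1.8e-06 to 0.023, and p of 0.19 to 0.57 with an estimated correlation). HSP20 at ZT20 in Bd21 was not called without any 1 of 3 libraries (log2FC 2.52 to 2.80) or against NG and HSP20 at ZT24 in Bd21 was not called without any 1 of 4 libraries (log2FC 2.80 to 3.19) or with a pseudocount of 5 or against NG. HSP20 at ZT8 in Bd21-3 was not called against NG and HSP20 at ZT20 in Bd21-3 was not called without any 1 of 5 libraries (log2FC 2.01 to 2.79) or with a pseudocount of 5 or after median of ratios scaling or with no variance trend or against NG. HSFA2 at ZT20 in Bd21-3 was not called without Bd21-3 S ZT20 replicate 1 (log2FC 3.47). In NG at ZT8, replicate 3 of Bd21-3 had raised levels of genes that submergence induces, which bears on the comparisons with NG there.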

*HSP* up-regulated their transcriptional activity during the light period and decreased in the night (Figure 2G). 

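PAL1 (Bradi3g49260) encodes the phenylalanine ammonia lyase that opens the phenylpropanoid pathway. Under submergence its level was highest at ZT16, with 730.4 ± 135 CPM in Bd21 and 1356 ± 162 in Bd21-3, against 293 ± 164 and 319 ± 105 in LL (SD, n = 3). The log2FC at ZT16 was 2.13 (standard error 0.33, limma adjusted p = 8.8e-08) in Bd21-3 and 1.52 (standard error 0.33, limma adjusted p = 6.7e-05) in Bd21, where the p lay above 5e-06. At ZT0 it was -0.90 (standard error 0.33, limma adjusted p = 0.017) in Bd21 and -1.06 (standard error 0.33, limma adjusted p = 4.5e-03) in Bd21-3, neither of them called. In LL its highest mean was at ZT0 in both ecotypes, at 393 ± 11.5 and 439 ± 34.0 CPM (SD, n = 3). The change of the response between ZTs had limma adjusted p of 1.4e-05 in Bd21, above the limit of 5e-06, and 9.8e-07 in Bd21-3. The difference in response between the ecotypes at ZT16 was 0.61 (standard error 0.46, limma adjusted p = 0.45). PAL1 at ZT16 in Bd21-3 was not called without Bd21-3 LL ZT16 replicate 1 (log2FC 1.89) or against NG.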

Differential ZT/ecotype-dependent GO terms revealed transcripts that exhibit a significantly higher peak of transcript abundance under submergence such as *PHENYLALANINE LYASE* (*PAL*; Figure 2H) or that showed a shift in transcriptomic zenith to dusk such as *ALTERNATIVE OXIDASE 1A* (*AOX1A*; Figure 2I). 

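AOX1A (Bradi3g52505) encodes a mitochondrial oxidase that accepts electrons when the cytochrome path is blocked. In LL its means were highest at ZT8, with 70.2 ± 40.6 CPM in Bd21 and 61.0 ± 3.20 in Bd21-3 (SD, n = 3). Under submergence they were highest at ZT16, with 42.5 ± 13.3 and 7.91 ± 2.47 CPM (SD, n = 3). At ZT8 the submerged level was 19.8 ± 6.61 in Bd21 and 1.43 ± 0.544 in Bd21-3 (SD, n = 3), with log2FC over LL of -1.61 (standard error 0.38, limma adjusted p = 3.2e-04), which was not called, and -4.69 (standard error 0.38, limma adjusted p = 6.4e-17). At ZT0 it fell in both ecotypes, with -3.33 (standard error 0.38, limma adjusted p = 3.3e-11) and -3.56 (standard error 0.38, limma adjusted p = 2.4e-12). At ZT16 the log2FC over LL was 1.35 (standard error 0.38, limma adjusted p = 2.1e-03) in Bd21 and -0.52 (standard error 0.38, limma adjusted p = 0.26) in Bd21-3, so the peak itself did not pass as a rise. Between submerged plants Bd21 was higher than Bd21-3 by 3.07 (standard error 0.38, limma adjusted p = 1.6e-09) at ZT8 and 2.28 (standard error 0.38, limma adjusted p = 2.3e-06) at ZT16 on the log2 scale. The difference in response between the ecotypes was -3.09 (standard error 0.54, limma adjusted p = 4.1e-05) at ZT8 and was not under 5e-06. AOX1A between ecotypes at ZT16 was not called without any 1 of its 6 libraries (log2FC 2.05 to 2.46) or with a pseudocount of 0.25.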

*AOX1A* was also part of exclusively enriched terms in sensitive Bd21; the shifted zenith at ZT16 in Bd21 was notably reduced in the tolerant Bd21-3. These genes are known to be under diurnal and/or circadian control in Arabidopsis [16,22,23,24], and interestingly, in Brachypodium under stress, diurnal expressions either gained apparent rhythmicity (*PAL*), changed peak accumulation (*AOX1A*), or were responsive to the stress advancement (*HSP20*). Taken together, GO term enrichment indicated that these output DEGs might participate in a transition to a second night of stress that seems to be a relevant time for Brachypodium survival under submergence (Figure 1B).

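Submergence lowered genes of light harvesting and chlorophyll synthesis, and a few of starch synthesis.
GUN4 (Bradi4g20500), which promotes magnesium insertion into chlorophyll precursors, had 15.1 ± 2.09 CPM in S and 212 ± 17.5 in LL at ZT0 in Bd21 (SD, n = 3), a log2FC of -3.73 (standard error 0.18, limma adjusted p = 9.9e-27), and -3.95 (standard error 0.18, limma adjusted p = 2.4e-28) in Bd21-3.
Of 60 photosystem and antenna genes, 23, 3, 10 and 14 fell at ZT0, ZT16, ZT20 and ZT24 in Bd21 and 31, 8, 20 and 18 in Bd21-3.
When adjusted over the list alone these were 24, 3, 10 and 15, and 32, 8, 23 and 19.
Of 23 genes of chlorophyll synthesis, 11, 7, 1, 4 and 5 fell from ZT0 to ZT24 in Bd21 and 13, 13, 5, 9 and 9 in Bd21-3 (adjusted over the list alone 12, 7, 1, 4 and 6, and 13, 14, 5, 10 and 9).
Both lists were lower in every comparison except Bd21 at ZT16 (limma camera adjusted p of 2.1e-18 to 6.7e-05 and 2.4e-11 to 8.7e-04, and p of 0.18 to 0.57 and 0.094 to 0.33 with an estimated correlation).
In that exception their median log2FC were -0.08 and -0.46. Its LL group holds a library that stood apart, replicate 3, with 2486 genes at 0 CPM against 457 and 404 in replicates 1 and 2.
Of 20 genes of starch synthesis, 0 to 4 fell per comparison. APL1 (Bradi1g09537), a subunit of the enzyme that makes ADP-glucose, had -1.54 (standard error 0.15, limma adjusted p = 9.1e-14) and -2.30 (standard error 0.15, limma adjusted p = 4.1e-21) at ZT8.
The list was lower at ZT8 and ZT24 in Bd21 and at ZT8, ZT16 and ZT24 in Bd21-3 (limma camera adjusted p of 1.3e-03 to 0.019, and p of 0.28 to 0.41 with an estimated correlation).
Starch breakdown had no direction as a list of 23. AMY1 (Bradi3g58010), an alpha-amylase, rose with 5.12 (standard error 0.53, limma adjusted p = 8.4e-13) and 5.39 (standard error 0.53, limma adjusted p = 8.7e-14) at ZT8, while BAM3 (Bradi3g33730), a beta-amylase of chloroplasts, fell at ZT20 with -3.47 (standard error 0.58, limma adjusted p = 7.4e-07) and -4.31 (standard error 0.58, limma adjusted p = 2.9e-09).
Of 19 guard cell genes at most 2 fell at any ZT. KAT1 (Bradi3g09290), a potassium channel of stomatal opening, had -2.31 (standard error 0.25, limma adjusted p = 3.6e-12) at ZT16 in Bd21 and -0.17 (standard error 0.25, limma adjusted p = 0.61) in Bd21-3.
The guard cell list was lower at ZT8, ZT20 and ZT24 in Bd21 and at ZT8 and ZT20 in Bd21-3 (limma camera adjusted p of 3.3e-03 to 0.039, and p of 0.094 to 0.15 with an estimated correlation). APL1 at ZT8 in Bd21 was not called without any 1 of 3 libraries (log2FC -1.48 to -1.47) or with edgeR and BAM3 at ZT20 in Bd21 was not called without any 1 of 4 libraries (log2FC -3.40 to -3.22). KAT1 at ZT16 in Bd21 was not called without Bd21 LL ZT16 replicate 3 (log2FC -2.10) or with a pseudocount of 5.

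**Figure D2:**
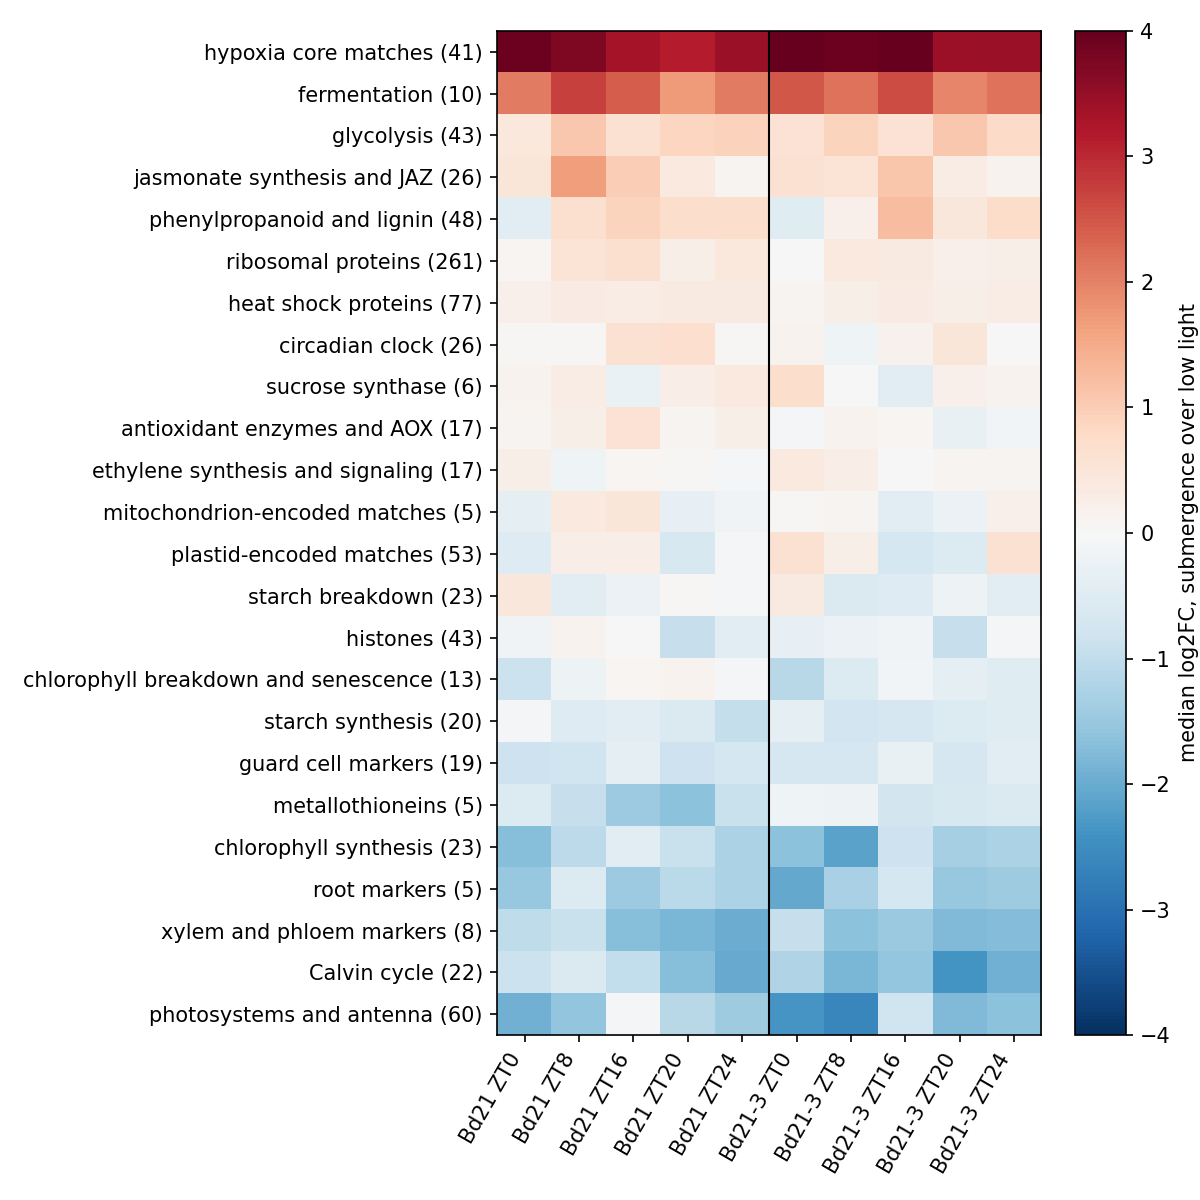
Median log2FC of submergence over low light for each gene list in the 10 comparisons, with the number of measured genes in parentheses.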

Enriched GO terms by down-regulated DEGs were mostly related to photosynthesis processes such as carbon fixation, plastid, chlorophyll metabolism, stomata closure, and starch metabolism (Figure 2C; Table S2). These processes are known outputs of the circadian clock with a dynamic signaling input from light, energy status, and stress [25]. This highlights that an important result of a changing transcriptome during the day under submergence is contributing to limiting and regulating these known rhythmic and photosynthesis-associated pathways. For example, in Figure 2J, the very abundant transcript *LIGHT HARVESTING PROTEIN B* (*LHB1B2*) started the stress day with reduced expression, had a change in zenith to ZT16, and started already suppressed the next day. 

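LHB1B2 (Bradi4g37210), a chlorophyll a/b-binding protein of the photosystem II antenna, had 115 ± 30.0 CPM in S and 2444 ± 284 in LL at ZT0 in Bd21 (SD, n = 3), a log2FC of -4.43 (standard error 0.38, limma adjusted p = 5.8e-16). In Bd21-3 it had 121 ± 40.6 and 2072 ± 173 (SD, n = 3), a log2FC of -4.14 (standard error 0.38, limma adjusted p = 5.1e-15). At ZT8, its zenith in LL with 6926 ± 3279 and 7632 ± 613 CPM, the log2FC were -3.53 (standard error 0.38, limma adjusted p = 2.8e-12) and -4.68 (standard error 0.38, limma adjusted p = 4.1e-17). Under submergence the zenith lay at ZT16 in both, with 2948 ± 1187 CPM in Bd21 and 1238 ± 106 in Bd21-3 (SD, n = 3). The log2FC there were 1.44 (standard error 0.38, limma adjusted p = 9.4e-04) and -0.44 (standard error 0.38, limma adjusted p = 0.34), so neither ecotype was called as changed at ZT16. At ZT24 they were -2.81 (standard error 0.42, limma adjusted p = 6.4e-08) in Bd21 (n = 3 in S and 2 in LL) and -1.70 (standard error 0.38, limma adjusted p = 1.1e-04) in Bd21-3, the latter not called. 2 other antenna genes, CAB1 (Bradi1g12130) and LHCA4 (Bradi4g30060), fell at ZT8 with log2FC of -7.07 (standard error 0.41, limma adjusted p = 3.3e-23) and -4.98 (standard error 0.35, limma adjusted p = 1.8e-19) in Bd21, and -7.57 and -5.51 in Bd21-3. At ZT16 they had 0.84 and -0.21 in Bd21, and -0.20 and -1.86 in Bd21-3, none of them called. Reads of antenna genes can be shared among close paralogs. LHB1B2 at ZT24 in Bd21 was not called without Bd21 LL ZT24 replicate 1 or Bd21 S ZT24 replicate 3 (log2FC -2.62 and -2.24).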

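PRP4 (Bradi5g04630), a proline-rich protein of the cell wall, fell further as the day went on. It had 1.1 ± 0.15 CPM in S and 238 ± 41.3 in LL at ZT20 in Bd21 (SD, n = 3), and log2FC of -1.91, -3.97, -6.75, -6.82 and -6.18 from ZT0 to ZT24, the first of them not called. In Bd21-3 its log2FC were -1.97, -4.65, -6.39, -7.05 and -5.69, again with the first not called. GER3 (Bradi3g37670), a germin-like protein of the cell wall, had -2.15 (standard error 0.52, limma adjusted p = 4.1e-04) at ZT0 and -6.55 (standard error 0.58, limma adjusted p = 3.6e-15) at ZT24 in Bd21, and -2.48 (standard error 0.52, limma adjusted p = 4.5e-05) and -5.00 (standard error 0.52, limma adjusted p = 9.1e-13) in Bd21-3. RBCS1A (Bradi4g08800), the small subunit of Rubisco, had -1.19 (standard error 0.26, limma adjusted p = 7.4e-05) at ZT0, which was not called, and -4.52 (standard error 0.26, limma adjusted p = 7.1e-24) at ZT20 in Bd21, and -1.59 (standard error 0.26, limma adjusted p = 2.6e-07) and -4.62 (standard error 0.26, limma adjusted p = 1.3e-24) in Bd21-3. Of 22 Calvin cycle genes, 5, 6, 2, 12 and 10 fell from ZT0 to ZT24 in Bd21 and 8, 10, 8, 12 and 10 in Bd21-3 (adjusted over the list alone 5, 6, 2, 12 and 11, and 8, 10, 8, 12 and 11). Their median log2FC were -0.86, -0.57, -0.98, -1.71 and -2.02 and -1.21, -1.82, -1.54, -2.38 and -1.94, and the list was lower in all 10 comparisons (limma camera adjusted p of 8.6e-10 to 3.0e-03, and p of 0.15 to 0.39 with an estimated correlation). Over all genes, 729 fell at ZT0 in Bd21, 947 at ZT16, 1059 at ZT20 and 1003 at ZT24. In Bd21-3 they were 1041, 1127, 1335 and 1136. RBCS1A at ZT0 in Bd21-3 was not called without Bd21-3 LL ZT0 replicate 1 or Bd21-3 S ZT0 replicate 2 (log2FC -1.55 and -1.48).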

The number of GO terms enriched by down-regulated DEGs increased throughout the day (Figure 2D), predicting that most would be gradually repressed as the submergence stress persisted. This transcriptomic response suggests that the result of starting the next day with already down-regulated photosynthesis-related processes is of a predictive nature as it serves both for a day under continued submergence (saving energy) or a day of de-submergence stress (minimizing an oxidative stress related to light exposure).

The GO term enrichment indicated that the transcriptome was dynamically changing in response to time of day and revealed crucial time points of adjustment. However, the appearance of an enriched GO term sometimes depended on the extra presence of only one or two DEGs (specially in Bd21), indicating the need for an additional approach such as individual clustering.

### 2.4. Submergence Stress Reshaped the Expression of Circadian Clock Genes

We started by dissecting the GO terms indicating circadian rhythm and rhythmic process; they were enriched in different ZTs both with up- and down-regulated DEGs (yellow arrows in Figure 2C). We clustered all DEGs enriched in these terms and observed separation in three groups (Figure 3A). 

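LHY (Bradi3g16515) is a MYB transcription factor that represses evening clock genes. At ZT0 it had 47.4 ± 16.1 CPM in S, 3418 ± 303 in LL and 3809.6 ± 446 in NG in Bd21 (SD, n = 3), and 82.1 ± 20.1, 3056 ± 397 and 3033 ± 401 in Bd21-3 (SD, n = 3). The log2FC of S over LL was -6.20 (standard error 0.19, limma adjusted p = 2.0e-37) in Bd21 and -5.22 (standard error 0.19, limma adjusted p = 2.0e-33) in Bd21-3. At ZT16, when LHY is low in LL, it rose under submergence, with 4.40 (standard error 0.19, limma adjusted p = 4.5e-29) and 2.59 (standard error 0.19, limma adjusted p = 8.9e-19). At the second dawn, ZT24, it fell again, with -3.72 (standard error 0.21, limma adjusted p = 1.7e-23, n = 3 in S and 2 in LL) and -3.06 (standard error 0.19, limma adjusted p = 4.8e-22). Its highest submerged mean was at ZT8 in both ecotypes, with 879.8 ± 145 CPM in Bd21 and 735 ± 131 in Bd21-3 (SD, n = 3), against ZT0 in LL and NG. The rise at ZT16 was smaller in Bd21-3, by a difference in log2FC of -1.81 (standard error 0.27, limma adjusted p = 1.3e-06). LHY in the ecotype interaction at ZT16 was not called without any 1 of 7 libraries (log2FC -1.79 to -1.71) or after quantile normalization.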

The first group has down-regulated transcripts, exemplified by the core clock gene *LONG ELONGATED HYPOCOTYL* (*LHY*) with its characteristic expression peak at dawn significantly abated in both ecotypes when compared to LL and NG controls (Figure 3B). The second group contained up-regulated DEGs, such as the midday oscillator component *PSEUDO-RESPONSE REGULATOR 5* (*PRR5*) that showed a dramatic zenith change of 12 h (Figure 3C). 

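PRR5 (Bradi4g24967) is a pseudo-response regulator that represses the morning genes of the clock. Under submergence its zenith was at ZT20, with 323 ± 47.2 CPM in Bd21 and 470.4 ± 72.0 in Bd21-3, against 73.3 ± 17.1 and 76.7 ± 5.26 in LL (SD, n = 3). In LL its highest means were at ZT8 in Bd21, with 75.0 ± 7.21, and at ZT16 in Bd21-3, with 79.1 ± 6.58 (SD, n = 3). It rose at ZT0, with log2FC of 2.37 (standard error 0.15, limma adjusted p = 3.0e-21) in Bd21 and 3.35 (standard error 0.15, limma adjusted p = 7.9e-29) in Bd21-3, and at ZT20, with 2.14 (standard error 0.15, limma adjusted p = 2.3e-19) and 2.59 (standard error 0.15, limma adjusted p = 2.1e-23). At ZT8 it rose in Bd21-3, with 2.10 (standard error 0.15, limma adjusted p = 5.2e-19), and Bd21 had 0.57 (standard error 0.15, limma adjusted p = 1.2e-03). That difference in response was 1.52 (standard error 0.22, limma adjusted p = 4.9e-07). At ZT24 low light alone raised PRR5 over NG, by 1.90 (standard error 0.17, limma adjusted p = 8.6e-14) in Bd21 (n = 2 in LL) and 1.56 (standard error 0.15, limma adjusted p = 4.0e-13) in Bd21-3. PRR5 in the ecotype interaction at ZT8 was not called without any 1 of 4 libraries (log2FC 1.3 to 1.49) or with a pseudocount of 5 and PRR5 in low light at ZT24 in Bd21-3 was not called without Bd21-3 NG ZT24 replicate 2 (log2FC 1.48) or with a pseudocount of 5.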

The third group included DEGs that showed a change in peak expression towards the middle of the night under submergence. This group included the diurnal clock inductors *NIGHT LIGHT-INDUCIBLE AND CLOCK-REGULATED1* (*LNK 1*,*2*,*4*; Figure 3A), the evening oscillator *GIGANTEA* (*GI*; Figure 3E), and morning oscillator components *PRR7* and *PRR9* (Figure 3F,G). 

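LNK proteins activate morning and midday clock genes, GI stabilizes the evening loop, and PRR7 and PRR9 repress LHY. LNK1 (Bradi1g60846) had 113 ± 25.5 CPM in S and 7.75 ± 1.28 in LL at ZT20 in Bd21 (SD, n = 3), a log2FC of 3.69 (standard error 0.21, limma adjusted p = 4.8e-24), and 3.48 (standard error 0.21, limma adjusted p = 4.1e-23) in Bd21-3. LNK4 (Bradi2g13610) rose at ZT20 with 3.39 (standard error 0.23, limma adjusted p = 1.7e-20) and 3.23 (standard error 0.23, limma adjusted p = 8.6e-20), and LNK2 (Bradi2g10880) had 2.18 (standard error 0.29, limma adjusted p = 3.4e-09) and 2.53 (standard error 0.29, limma adjusted p = 3.0e-11), which were not called because its means stayed below 15 CPM there. LNK2 rose at ZT16, with 2.86 (standard error 0.29, limma adjusted p = 6.3e-13) and 1.86 (standard error 0.29, limma adjusted p = 2.0e-07). The submerged zenith of the 3 genes lay at ZT16, except at ZT20 for LNK4 in Bd21-3, against ZT8 in LL. GI (Bradi2g05226) fell at ZT8, with -2.52 (standard error 0.23, limma adjusted p = 4.4e-15) and -1.98 (standard error 0.23, limma adjusted p = 1.6e-11), and at ZT20 had 2.82 (standard error 0.23, limma adjusted p = 3.4e-17) in Bd21 and 1.46 (standard error 0.23, limma adjusted p = 8.7e-08) in Bd21-3, the latter just under the log2FC limit. Its submerged zenith was at ZT20 in both, with 256 ± 63.0 and 210.3 ± 53.3 CPM (SD, n = 3). PRR7 (Bradi1g65910) fell at ZT8, with -2.82 (standard error 0.19, limma adjusted p = 3.3e-20) and -2.55 (standard error 0.19, limma adjusted p = 1.4e-18), and rose at ZT20, with 3.31 (standard error 0.19, limma adjusted p = 1.3e-23) and 2.97 (standard error 0.19, limma adjusted p = 1.1e-21). PRR9 (Bradi4g36077), which the table names PRR5, fell at ZT8, with -3.13 (standard error 0.26, limma adjusted p = 1.0e-16) and -3.43 (standard error 0.26, limma adjusted p = 1.4e-18). At ZT16 PRR9 rose in Bd21, with 2.11 (standard error 0.26, limma adjusted p = 1.4e-10), and had -0.27 (standard error 0.26, limma adjusted p = 0.39) in Bd21-3, a difference of -2.38 (standard error 0.36, limma adjusted p = 1.7e-06). LNK2 at ZT16 in Bd21-3 was not called without Bd21-3 LL ZT16 replicate 3 or Bd21-3 S ZT16 replicate 2 (log2FC 1.60 and 1.79) or with a pseudocount of 0.25 or with a pseudocount of 5 and PRR9 in the ecotype interaction at ZT16 was not called without any 1 of 9 libraries (log2FC -2.42 to -2.19) or with a pseudocount of 0.25 or with edgeR.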

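ELF4, LUX and ELF3 form the Evening Complex, which represses growth and clock genes at night. 2 genes matched to ELF4-L4 changed in opposite directions. Bradi4g13227 fell at ZT8, with 4.30 ± 2.23 CPM in S and 24.8 ± 3.34 in LL in Bd21 (SD, n = 3), a log2FC of -2.37 (standard error 0.29, limma adjusted p = 1.4e-10), and -3.11 (standard error 0.29, limma adjusted p = 7.7e-15) in Bd21-3. Bradi4g29580 rose at ZT0 in Bd21-3, with 18.4 ± 4.11 CPM in S and 2.36 ± 0.667 in LL (SD, n = 3), a log2FC of 2.52 (standard error 0.33, limma adjusted p = 1.1e-09), and had 1.73 (standard error 0.33, limma adjusted p = 9.5e-06) in Bd21. LUX (Bradi2g62067) had 19.8 ± 6.45 CPM in S and 97.6 ± 51.3 in LL at ZT16 in Bd21, and 38.0 ± 6.78 and 77.6 ± 37.4 in Bd21-3 (SD, n = 3). Its log2FC at ZT16 was -2.10 (standard error 0.36, limma adjusted p = 1.1e-06) in Bd21, its only called change, and -0.91 (standard error 0.36, limma adjusted p = 0.029) in Bd21-3. At ZT20 LUX had -1.80 (standard error 0.36, limma adjusted p = 1.9e-05) in Bd21-3, which did not pass, and the difference in response between ecotypes at ZT16 was 1.19 (standard error 0.51, limma adjusted p = 0.13). ELF4-L4 (Bradi4g13227) at ZT8 in Bd21 was not called against NG and ELF4-L4 (Bradi4g13227) at ZT8 in Bd21-3 was not called against NG. LUX at ZT16 in Bd21 was not called without any 1 of 4 libraries (log2FC -2.10 to -1.79).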

Evening Complex (EC) genes such as *EARLY FLOWERING 4* (*ELF4*) had members up- and down-regulated, and *LUX ARRHYTHMO* (*LUX*, Bradi2g62067), despite not being detected in the circadian GO terms, was significantly down-regulated (Figure 3J). The only member of the EC that was not disturbed during the experiment was ELF3 (Bradi2g14290).

We did not find the core evening clock gene TIMING OF CAB EXPRESSION 1 (TOC) as a DEG, because it did not reach the 1.5 Log_2_FC cutoff value (Log_2_FC = 1.44 for Bd21); however, it did show a change in zenith expression from ZT16 to ZT20 when manually included in the clustering (Figure 3A). 

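TOC1 (Bradi3g48880), a pseudo-response regulator that represses LHY, had 32.5 ± 1.59 CPM in S and 90.1 ± 9.70 in LL at ZT16 in Bd21, and 45.1 ± 2.23 and 100.2 ± 8.14 in Bd21-3 (SD, n = 3). The log2FC were -1.44 (standard error 0.12, limma adjusted p = 6.0e-16) and -1.13 (standard error 0.12, limma adjusted p = 3.9e-12), with p far under the limit and sizes below 1.5. At ZT24 they were 1.42 (standard error 0.14, limma adjusted p = 1.0e-13, n = 2 in LL) and 1.18 (standard error 0.12, limma adjusted p = 1.1e-12). In LL its zenith was at ZT16 in both ecotypes. Under submergence it was at ZT20 in Bd21, with 88.0 ± 9.79 CPM, and at ZT24 in Bd21-3, with 93.0 ± 10.6 (SD, n = 3). In Bd21-3 the mean at ZT20 was 82.6 ± 6.91 CPM (SD, n = 3). The test of change between ZTs, which asks for a range of log2FC of at least 1.5, called TOC1 in both ecotypes (limma adjusted p = 1.5e-21 and 4.6e-17). ELF3 (Bradi2g14290), a scaffold of the Evening Complex, stayed near its LL level, with log2FC of -0.21, 0.21, 0.06, -0.03 and -0.27 from ZT0 to ZT24 in Bd21 and -0.47, 0.14, 0.07, 0.18 and -0.05 in Bd21-3. Its submerged means ran from 96.0 to 135 CPM in Bd21 and from 124 to 199.7 in Bd21-3.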

In addition to these core clock genes, other DEGs enriching the diurnal/circadian GO terms consisted of interesting known clock output transcripts. They included oxidative stress enzymes such as *CATALASE 1* and *2* (*CAT1*, *2*) that showed peak transcript abundance in the evening rather than during daytime (Figure 3I), light receptors acting on cell expansion *FLAVIN-BINDING*, *KELCH REPEAT AND F-BOX 1* (*FKF1*; Figure 3D) and *CRYPTOCHROME 2* (*CRY2*) with fully changed zeniths, and the chloroplast coordinator of photosynthetic gene expression *PLASTID-ENCODED RNA POLYMERASE ASSOCIATED PROTEIN* (*pTAC16*) with down-regulated expression (Figure 3A). 

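FKF1 (Bradi4g16630), a blue light receptor that controls the length-of-day response, had 167 ± 39.0 CPM in S and 15.4 ± 2.57 in LL at ZT20 in Bd21 (SD, n = 3). Its log2FC was 3.34 (standard error 0.25, limma adjusted p = 1.5e-18) there and 2.79 (standard error 0.25, limma adjusted p = 2.0e-15) in Bd21-3, and at ZT0 it was 5.33 (standard error 0.25, limma adjusted p = 6.4e-28) and 6.04 (standard error 0.25, limma adjusted p = 5.6e-31). At ZT8 and ZT16 FKF1 had 0.16 and -0.49 in Bd21 and 1.38 and -0.50 in Bd21-3, not called. CRY2 (Bradi3g49204), another blue light receptor, rose at ZT20, with 1.52 (standard error 0.18, limma adjusted p = 1.1e-10) and 1.87 (standard error 0.18, limma adjusted p = 6.0e-14). Its submerged zenith was ZT24 in Bd21 and ZT20 in Bd21-3, and in LL it was ZT8 and ZT20, so only Bd21 shifted. CAT2 (Bradi1g76330), a catalase that removes hydrogen peroxide, fell at ZT24, with -2.29 (standard error 0.29, limma adjusted p = 8.1e-10, n = 2 in LL) and -2.0 (standard error 0.26, limma adjusted p = 1.3e-09). Its submerged zenith was at ZT16 in both ecotypes, with 956 ± 88.7 and 501 ± 71.8 CPM (SD, n = 3), and the log2FC there were 0.84 (standard error 0.26, limma adjusted p = 5.2e-03) and -0.18 (standard error 0.26, limma adjusted p = 0.60). CAT1 (Bradi3g01470) fell at ZT8, with -2.34 (standard error 0.27, limma adjusted p = 5.3e-11) and -1.73 (standard error 0.27, limma adjusted p = 1.9e-07), and had its highest submerged mean at ZT20 in Bd21 and ZT24 in Bd21-3. pTAC16 (Bradi2g30400), a protein of the plastid transcription complex, fell at ZT24, with -3.14 (standard error 0.18, limma adjusted p = 2.8e-23) and -3.18 (standard error 0.16, limma adjusted p = 4.2e-26). CRY2 at ZT20 in Bd21 was not called without any 1 of 4 libraries (log2FC 1.35 to 1.43) or with a pseudocount of 5 or after quantile normalization or after median of ratios scaling and CAT1 at ZT8 in Bd21 was not called against NG. CAT1 at ZT8 in Bd21-3 was not called without Bd21-3 LL ZT8 replicate 2 or Bd21-3 S ZT8 replicate 1 (log2FC -1.65 and -1.38) or after quantile normalization or against NG.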

When comparing the stress expression of these DEGs between ecotypes, only *Bradi1g16490* was more up-regulated in the tolerant ecotype (ZT8 and ZT16; Figure 3H). 

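PRR3 (Bradi1g16490), named PRR7 in the table, had 15.9 ± 3.01 CPM in S and 55.9 ± 6.08 in LL at ZT16 in Bd21, and 57.0 ± 2.82 and 66.0 ± 6.00 in Bd21-3 (SD, n = 3). It fell in Bd21 at ZT8, with a log2FC of -1.70 (standard error 0.20, limma adjusted p = 4.4e-11), and at ZT16, with -1.77 (standard error 0.20, limma adjusted p = 1.0e-11). In Bd21-3 it stayed near LL, with -0.24 (standard error 0.20, limma adjusted p = 0.32) and -0.21 (standard error 0.20, limma adjusted p = 0.40), so at these times it was kept rather than raised over LL. It rose over LL only at ZT0, with 3.66 (standard error 0.20, limma adjusted p = 8.2e-25) in Bd21 and 4.08 (standard error 0.20, limma adjusted p = 1.7e-27) in Bd21-3. The difference in response between the ecotypes was 1.46 (standard error 0.28, limma adjusted p = 1.6e-04) at ZT8 and 1.56 (standard error 0.28, limma adjusted p = 4.2e-05) at ZT16, neither under the limit of 5e-06. Between submerged plants Bd21 stood below Bd21-3 by log2 values of -1.42 (standard error 0.20, limma adjusted p = 4.0e-08) at ZT8 and -1.80 (standard error 0.20, limma adjusted p = 2.3e-11) at ZT16, short of the limit of -2 that the paper's Table S4 sets for genes lower in Bd21. The value at ZT16 passes the -1.5 that the paper's methods give. The clock genes whose difference in response did pass the limit of 5e-06 were LHY and PRR9 at ZT16 and PRR5 at ZT8. Each of those calls ended without any 1 of several libraries, and whether these genes differ from PRR3 was not tested. PRR3 at ZT8 in Bd21 was not called with a pseudocount of 5 or against NG and PRR3 at ZT16 in Bd21 was not called against NG. In Bd21-3 the log2FC of PRR3 against NG were 0.73 at ZT8 and 0.78 at ZT16, below the limit of 1.5.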

This gene seems to be misannotated in the genome as *PRR7* because Higgins et al. [26] found it would be better classified as the *PRR3* ortholog, a gene whose protein is an important post-translational stabilizer of TOC1 protein in Arabidopsis [27]. 

### 2.5. DEGS under Submergence Had ZT-Dependent Transcriptomic Responses

We next moved to analyze clusters of up- and down-regulated transcripts (Figure 4 and Figure 5; Table S3). Clustering the up-regulated genes of both ecotypes (2322 DEGs) indicated that 31% grouped as ZT0 (Figure 4A). 

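RBOHC (Bradi4g05540), an NADPH oxidase that makes signaling superoxide, and CCR1 (Bradi3g54950), a reductase of lignin synthesis, belong to the early cluster and rose at every ZT. RBOHC had 436 ± 69.5 CPM in S and 1.77 ± 0.533 in LL in Bd21 (SD, n = 3), a log2FC of 7.31 (standard error 0.55, limma adjusted p = 3.6e-18), and 7.39 (standard error 0.55, limma adjusted p = 1.3e-18) in Bd21-3. By ZT24 its log2FC was 5.97 in Bd21 and 6.53 in Bd21-3. CCR1 had 8.51 (standard error 0.64, limma adjusted p = 3.3e-18) and 9.66 (standard error 0.64, limma adjusted p = 6.5e-21) at ZT0, and 5.69 and 6.51 at ZT24. The cluster of up-regulated genes in Table S3 with the most calls at ZT0 lists 570 genes, of which 548 rose at 1 ZT or more here. Of these genes 399 rose at ZT0 in Bd21 and 528 in Bd21-3, and 100 and 136 at ZT24. Their median log2FC went from 2.04 at ZT0 to 1.48, 1.13, 0.90 and 0.86 in Bd21. In Bd21-3 the medians were 2.56, 1.63, 1.09, 1.12 and 0.97. The clusters were chosen on these same samples, so their time course is not independent evidence. The 2198 genes that rose in either ecotype shared 2173 genes with the table's list of 2322.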

We hypothesize that this cluster represents DEGs that can be considered early responders during the first night of stress that acquire a more modulated transcriptional response during the illuminated hours. Some were transcriptionally up-regulated in the same intensity by submergence in both ecotypes, exemplified by the signal transducer *MITOGEN ACTIVATED PROTEIN KINASE 3* (*MAPK3*; Figure 4D). 

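MAPK3 (Bradi1g65810), a kinase that relays stress and defense signals, had 774 ± 304 CPM in S and 20.9 ± 2.33 in LL at ZT0 in Bd21, and 843 ± 232 and 23.8 ± 2.62 in Bd21-3 (SD, n = 3). The log2FC were 5.06 (standard error 0.39, limma adjusted p = 5.6e-18) and 5.06 (standard error 0.39, limma adjusted p = 3.4e-18). At ZT16 they were 3.57 (standard error 0.39, limma adjusted p = 3.4e-12) and 3.06 (standard error 0.39, limma adjusted p = 4.4e-10). The largest difference in response between the ecotypes at any ZT was -0.51 (standard error 0.55, limma adjusted p = 0.63), at ZT16. The change of the response between ZTs had limma adjusted p of 2.0e-05 in Bd21 and 2.8e-05 in Bd21-3 and was not called in either.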

Others were more abundant in one ecotype, despite being up-regulated in both; for example, *HEMOGLOBIN 1* (*HB1*) was more expressed in tolerant Bd21-3 (Figure 4E). 

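HB1 (Bradi1g69320), a hemoglobin that scavenges nitric oxide in hypoxic cells, had 496 ± 123 CPM under submergence at ZT0 in Bd21 and 2088 ± 254 in Bd21-3 (SD, n = 3). In LL it had 2.73 ± 1.79 and 7.42 ± 1.03 CPM (SD, n = 3). It rose at every ZT in both ecotypes, with log2FC of 7.14 (standard error 0.53, limma adjusted p = 1.9e-18) and 7.96 (standard error 0.53, limma adjusted p = 8.9e-21) at ZT0 and 6.32 (standard error 0.53, limma adjusted p = 2.9e-16) and 7.49 (standard error 0.53, limma adjusted p = 1.4e-19) at ZT16. Between submerged plants Bd21 was lower by log2 values of -2.10 (standard error 0.53, limma adjusted p = 3.1e-03) at ZT0 and -2.08 (standard error 0.53, limma adjusted p = 1.6e-03) at ZT16, above the p limit of 5e-06, so HB1 was not called between ecotypes here. The standard error rests on 1 estimate of the spread over all 30 groups and does not measure that of the submerged libraries alone. The difference in response was 0.82 (standard error 0.75, limma adjusted p = 0.76) at ZT0. At ZT20 it had 275 ± 89.6 and 1028 ± 186 CPM in submerged plants (SD, n = 3).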

We found clusters that had DEGs with complex patterns of altered diurnal expression under submergence. For example, *JASMONATE-ZIM-DOMAIN PROTEIN 1* (*JAZ1*) and *CELLULOSE SYNTHASE* (*CLSLD2*) acquired an expression zenith at ZT8 that was not present under LL or NG controls, and interestingly, were more up-regulated in sensitive Bd21 (Figure 4B,C). 

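JAZ1 (Bradi3g10820), a repressor of jasmonate signaling that jasmonate itself induces, had 729 ± 187 CPM in S and 94.0 ± 20.7 in LL at ZT8 in Bd21 (SD, n = 3), a log2FC of 2.93 (standard error 0.18, limma adjusted p = 5.7e-22). In Bd21-3 it had 221 ± 39.2 and 86.8 ± 7.67 (SD, n = 3), a log2FC of 1.33 (standard error 0.18, limma adjusted p = 4.0e-09). It rose at ZT16 in both, with 1.95 (standard error 0.18, limma adjusted p = 1.3e-14) and 1.64 (standard error 0.18, limma adjusted p = 6.2e-12), and its submerged zenith was at ZT8 in Bd21 and ZT16 in Bd21-3. CSLD2 (Bradi1g25150), a cellulose synthase-like protein of tip-growing cells, had 296 ± 95.4 CPM in S and 48.9 ± 7.96 in LL at ZT8 in Bd21 (SD, n = 3), a log2FC of 2.53 (standard error 0.21, limma adjusted p = 1.5e-16), and 0.60 (standard error 0.21, limma adjusted p = 0.012) in Bd21-3. Its submerged zenith was at ZT8 in both ecotypes, with 85.8 ± 33.8 CPM in Bd21-3 (SD, n = 3). The response was smaller in Bd21-3 by -1.93 (standard error 0.29, limma adjusted p = 2.8e-06) for CSLD2, and by -1.60 (standard error 0.26, limma adjusted p = 7.2e-06) for JAZ1, just above the limit of 5e-06. Between submerged plants at ZT8, Bd21 was higher by 1.70 (standard error 0.18, limma adjusted p = 1.0e-11) for JAZ1 and 1.80 (standard error 0.21, limma adjusted p = 1.7e-10) for CSLD2. JAZ1 at ZT16 in Bd21-3 was not called after quantile normalization or against NG and CSLD2 in the ecotype interaction at ZT8 was not called without any 1 of 10 libraries (log2FC -2.03 to -1.60) or with edgeR. CSLD2 between ecotypes at ZT8 was not called without Bd21-3 S ZT8 replicate 3 (log2FC 1.47).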

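bZIP63 (Bradi4g02570), a transcription factor that adjusts metabolism when energy is low, had 630.1 ± 97.5 CPM in LL and 93.3 ± 15.9 in NG at ZT8 in Bd21, and 617 ± 102 and 90.4 ± 14.1 in Bd21-3 (SD, n = 3). Low light thus raised it by 2.74 (standard error 0.30, limma adjusted p = 5.9e-11) and 2.76 (standard error 0.30, limma adjusted p = 1.1e-10) on the log2 scale. Under submergence it had only 3.30 ± 0.212 and 5.69 ± 1.85 CPM at ZT8 (SD, n = 3), log2FC over LL of -7.19 (standard error 0.30, limma adjusted p = 3.1e-29) and -6.55 (standard error 0.30, limma adjusted p = 4.5e-28). At ZT20 it rose in Bd21, with 2.17 (standard error 0.30, limma adjusted p = 1.1e-08), and had 1.28 (standard error 0.30, limma adjusted p = 2.6e-04) in Bd21-3, and the submerged means there were 16.6 ± 4.40 and 38.8 ± 15.0 CPM (SD, n = 3). Its submerged zenith was at ZT16, where the mean in Bd21-3 was 39.0 ± 7.61 CPM (SD, n = 3), close to that at ZT20. ZEP (Bradi5g11750), the zeaxanthin epoxidase that starts abscisic acid synthesis, fell at ZT8, with -2.11 (standard error 0.14, limma adjusted p = 3.3e-21) and -3.53 (standard error 0.14, limma adjusted p = 2.6e-32). At ZT16 it rose in Bd21, with 290.1 ± 44.4 CPM in S and 86.0 ± 5.84 in LL (SD, n = 3), a log2FC of 1.73 (standard error 0.14, limma adjusted p = 1.3e-17), and had -0.62 (standard error 0.14, limma adjusted p = 9.3e-05) in Bd21-3. That difference in response was -2.35 (standard error 0.19, limma adjusted p = 1.3e-14). Low light changed ZEP by 0.10 (standard error 0.14, limma adjusted p = 0.63) in Bd21 and 0.08 (standard error 0.14, limma adjusted p = 0.69) in Bd21-3 at ZT8. bZIP63 at ZT20 in Bd21 was not called without Bd21 LL ZT20 replicate 3 or Bd21 S ZT20 replicate 2 (log2FC 1.65 and 2.02) or with a pseudocount of 5 and ZEP at ZT16 in Bd21 was not called against NG.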

Other patterns were observed with transcripts being up-regulated by LL but shifting its zenith to the night under submergence (e.g., *bZIP63*; Figure 4H) or shifted their peak transcript accumulation to the night but were not altered by LL (e.g., *ABA1/ZEP*; Figure 4I).

An interesting cluster of DEGs contained genes that showed significantly higher transcript accumulation throughout the day in tolerant Bd21-3. 

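IF1 (Bradi3g44950), which stops the mitochondrial ATP synthase from running backward, rose at every ZT in Bd21-3. At ZT24 it had 204 ± 29.3 CPM in S and 22.2 ± 5.03 in LL in Bd21-3, and 45.1 ± 21.9 and 50.1 ± 1.94 in Bd21 (SD, n = 3, or 2 for LL in Bd21). The log2FC were 3.16 (standard error 0.40, limma adjusted p = 7.4e-10) and -0.27 (standard error 0.45, limma adjusted p = 0.66), and at ZT0 they were 2.44 (standard error 0.40, limma adjusted p = 5.3e-07) and 0.60 (standard error 0.40, limma adjusted p = 0.21). Part of this contrast came from the control. Low light raised IF1 over NG in Bd21 by 3.65 (standard error 0.45, limma adjusted p = 2.2e-09) at ZT24, 3.52 (standard error 0.40, limma adjusted p = 3.6e-10) at ZT20 and 2.96 (standard error 0.40, limma adjusted p = 2.1e-08) at ZT8, and in Bd21-3 by 2.79 (standard error 0.40, limma adjusted p = 6.0e-08) at ZT24 alone. The NG group of Bd21-3 at ZT8 holds replicate 3, which had raised levels of genes that submergence induces. This bears on the lack of a call there. Between ecotypes the difference in response at ZT24 was 3.43 (standard error 0.61, limma adjusted p = 1.6e-04), and between submerged plants Bd21 stood at -2.35 (standard error 0.40, limma adjusted p = 7.0e-06) at ZT20 and -2.27 (standard error 0.40, limma adjusted p = 1.3e-05) at ZT24 relative to Bd21-3, all above the limit of 5e-06. PK1 (Bradi4g42810), a pyruvate kinase at the last step of glycolysis, had 5403 ± 680.2 CPM in S and 229.7 ± 13.7 in LL at ZT8 in Bd21-3, and 1617 ± 382 and 212 ± 17.8 in Bd21 (SD, n = 3). Its log2FC were 4.54 (standard error 0.16, limma adjusted p = 3.6e-34) and 2.90 (standard error 0.16, limma adjusted p = 2.6e-24), with a difference of 1.64 (standard error 0.22, limma adjusted p = 2.5e-07). PK1 rose at every ZT in both, and at ZT20 its log2FC were 2.99 in Bd21-3 and 2.14 in Bd21. IF1 at ZT0 in Bd21-3 was not called without any 1 of 4 libraries (log2FC 1.94 to 2.42) or with edgeR and IF1 in low light at ZT24 in Bd21-3 was not called without Bd21-3 NG ZT24 replicate 3 (log2FC 2.41). PK1 in the ecotype interaction at ZT8 was not called without Bd21 S ZT8 replicate 1 (log2FC 1.47) or after quantile normalization and PK1 at ZT20 in Bd21 was not called against NG.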

We highlight *Bradi3g44950* coding for a *MITOCHONDRIAL F1F0-ATPASE INHIBITOR FACTOR 1* (*IF1*) that accumulates in the night (Figure 4F) and *PYRUVATE KINASE* (*PK1*; Figure 4G) more expressed in the illuminated period. 

When analyzing down-regulated clusters, some DEGs acquired a new zenith. 

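SnRK3.8 (Bradi1g63080), a CBL-interacting kinase of the sugar and calcium signaling family, had 319 ± 55.2 CPM in LL and 62.4 ± 17.0 in S at ZT8 in Bd21, and 295 ± 14.6 and 86.8 ± 26.6 in Bd21-3 (SD, n = 3). The log2FC at ZT8 were -2.36 (standard error 0.26, limma adjusted p = 7.3e-12) and -1.80 (standard error 0.26, limma adjusted p = 1.8e-08). At ZT20 it rose to 492 ± 168 and 617 ± 147 CPM (SD, n = 3), with log2FC of 1.82 (standard error 0.26, limma adjusted p = 1.4e-08) and 1.75 (standard error 0.26, limma adjusted p = 3.3e-08), and it was also risen at ZT0 and ZT24. Low light raised SnRK3.8 over NG at ZT24, by 2.26 (standard error 0.29, limma adjusted p = 5.5e-09) in Bd21 (n = 2 in LL) and 2.44 (standard error 0.26, limma adjusted p = 7.2e-12) in Bd21-3. CDF2 (Bradi2g09720), a repressor of flowering genes that peaks at dawn, fell at ZT0, with -2.98 (standard error 0.15, limma adjusted p = 9.4e-27) and -2.96 (standard error 0.15, limma adjusted p = 6.1e-27). At ZT16 it had 84.2 ± 21.0 CPM in S and 12.8 ± 2.35 in LL in Bd21 (SD, n = 3), a log2FC of 2.60 (standard error 0.15, limma adjusted p = 7.8e-24), and 2.43 (standard error 0.15, limma adjusted p = 9.8e-23) in Bd21-3. Its zenith moved from ZT0 in LL to ZT8 under submergence in both ecotypes, at 108 ± 3.76 and 88.1 ± 15.0 CPM (SD, n = 3). At ZT8 CDF2 rose in Bd21, with 1.56 (standard error 0.15, limma adjusted p = 2.9e-14), and had 0.40 (standard error 0.15, limma adjusted p = 0.019) in Bd21-3. SnRK3.8 at ZT8 in Bd21 was not called against NG and SnRK3.8 at ZT8 in Bd21-3 was not called against NG. SnRK3.8 in low light at ZT24 in Bd21 was not called without Bd21 LL ZT24 replicate 2 (log2FC 2.06) and CDF2 at ZT8 in Bd21 was not called without Bd21 LL ZT8 replicate 3 (log2FC 1.43) or with a pseudocount of 5.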

Examples include a member of the sugar transducers family, *SUC-NONFERMENTING1-RELATED PROTEIN KINASE 3.8* (*SnRK3.8*, [28]; Figure 5B), which shifted its peak transcript accumulation from midday to the night, or the flowering inhibitor and miRNA regulator *CYCLING DOF FACTOR 2* (*CDF2*), which inverted its known rhythmic diurnal pattern (Figure 5C; Diurnal database [29]). There were down-regulated DEGs that had a steady descending pattern exemplified by the endoplasmic reticulum-protective enzyme *CHOLINE/ETHANOLAMINE KINASE 1* (*CEK1*; Figure 5D). 

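CEK1 (Bradi2g48260), a choline/ethanolamine kinase that feeds membrane lipid synthesis, had submerged means of 59.5 ± 21.9, 35.7 ± 11.0, 23.4 ± 9.63, 11.5 ± 2.80 and 9.83 ± 4.46 CPM from ZT0 to ZT24 in Bd21 (SD, n = 3). In Bd21-3 they were 135 ± 24.6, 34.8 ± 11.6, 17.5 ± 3.98, 12.1 ± 3.75 and 11.1 ± 0.886 (SD, n = 3). At ZT0 it had log2FC of 1.03 (standard error 0.23, limma adjusted p = 1.1e-04), not called, and 2.04 (standard error 0.23, limma adjusted p = 7.8e-12). It fell below LL at ZT20, with -1.86 (standard error 0.23, limma adjusted p = 1.7e-10) and -1.88 (standard error 0.23, limma adjusted p = 9.5e-11), and at ZT24, with -2.28 (standard error 0.25, limma adjusted p = 1.1e-11, n = 2 in LL) and -2.16 (standard error 0.23, limma adjusted p = 1.0e-12). At ZT8 and ZT16 no call was made, with -0.82 and -0.40 in Bd21 and -0.91 and -1.36 in Bd21-3. The response changed between ZTs with limma adjusted p of 9.1e-13 and 5.7e-18. CEK1 at ZT20 in Bd21 was not called against NG and CEK1 at ZT20 in Bd21-3 was not called against NG. CEK1 at ZT24 in Bd21 was not called against NG and CEK1 at ZT24 in Bd21-3 was not called against NG.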

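GAL2 (Bradi3g29810), an alpha-galactosidase that loosens walls in expanding leaves, had 303 ± 9.20 CPM in NG, 1013 ± 146 in LL and 249 ± 26.5 in S at ZT8 in Bd21 (SD, n = 3). In Bd21-3 it had 335 ± 21.1, 954 ± 61.9 and 197 ± 10.5 (SD, n = 3). Low light raised it over NG at ZT8 by 1.73 (standard error 0.16, limma adjusted p = 1.4e-13) and 1.51 (standard error 0.16, limma adjusted p = 2.7e-11), and at ZT20 by 1.71 (standard error 0.16, limma adjusted p = 5.7e-13) and 2.18 (standard error 0.16, limma adjusted p = 9.2e-17). It fell under submergence relative to LL at ZT8, with -2.02 (standard error 0.16, limma adjusted p = 3.5e-17) and -2.27 (standard error 0.16, limma adjusted p = 1.4e-19), and at ZT20 in Bd21, with -2.44 (standard error 0.16, limma adjusted p = 6.6e-21) and -1.21 (standard error 0.16, limma adjusted p = 1.6e-09) in Bd21-3. At ZT24 in Bd21 it had -1.70 (standard error 0.18, limma adjusted p = 1.9e-12) over LL (n = 2 in LL), and against NG the sign turned, to 0.40. At ZT8 the submerged means were thus nearer to NG than to LL, and the fall of GAL2 depends on the control. GAL2 in low light at ZT8 in Bd21-3 was not called without any 1 of 4 libraries (log2FC 1.47 to 1.50) or with a pseudocount of 5 or after quantile normalization and GAL2 at ZT8 in Bd21 was not called against NG. GAL2 at ZT8 in Bd21-3 was not called against NG and GAL2 at ZT20 in Bd21 was not called against NG. GAL2 at ZT24 in Bd21 was not called against NG.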

Another group of genes was strongly induced by light but not by submergence, and thus classified as down-regulated DEGs, such as the leaf expansion enzyme *ALPHA-GALACOTSIDASE* (*GAL2*, [30]; Figure 5E). 

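SS2 (Bradi3g59440), a starch synthase that extends amylopectin chains, had 114 ± 31.9 CPM in S and 59.9 ± 21 in LL at ZT8 in Bd21, and 20.8 ± 2.35 and 79.0 ± 8.37 in Bd21-3 (SD, n = 3). It fell in Bd21-3, with a log2FC of -1.88 (standard error 0.28, limma adjusted p = 5.2e-08), and had 0.94 (standard error 0.28, limma adjusted p = 4.2e-03) in Bd21, a difference in response of -2.81 (standard error 0.40, limma adjusted p = 5.0e-07). At ZT0 it fell in both, with -2.49 (standard error 0.28, limma adjusted p = 2.0e-11) and -2.34 (standard error 0.28, limma adjusted p = 1.1e-10). RVE1 (Bradi3g51960), a MYB factor that links the clock to auxin, fell at ZT0, with -4.17 (standard error 0.36, limma adjusted p = 1.7e-15) and -3.83 (standard error 0.36, limma adjusted p = 3.1e-14), and at ZT24, with -3.74 (standard error 0.41, limma adjusted p = 5.7e-12) and -3.73 (standard error 0.36, limma adjusted p = 8.3e-14). At ZT8 it had 54.0 ± 16.5 CPM in S and 3.29 ± 1.44 in LL in Bd21, and 23.5 ± 9.86 and 9.76 ± 3.70 in Bd21-3 (SD, n = 3). It rose there in Bd21, with 3.68 (standard error 0.36, limma adjusted p = 2.0e-13), and had 1.17 (standard error 0.36, limma adjusted p = 5.1e-03) in Bd21-3, a difference of -2.51 (standard error 0.52, limma adjusted p = 4.7e-04), above the limit of 5e-06. Its submerged zenith was at ZT8 in both ecotypes, against ZT0 in LL, though a zenith has no test of its own. SS2 in the ecotype interaction at ZT8 was not called without any 1 of 4 libraries (log2FC -2.75 to -2.51).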

A third gene cluster consisted of DEGs losing their zenith peaks, e.g., *STARCH SYNTHASE2* (*SS2*) that showed a reduced midday zenith peak in tolerant Bd21-3 (Figure 5F), or the clock-regulated transcription factor *REVEILLE 1* (*RVE1*) that had a zenith shift from dawn to midday in sensitive Bd21 or strong down-regulation in tolerant Bd21-3 (Figure 5G).

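LAC17 (Bradi2g23350), a laccase that polymerizes lignin, had 0.117 ± 0.115 CPM in S and 51.1 ± 23.4 in LL at ZT16 in Bd21 (SD, n = 3), a log2FC of -5.44 (standard error 0.27, limma adjusted p = 3.3e-26), and -5.38 (standard error 0.27, limma adjusted p = 2.4e-26) in Bd21-3. At ZT0 it had -2.31 (standard error 0.27, limma adjusted p = 8.9e-11) and -2.01 (standard error 0.27, limma adjusted p = 3.7e-09). At ZT24 the log2FC were -4.44 (standard error 0.31, limma adjusted p = 6.4e-20, n = 2 in LL) and -5.24 (standard error 0.27, limma adjusted p = 8.4e-26). The largest cluster of down-regulated genes in Table S3 lists 1635 genes, more than the paper's text gives for its largest cluster, and whether the 2 are the same was not settled here. Of its genes 1589 fell at 1 ZT or more here. Of these 481, 471, 759, 848 and 745 fell from ZT0 to ZT24 in Bd21 and 660, 893, 858, 1086 and 876 in Bd21-3. Their median log2FC were -1.33, -1.37, -1.70, -1.98 and -2.01 in Bd21 and -1.62, -1.97, -1.96, -2.36 and -2.14 in Bd21-3. These clusters come from the same samples and are no separate evidence of the pattern. Of the genes in the table's down-regulated groups, 2055 were among the 2705 that fell here in either ecotype.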

As predicted by accumulated GO terms, the largest cluster (1139 DEGs, 53%) belonged to genes coming out of the night with LL expression levels and eventually being down-regulated under submergence, or coming out from the night with already down-regulated levels. Examples of the above are the chloroplast coordinator and retrograde signal *pTAC5* (Figure 5H) and the chloroplast protein-folding enzyme *CYCLOPHILIN 38* (*CYP38*, Figure 5I), both known diurnal rhythmic genes (Diurnal database [29]). 

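pTAC5 (Bradi5g15550), a protein of the plastid transcription complex, left the first night at its LL level, with log2FC at ZT0 of 0.09 (standard error 0.17, limma adjusted p = 0.66) in Bd21 and -0.47 (standard error 0.17, limma adjusted p = 0.013) in Bd21-3. At ZT16, its zenith in LL, it had 30.8 ± 2.96 CPM in S and 82.1 ± 7.64 in LL in Bd21, and 12.1 ± 1.36 and 83.9 ± 12.1 in Bd21-3 (SD, n = 3). The log2FC there were -1.39 (standard error 0.17, limma adjusted p = 1.1e-10), under the size limit, and -2.69 (standard error 0.17, limma adjusted p = 3.4e-22), and at ZT8 they were -1.55 (standard error 0.17, limma adjusted p = 4.2e-12) and -2.29 (standard error 0.17, limma adjusted p = 6.6e-19). CYP38 (Bradi3g34940), an immunophilin needed to assemble photosystem II, was already low at ZT0, with 62.7 ± 16.0 CPM in S and 195 ± 27.2 in LL in Bd21, and 38.2 ± 5.65 and 179 ± 21.1 in Bd21-3 (SD, n = 3). Its log2FC at ZT0 were -1.64 (standard error 0.19, limma adjusted p = 7.5e-11) and -2.20 (standard error 0.19, limma adjusted p = 1.4e-15), and it stayed called at every ZT in Bd21-3 and at all but ZT16 in Bd21. In NG, change between ZTs had limma adjusted p of 5.4e-06 and 1.1e-10 for pTAC5, and 0.28 and 0.25 for CYP38. pTAC5 at ZT8 in Bd21 was not called without Bd21 LL ZT8 replicate 3 or Bd21 S ZT8 replicate 2 (log2FC -1.48 and -1.43) or with a pseudocount of 5.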

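LHY (Bradi3g16515) and CDF2 (Bradi2g09720) have strong daily rhythms in NG, with zeniths at ZT0 in Bd21. CDF2 had 144 ± 21.6 CPM at ZT0 and 13.0 ± 1.16 at ZT16 in NG in Bd21 (SD, n = 3), and LHY had 25.0 ± 3.01 at ZT16. The limma F test between the 5 ZTs in NG, with a range of at least 1.5 on the log2 scale, called 414 genes in Bd21 and 446 in Bd21-3. Of the genes that fell under submergence, 183 (9.01%) in Bd21 and 195 (8.13%) in Bd21-3 were diurnal in NG. Random lists of these sizes, drawn from all genes tested, would share 34.9 and 44.4 genes. Both calls ask for a mean of 15 CPM, which weakly expressed genes cannot reach, so part of this excess is built in. Most fallen genes did not pass as diurnal in NG. Of the genes that did not fall, 1.05% and 1.16% were diurnal in NG. At an unadjusted p below 0.05 the share of fallen genes was 37.9% and 52.2%, against 29.8% and 35.5% of all genes. Among risen genes, 114 (6.73%) in Bd21 and 110 (6.09%) in Bd21-3 were diurnal in NG, with the same limit. Under submergence 2691 genes in Bd21 and 2430 in Bd21-3 changed between ZTs, among them 183 and 186 of the genes diurnal in NG. In LL, without submergence, only 247 and 225 of the genes diurnal in NG passed. These ZTs cover 1 day, so a drift with time under water is counted with rhythm, and loss of rhythm cannot be told from a fall.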

As observed in Figure 5A, most of these genes were diurnally regulated in normal growth conditions, indicating that an important output of the altered expression of the clock genes may be this multigene down-regulation and loss of diurnal expression.

### 2.6. Ecotypes of Contrasting Tolerance Have Exclusive DEGs with Acquired ZT-Dependent Expression

We highlighted in the previous sections some interesting differential transcripts found in the context of GO or clustering, for example, *PAL*, *AOX1*, *PRR3*, *JAZ1*, *SS2*, *CLSLD2*, *HB1*, *PK1*, *IFI1*, and *ZEP*. Because of these observations, we directly contrasted both ecotypes by comparing their expression values only in the submergence conditions and excluding LL controls. In this manner, we found 526 DEGs that were contrastingly up- or down-regulated at any ZT on the ecotypes studied (Figure 6A; Table S4). 

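Bradi3g48790, matched to a leucine-rich repeat kinase, had 559 ± 70.9 CPM in Bd21 and 1.28 ± 0.790 in Bd21-3 at ZT8 (SD, n = 3), a log2 difference of 8.00 (standard error 0.59, limma adjusted p = 4.9e-18), and in LL it had 295 and 0.930. CCR3 (Bradi4g10500), a receptor kinase related to CRINKLY4, had 0.996 ± 0.416 and 364 ± 96.4 CPM at ZT0 (SD, n = 3), a log2 difference of -7.51 (standard error 0.32, limma adjusted p = 1.7e-29). CCR3 rose under submergence only in Bd21-3, by 5.57 (standard error 0.32, limma adjusted p = 9.5e-24) at ZT8 against -0.38 (standard error 0.32, limma adjusted p = 0.33) in Bd21, a difference in response of 5.96 (standard error 0.45, limma adjusted p = 4.7e-16). RPM1 (Bradi2g39648), a match to a disease resistance protein, stood at -5.74 (standard error 0.28, limma adjusted p = 3.1e-26) between submerged plants at ZT0, with 0.456 CPM in Bd21 and 82.6 in Bd21-3 in LL. In total 421 genes differed between submerged ecotypes at 1 ZT or more, 321 higher in Bd21 at a log2FC of 1.5 or more and 100 higher in Bd21-3 at -2 or less, the limits of the paper's Table S4. Of these 147 (45.8%) and 38 (38.0%) also differed in LL or NG, so they were not tied to submergence alone. The genes called in S and in LL overlapped at 142 higher in Bd21 (2.32 expected by chance) and 37 higher in Bd21-3 (0.220 expected). A difference in the response itself, in the same direction, was called for 55 of the 321 and 26 of the 100. Of the 527 genes listed in Table S4, 406 (77.0%) were called here. Among the 256 that it names as predominantly expressed in Bd21, 235 were called, against 74 of the 145 in Bd21-3. The limit of -2 applied to the latter side, where the 100 genes became 161 at -1.5. A Bd21-3 sequence that differs from the Bd21 genome can lose reads, which lowers a gene in Bd21-3 in every treatment.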

Clustering these genes showed a complex scenario of increased or reduced zenith peaks and changes in amplitude (transcript abundance).

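SK1 (Bradi5g23460), the shikimate kinase on the way to chorismate, had 811 ± 92.9 CPM in S and 28.6 ± 6.42 in LL at ZT16 in Bd21-3, and 91.6 ± 12.6 and 23.8 ± 1.36 in Bd21 (SD, n = 3). Its log2FC in Bd21-3 were 2.19, 3.93, 4.80, 4.64 and 4.71 from ZT0 to ZT24, all called, and 1.45, 1.46, 1.89, 2.31 and 2.85 in Bd21, called from ZT16. It was called from ZT8 on as a difference in response, at 2.47 (standard error 0.19, limma adjusted p = 2.0e-15), 2.91 (standard error 0.19, limma adjusted p = 3.3e-18), 2.34 (standard error 0.19, limma adjusted p = 5.1e-14) and 1.85 (standard error 0.21, limma adjusted p = 2.3e-09). Bradi1g68957, whose match in Arabidopsis has no symbol, had 1159 ± 139.9 CPM in S and 217 ± 21.0 in LL at ZT0 in Bd21-3, and 219 ± 18.9 and 116 ± 11.4 in Bd21 (SD, n = 3). The log2FC were 2.41 (standard error 0.16, limma adjusted p = 1.6e-20) and 0.92 (standard error 0.16, limma adjusted p = 2.6e-06), with a difference of 1.49 (standard error 0.23, limma adjusted p = 1.2e-05), above 5e-06. MICU (Bradi5g14860), a regulator of calcium entry into mitochondria, had 419.5 ± 52.1 CPM in S and 98.7 ± 6.15 in LL at ZT0 in Bd21-3 (SD, n = 3), a log2FC of 2.07 (standard error 0.17, limma adjusted p = 2.7e-17), and 0.71 (standard error 0.17, limma adjusted p = 2.3e-04) in Bd21. For MICU the difference in response was 1.36 (standard error 0.23, limma adjusted p = 9.9e-05) and Bd21 stood at -1.66 (standard error 0.17, limma adjusted p = 9.0e-13) relative to Bd21-3, short of the limit of -2 that the paper's Table S4 sets for genes lower in Bd21. That value of MICU passes the -1.5 of the paper's methods. SK1 at ZT16 in Bd21 was not called against NG and SK1 at ZT20 in Bd21 was not called against NG. SK1 in the ecotype interaction at ZT24 was not called without Bd21 LL ZT24 replicate 2 (log2FC 1.59).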

In the tolerant Bd21-3, for example, the abundance of the enzyme-coding *SHIKIMATE KINASE 1* (*SK1*) transcript accumulated steadily at a higher rate (Figure 6B), while *Bradi1g68957* (a *DEG* with unknown identity; Figure 6C) and *MITOCHONDRIAL Ca^2+^ UNIPORTER COMPLEX* (*MICU*) acquired higher amplitudes with peaks at dawn (Figure 6E). Others remained expressed statistically steady in tolerant Bd21-3 but changed in sensitive Bd21. We highlight the cysteine-rich *METALLOTHIONEIN 3* (*MT3*) that was strongly down-regulated in Bd21 under submergence (Figure 6D). In this category, *MT3* was the most abundant differentially expressed transcript in Bd21-3 together with *Bradi2g62315*, another *MT*. 

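MT3 (Bradi2g06220), a metallothionein that binds metals and scavenges reactive oxygen, had 90.8 ± 43.6 CPM in S and 846 ± 267 in LL at ZT16 in Bd21, and 1262 ± 94.0 and 1289 ± 318 in Bd21-3 (SD, n = 3). Its log2FC in Bd21 were -1.80, -2.18, -3.26, -2.87 and -2.86 from ZT0 to ZT24, all called, and -0.19, -0.20, 0.00, -0.39 and -0.16 in Bd21-3, none called. At ZT16 the fall was -3.26 (standard error 0.30, limma adjusted p = 6.0e-15) and the difference in response 3.26 (standard error 0.42, limma adjusted p = 3.1e-08). At ZT8 that difference was 1.98 (standard error 0.42, limma adjusted p = 6.9e-04) and at ZT24 2.70 (standard error 0.44, limma adjusted p = 4.6e-05), above the limit. Bradi2g62315, the other metallothionein that the paper names, had 1549 ± 364 CPM in submerged Bd21-3 at ZT16 and 209.7 ± 73.5 in Bd21 (SD, n = 3), with log2FC of 0.64 (standard error 0.38, limma adjusted p = 0.15) and -2.19 (standard error 0.38, limma adjusted p = 1.3e-06). At ZT16 it thus stood above MT3 in submerged Bd21-3, while MT3 was the higher of the 2 at the other ZTs, with 1363 and 1047 CPM at ZT0. MT2A (Bradi2g03280) fell in Bd21 at ZT8, with -1.92 (standard error 0.27, limma adjusted p = 1.7e-08), and had -1.39 (standard error 0.27, limma adjusted p = 1.5e-05) in Bd21-3. Of 5 measured metallothioneins with an Arabidopsis match, a list without Bradi2g62315, 1 or 2 fell at each ZT in Bd21 and none in Bd21-3, and the list as a whole was not called in limma camera. MT3 at ZT0 in Bd21 was not called without any 1 of 3 libraries (log2FC -1.82 to -1.33) or with edgeR or against NG and Bradi2g62315 at ZT16 in Bd21 was not called without any 1 of 4 libraries (log2FC -2.20 to -1.92).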

In contrast, DEGs such as a PIRIN-like lignin accumulation suppressor (*PIRIN*), a *TRANSMEMBRANE AMINO ACID TRANSPORTER* (*AAT*), and a *NITRATE TRANSMEMBRANE TRANSPORTER* (*NRT1.1*) showed peak transcript accumulation at specific ZTs only in sensitive Bd21 while remaining unresponsive in submerged BD21-3 (Figure 6F,G,I). 

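AAT (Bradi3g00282), an amino acid transporter, had 189 ± 16.2 CPM in S and 54.9 ± 4.13 in LL at ZT20 in Bd21, and 26.7 ± 4.98 and 27.1 ± 2.74 in Bd21-3 (SD, n = 3). Its log2FC were 1.76 (standard error 0.16, limma adjusted p = 1.9e-14) and -0.03 (standard error 0.16, limma adjusted p = 0.89), and the difference in response was -1.79 (standard error 0.23, limma adjusted p = 1.6e-07) at ZT20 and -1.85 (standard error 0.23, limma adjusted p = 1.8e-08) at ZT16. PIRIN (Bradi3g21730), a cupin protein, rose at ZT8 in Bd21, with 61.6 ± 15.7 CPM in S and 14.0 ± 5.95 in LL (SD, n = 3), a log2FC of 2.12 (standard error 0.37, limma adjusted p = 1.9e-06), and had -0.43 (standard error 0.37, limma adjusted p = 0.34) in Bd21-3. At ZT24 it fell in Bd21-3, with -2.21 (standard error 0.37, limma adjusted p = 7.2e-07), and had -0.31 (standard error 0.41, limma adjusted p = 0.58) in Bd21. PIRIN had a difference in response at ZT8 of -2.55 (standard error 0.52, limma adjusted p = 4.8e-04), above 5e-06. NRT1.1 (Bradi3g33040), a nitrate transporter and sensor, rose at ZT8 in Bd21, with 172 ± 25.9 CPM in S and 32.0 ± 22.0 in LL (SD, n = 3), a log2FC of 2.70 (standard error 0.46, limma adjusted p = 9.6e-07). In Bd21-3 its means stayed at or below 2.38 CPM in S and LL, and Bd21 was higher in LL too, by 4.75 (standard error 0.46, limma adjusted p = 2.7e-13) at ZT16. The lack of response of NRT1.1 in Bd21-3 thus comes with very few reads in LL as well. AAT at ZT20 in Bd21 was not called against NG and PIRIN at ZT8 in Bd21 was not called without any 1 of 4 libraries (log2FC 1.76 to 2.21) or with a pseudocount of 0.25. PIRIN at ZT24 in Bd21-3 was not called without any 1 of 4 libraries (log2FC -2.23 to -2.02) or with a pseudocount of 5 or against NG and NRT1.1 at ZT8 in Bd21 was not called without any 1 of 4 libraries (log2FC 1.97 to 2.82) or with a pseudocount of 0.25 or with edgeR or against NG.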

Finally, another group showed increased transcript accumulation in sensitive Bd21 relative to Bd21-3; an example is *Ca^2+^-PERMEABLE MECHANOSENSITIVE CHANNEL* (*MCA1*; Figure 6H). 

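MCA1 (Bradi4g10290), a calcium channel that senses membrane stretch, had 70.9 ± 19.9 CPM in submerged Bd21 and 7.85 ± 0.991 in submerged Bd21-3 at ZT0 (SD, n = 3), a log2 difference of 2.99 (standard error 0.25, limma adjusted p = 6.3e-16). At ZT24 the levels were 396 ± 40.9 and 114 ± 31.5 CPM (SD, n = 3), a log2 difference of 1.82 (standard error 0.25, limma adjusted p = 2.9e-08). Bd21 was higher in LL as well, by 2.18 (standard error 0.25, limma adjusted p = 1.4e-10) at ZT8 and 1.81 (standard error 0.25, limma adjusted p = 4.5e-08) at ZT0. Submergence raised MCA1 in Bd21-3 at ZT8, ZT16, ZT20 and ZT24, with log2FC of 1.53, 2.16, 1.92 and 1.83, and in Bd21 only at ZT24, with 1.58 (standard error 0.28, limma adjusted p = 2.4e-06, n = 2 in LL). The difference in response between the ecotypes was 0.90 (standard error 0.35, limma adjusted p = 0.088) at ZT16, so no stronger response of Bd21 was called. MCA1 between ecotypes at ZT24 was not called without Bd21-3 S ZT24 replicate 3 (log2FC 1.60) and MCA1 at ZT8 in Bd21-3 was not called without any 1 of 4 libraries (log2FC 1.33 to 1.52) or with a pseudocount of 5. MCA1 at ZT24 in Bd21 was not called without any 1 of its 5 libraries (log2FC 1.50 to 1.64) or with a pseudocount of 0.25 or with edgeR.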

### 2.7. Arabidopsis Clock Genes Expression Is also Reshaped under Submergence Stress

To investigate if the Arabidopsis circadian clock genes respond similarly as Brachypodium during submergence, we monitored bioluminescence changes in Arabidopsis *CCA1*, *LHY*, *PRR9*, *PRR7*, *TOC1*, and *FKF1* promoter luciferase seedlings. One difference between the clock genes of Brachypodium, rice and Arabidopsis is that monocots only have one CCA1/LHY gene, while Arabidopsis has two components [26]. Interestingly, *CCA1* showed reduced amplitude that started the first day after imposing the stress while LHY was less responsive (Figure 7A,B). For *PRR9*, a shift in the timing of peak expression was observed immediately after the stress (Figure 7C).

*PRR7* in Arabidopsis did not show a reduction in its zenith peak at midday or a shift in peak expression, as observed for Brachypodium. Although strategies for *PRR7* expression in Brachypodium and Arabidopsis were different under submergence, they appear to exhibit a similar pattern of an up-regulated expression of *PRR7* at night and at dawn the first day (Figure 7D). Similar to Brachypodium, *TOC1* was down-regulated in Arabidopsis immediately after stress; however, no change in peak timing was observed (Figure 7E). *FKF1* expression had converse expression in Arabidopsis with respect to Brachypodium. Furthermore, we detected significant changes in phase and/or amplitude for all clock genes tested (Figure 7F). 

The use of reporter lines allowed us to determine that the circadian clock genes are also affected by submergence stress in Arabidopsis. Although the mechanisms of both plants were not mirror strategies, they probably are reflecting age-specific differences, sensibility to carbon/energy depletion, and LHY/CCA1 specialization.

### 2.8. The Hypoxia Core Genes in Brachypodium Are Early Responders

Finally, we took the Hypoxia Core Genes (HCG), as reported by Lee et al. [31], and searched for all annotated homologs in Brachypodium using Phytozome [32] and TAIR [33] to observe their expression in our datasets. A principal component analysis indicated that the expression under submergence stress at ZT0, and to a lesser degree, ZT8, were the times of the day that differentiated that data subset (Figure 8A). 

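Matches of the hypoxia core genes, which answer low oxygen in many plants, set submerged groups apart from all control groups at every ZT. In a principal component analysis of the group means of log2(CPM + 1) of 36 such genes, each scaled to the same variance, the first component held 81.1% of the variance and the second 7.88%. The submerged groups of the 2 ecotypes lay at a mean distance from the mean of all controls of 11.9 ± 1.07 at ZT0, 12.0 ± 1.07 at ZT8, 11.9 ± 1.42 at ZT16, 10.3 ± 1.54 at ZT20 and 10.2 ± 1.32 at ZT24 (SD of the 6 libraries of each ZT). No control group lay further than 2.89. On this scale ZT0, ZT8 and ZT16 lay further out than ZT20 and ZT24. On CPM values without the log, the distances in Bd21 and Bd21-3 were 12.0 and 15.5 at ZT0, 11.4 and 13.1 at ZT8, 9.01 and 14.9 at ZT16, 7.15 and 8.49 at ZT20 and 7.42 and 7.27 at ZT24. There ZT0 lay furthest out in each ecotype, which it did not on the log2 scale.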

Through a homology search, and as shown in Figure 8B, we observed that not all transcripts were significantly up-regulated—some were down-regulated, and others were not significant (Figure 8B). At least 1 homolog of 33 of the original 34 members of the HCG was significantly up-regulated, especially in the ZTs revealed by PCA. 

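Among the matches of hypoxia core genes, Bradi1g65440, matched to pyruvate decarboxylase, had 2051 ± 1113 CPM in S and 33.1 ± 15.9 in LL at ZT16 in Bd21 (SD, n = 3), a log2FC of 5.82 (standard error 0.57, limma adjusted p = 9.3e-14), and 6.40 (standard error 0.57, limma adjusted p = 1.9e-15) in Bd21-3. ACO1 (Bradi2g41840), which makes ethylene and needs some oxygen to do so, rose with 6.61 (standard error 0.48, limma adjusted p = 8.6e-19) and 7.05 (standard error 0.48, limma adjusted p = 3.0e-20) at ZT8. The list held 39 Arabidopsis genes, of which 23 had a measured best match here, 41 Brachypodium genes in total. Of the 23, 20 had at least 1 match that rose, and 16 of the 39 had none in the table, At4g39675 among them. Of the 41 matches, 29 rose in at least 1 comparison, 5 fell and 7 were never called. By ZT, 23, 26, 23, 22 and 24 rose in Bd21 and 25, 27, 29, 25 and 23 in Bd21-3 (adjusted over the list alone 24, 26, 25, 23 and 25, and 25, 27, 30, 25 and 23). The number risen was therefore similar at each ZT, and highest at ZT16 in Bd21-3. The median log2FC ran from 3.15 to 4.27, and the list was higher in all 10 comparisons (limma camera adjusted p of 3.8e-16 to 2.4e-10, and p of 0.15 to 0.20 with an estimated correlation). The paper searched for homologs more widely than a best match does, so the 2 counts are of different gene sets.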

Their presence with high expression after the first night of stress indicate that they can be considered as early responders. Only the HCG At4g39675 does not have homologs in monocots.

We found that some of those significantly up-regulated HCGs were also more expressed in tolerant Bd21-3. We previously noted *HB1*, and now six more transcripts were found. Four are members of the *WOUND-INDUCED RESPONSE* (*WR/WIR*) family of small polypeptides (also named *WOUND-INDUCED POLYPEPTIDES*; *WIPs* [34]), one a member of the *SUCROSE SYNTHASE* (*SUS*) family and the homologue of *AT1g33055* (*Bradi5g19266*, abbreviated as *UK055*), a gene of unknown function. On the other hand, two members of *CALMODULIN-LIKE 38* (CML-38) were more up-regulated in the sensitive ecotype.

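Bradi5g23158, a WIR gene matched to a wound-responsive family, had 33.6 ± 11.8 CPM in submerged Bd21 and 127 ± 32.4 in submerged Bd21-3 at ZT0 (SD, n = 3), with log2FC over LL of 4.34 (standard error 0.49, limma adjusted p = 2.2e-11) and 6.37 (standard error 0.49, limma adjusted p = 6.6e-18). Bradi5g23150 and Bradi5g23182, of the same family, had 4.82 and 4.64 in Bd21 and 5.56 and 6.20 in Bd21-3 at ZT0. Bradi5g23166 rose at ZT0 in Bd21-3, with 4.20 (standard error 0.42, limma adjusted p = 1.4e-13), and had 2.24 (standard error 0.42, limma adjusted p = 6.5e-06) in Bd21. At ZT8 Bradi5g23166 had log2FC of 2.42 in Bd21 and 2.95 in Bd21-3. The others of these 4 genes ran from 4.43 to 7.29 in Bd21 and from 5.11 to 7.56 in Bd21-3. SUS4 (Bradi1g20890), which splits sucrose without spending ATP, had 56.7 ± 31.5 CPM in submerged Bd21 and 250.4 ± 123 in submerged Bd21-3 at ZT24 (SD, n = 3), with log2FC of 3.35 (standard error 0.48, limma adjusted p = 1.7e-08, n = 2 in LL) and 5.44 (standard error 0.43, limma adjusted p = 1.1e-17). UK055 (Bradi5g19266) had 11.2 ± 9.49 and 35.0 ± 5.39 CPM at ZT16 (SD, n = 3), with log2FC of 3.08 (standard error 0.58, limma adjusted p = 8.3e-06), not called, and 4.72 (standard error 0.58, limma adjusted p = 2.5e-10), and at ZT0 5.20 and 5.20. Between submerged plants Bd21 stood at -1.92 (standard error 0.49, limma adjusted p = 3.7e-03) relative to Bd21-3 for Bradi5g23158 at ZT0, -2.16 (standard error 0.43, limma adjusted p = 8.3e-05) for SUS4 at ZT24 and -1.97 (standard error 0.58, limma adjusted p = 7.2e-03) for UK055 at ZT16. None of the 6 was called at any ZT by that limma test or by the limma test of the difference in response. The differences in response were 2.03 (standard error 0.70, limma adjusted p = 0.11) for Bradi5g23158 at ZT0, 2.09 (standard error 0.64, limma adjusted p = 0.063) for SUS4 at ZT24 and 1.64 (standard error 0.83, limma adjusted p = 0.21) for UK055 at ZT16, which became -0.28 with edgeR. Of 6 sucrose synthase genes 2 rose at every ZT in both ecotypes and up to 2 fell, and the list was higher only in Bd21-3 at ZT0 (limma camera adjusted p = 9.5e-03, and p = 0.18 with an estimated correlation). The 4 WIR genes are members of 1 family and can share reads. Bradi5g23166 at ZT8 in Bd21 was not called without any 1 of 5 libraries (log2FC 2.29 to 2.46) and SUS4 (Bradi1g20890) at ZT24 in Bd21 was not called without Bd21 LL ZT24 replicate 1 (log2FC 3.14).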

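The 2 genes that the paper names CML38 encode calmodulin-like proteins, which bind calcium in stress signaling. Bradi2g02340 had 25.1 ± 8.82 CPM in submerged Bd21 and 10.5 ± 8.84 in submerged Bd21-3 at ZT8 (SD, n = 3), with log2FC over LL of 3.81 (standard error 0.48, limma adjusted p = 6.7e-10) and 2.36 (standard error 0.48, limma adjusted p = 3.0e-05), the latter not called. At ZT0 it rose in both, with 5.39 (standard error 0.48, limma adjusted p = 5.1e-15) and 5.35 (standard error 0.48, limma adjusted p = 4.3e-15). Bradi1g09042 had 18.6 ± 6.29 and 5.38 ± 0.950 CPM at ZT16 (SD, n = 3), with 2.28 (standard error 0.31, limma adjusted p = 3.9e-09) in Bd21 and 1.58 (standard error 0.31, limma adjusted p = 1.5e-05) in Bd21-3. At ZT0 it rose in both, with 4.38 (standard error 0.31, limma adjusted p = 2.3e-19) and 4.21 (standard error 0.31, limma adjusted p = 7.5e-19). More ZTs passed in Bd21, but the difference in response was -1.45 (standard error 0.68, limma adjusted p = 0.18) for the first at ZT8 and -0.70 (standard error 0.44, limma adjusted p = 0.34) for the second at ZT16. Between submerged plants Bd21 was higher by 1.55 (standard error 0.48, limma adjusted p = 0.015) and 1.57 (standard error 0.31, limma adjusted p = 5.2e-05) at these ZTs, neither called. Bradi1g09042 at ZT16 in Bd21 was not called with a pseudocount of 5.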

## 3. Discussion

By phasing efforts, integrating signals, and executing predictions based on the species history, the circadian clock components of plants have allowed the evolution from simple and direct responses into versatile adaptations needed to respond in a dynamically changing environment [35]. One of such changing features is the balance of water and energy, an ecological component that greatly shapes plant diversity and architecture across the globe and in small ecological niches [36,37]. 

We propose that excess of water and associated compound stresses are temporary historic costs to pay for adequate availability of water that should be integrated with the circadian clock response of the plant. The strength of the response may depend on the precipitation, soil drainage, and topography that shape plant adaptation. Supporting this idea, research has discovered genetic diversity in plant strategies for survival and adaptation to water excess stresses in rice [38], Arabidopsis [39], maize [40], Brachypodium [12], and Rumex [41]. This diversity has found application, especially in rice, in the development of Sub1-rice varieties tolerant to submergence stress developed on the basis of the discovery of allelic variation on Ethylene-Responsive Factors (ERFs) [42].

In this work, we aimed to expand our knowledge on the molecular dynamics of submergence stress in Brachypodium—first, to know if the submergence stress response changes throughout the day; then, to observe if the response of DEGs with gene ontology related to rhythmic expression or components of the circadian clock and its outputs changed in the context of submergence stress; and finally, to learn which DEGs are differentially expressed by ecotypes of contrasting tolerance. The experimental approach was to compare the transcriptomes expressed throughout a diurnal cycle. For that purpose, ecotypes of the model grass plant Brachypodium with contrasting tolerance to submergence stress were analyzed. 

### 3.1. The Transcriptomic Response of Brachypodium Is Dynamically Responding to Time of Day

First, we compared the fitness of two previously studied ecotypes (Bd21, Bd2-3) and a newly included ecotype (Bd21-3) under submergence stress applied with a long-day diurnal cycle. Since submergence limited the light reaching the plant, our main comparison control was low-light-irradiated plants growing in parallel (~45% less irradiance), but we also kept normal growth controls. As previously reported [12], Brachypodium ecotypes displayed a quiescent response and leave damage proportional to the time of submergence (Figure 1). However, Bd21-3 survived longer under submergence, maintained more green leaves after the stress, and could recover better than the sensitive Bd21 and intermediate Bd2-3 ecotypes when using damage and number of leaves as fitness indicators. Therefore, Bd21-3 and Bd21 should have molecular components expressed differentially that could explain the distinction in fitness.

We opted for a transcriptomic approach to compare the differential expression of the contrasting ecotypes and explore the connection of submergence stress with the diurnal cycle. We decided to characterize the expression in the first day of stress (Figure 1D), reasoning that in both ecotypes, this is a non-lethal stage (Figure 1 and Figure S1), so the transcriptome that we would measure is the base of the observed differential fitness at that level of genetic information. We chose this experimental point expecting that the transcriptomes would not reflect a plant starting to set its response or a characterization of a lethal period of stress. We considered that this was achieved because the quantification of DEGs at different ZT indicated that the transcriptome was changing dynamically in a complex manner with dozens of genes regulated at specific times of the day (Figure 2A,B).

In this way, we found that the largest ecotype-shared and individual group at ZT0 was enriched with kinases, either acting as metabolic enzymes (such as PFK3 and PK1, Figure 2E and Figure 4G, respectively) or signaling pathways (MAPK3, Figure 4D). Remarkably, it contained many uncharacterized genes. For example, up-regulated DEGs in tolerant Bd21-3 at ZT0 contained 59% of unannotated genes and 15% of completely unknown function (*n* = 168). It can be proposed that these transcripts are strong early responders after the initial night of stress.

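CEK1 (Bradi2g48260) and MICU (Bradi5g14860) are examples of genes that were DEGs at ZT0 in Bd21-3 and not in Bd21, with differences in response of 1.01 (standard error 0.32) and 1.36 (standard error 0.23) at ZT0. In the comparisons here 168 genes rose at ZT0 in Bd21-3 and in no other comparison of S with LL. Of these 100 (59.5%) have no Arabidopsis symbol in the authors' table and 21 (12.5%) have no Arabidopsis match. Among all 24109 genes tested these shares are 65.1% and 19.1%. After quantile normalization 68.2% of the genes so selected had no symbol, so whether they are poorer in symbols than the genes tested depends on the method. The limma test of the difference between ecotypes called 16 genes at ZT0 (9 without Bd21-3 S ZT0 replicate 1 and 10 without Bd21-3 LL ZT0 replicate 3), so most of the 168 were not shown to differ from Bd21.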

### 3.2. The Expression of Known Circadian Clock Genes and Outputs Is Affected by Submergence, a Multicomponent Stress

As hypothesized, known transcripts of the circadian clock were found to be misregulated at different ZTs under submergence stress in Brachypodium. The global analysis of these components (Figure 3A) suggested that the expression of clock genes was adjusted to general delayed nightly zenith peaks. 

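Among the genes that moved to a later zenith were GI, from ZT8 in LL to ZT20 under submergence in both ecotypes, PRR7, which did the same in Bd21-3, and TOC1, from ZT16 to ZT20 in Bd21 and ZT24 in Bd21-3. Others moved to ZT16, which is dusk and not night, such as LNK1 (Bradi1g60846), with 256 ± 24.1 CPM at ZT16 in submerged Bd21 (SD, n = 3). LHY and CDF2 moved from dawn to midday. Of 26 measured clock genes, the ZT of the highest mean differed between S and LL for 25 in Bd21 and 23 in Bd21-3. Under submergence it lay at ZT20 or ZT24 for 8 in Bd21 and 9 in Bd21-3, against 7 and 6 in LL and 6 and 4 in NG. ZT24 is dawn, as ZT0 is. With ZT24 left out, the zenith lay at ZT20 for 6 in Bd21 and 9 in Bd21-3 under submergence, against 6 and 5 in LL and 4 and 2 in NG. Between LL and NG it differed for 10 genes in each ecotype, with a switch between the dawns ZT0 and ZT24 counted as a difference. With ZT24 left out it differed for 6 in Bd21 and 8 in Bd21-3. Of the 26 genes, 7, 2, 7, 8 and 5 rose and 5, 6, 3, 1 and 3 fell from ZT0 to ZT24 in Bd21, and 8, 2, 4, 5 and 7 rose and 5, 6, 3, 1 and 4 fell in Bd21-3 (the same when adjusted over the list alone, except 5 fallen at ZT16 in Bd21). As a list they were higher at ZT20 alone, in Bd21 (limma camera adjusted p = 4.6e-03, and p = 0.17 with an estimated correlation) and in Bd21-3 (adjusted p = 8.8e-03, and p = 0.18).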

Low light did not alter the circadian clock expression when compared to normal growth plants (Figure 3), pointing to submergence-related stressors as the Zeitgebers (e.g., [ATP], [NADH], [CO_2_/O_2_]). 

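Low light altered few clock genes, but not none. LHY (Bradi3g16515) at ZT8 had 842 ± 163 CPM in LL and 385 ± 29.2 in NG in Bd21 (SD, n = 3), a log2FC of 1.11 (standard error 0.19, limma adjusted p = 3.9e-06), and 1.36 (standard error 0.19, limma adjusted p = 7.7e-08) in Bd21-3, neither called. GI (Bradi2g05226), the evening gene, had 1.23 (standard error 0.23, limma adjusted p = 1.7e-05) at ZT20 in Bd21 and 0.66 (standard error 0.23, limma adjusted p = 0.022) in Bd21-3, and FKF1 (Bradi4g16630) had 0.99 (standard error 0.25, limma adjusted p = 1.4e-03) and 0.71 (standard error 0.25, limma adjusted p = 0.026). PRR5 and COR27 (Bradi1g72390), a cold-regulated repressor of clock genes chosen after its values were seen, were the only 2 of 26 clock genes called between LL and NG, against 19 between S and LL. Over all genes, low light changed 868 at 1 ZT or more, against 4821 for submergence. From the likeness of LL and NG, the paper proposes that stressors of submergence other than dim light set the time of the clock.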

All components came out of the first night of stress exhibiting altered responses, suggesting that regardless of the identity of the submergence Zeitgebers that induced these changes, the plant may use them in a predictive way to be prepared for the next day either under continuing submergence stress or under de-submergence stress [43].

One essential component of the submergence stress that would act as input for these changes could be carbohydrate status. Free sugars are carefully regulated, because their insufficiency causes an energy stress [44], while their excess causes an osmotic stress [45]. Haydon et al. [46] observed that in Arabidopsis, free carbohydrates advance the circadian clock period and their absence delays it. This is achieved through up-regulation of *PRR7*, a diurnal repressor of the early morning oscillator *CCA1*. Frank et al. [28] expanded the components of this pathway by determining that sugar signaling is partially executed through bZIP63 acting as a transcriptional activator of PRR7. We detected all the components of this signaling module in our submergence transcriptome being expressed similarly to Arabidopsis in a no-sucrose status. *PRR7* and *bZIP63* are up-regulated with a delayed peak, while *LHY* was down-regulated at dawn. (Figure 3B,F and Figure 4H). In Arabidopsis, the expression of *PRR7* and *CCA1* was also altered under submergence (Figure 7). Haydon et al. [46] reported the phenomena of stress gating for carbohydrates acting as Zeitgebers, i.e., when identical stimuli result in different molecular responses depending on the time of day when they are applied. Stress gating of the diurnal and circadian molecular responses has been reported for light [47,48], temperature stress [49,50], drought stress [51], and redox balance [52]. In the future, it will be interesting to determine if imposing submergence stress at different times of the day has a gating effect frame with intensities of output responses different from the one we tested (late evening).

Higgins et al. [26] discussed that the components of the PRR family in Brachypodium may not be comparable to those in Arabidopsis in a straightforward manner. For example, an interesting difference is the fact that Brachypodium and rice only have one *CCA1*/*LHY* gene, while Arabidopsis has two components. It has been reported that although CCA1 and LHY have overlapping functions in Arabidopsis, they have hundreds of separate output target genes (one-third in common), e.g., ABA biosynthetic genes being targeted only by LHY [53]. The observations reported here support the involvement of genetic components of the clock for Brachypodium and Arabidopsis under submergence stress. 

### 3.3. DEGs Present a Picture of Complex Interplay under Submergence between Metabolism, Signaling and Rhythmic Processes

The analysis of the outputs of these submergence-altered clock components suggests that the expression of circadian clock genes under submergence is evolutionary helpful and not only symptomatic. Starting with the clock components themselves, some have known direct effects that may help plant survival. This is the case of PRR3, a reported post-translational stabilizer of TOC1 [27], which was the only differentially up-regulated clock gene in tolerant B21-3 during the day (Figure 3H). We propose that this would be the basis of the high diversity of GO processes detected at ZT16 in tolerant Bd21-3 since TOC1 not only is a master repressor of the oscillating clock components but also a transcription regulator that influences dozens of diurnal processes [54] and, when misregulated, changes the metabolome and the ATP/ADP ratio, with severe consequences for plant architecture [23]. Another interesting gene is *FKF1*, a repressor of cellulose synthesis and elongation [55]; its strong up-regulation can indicate that it is a crucial component of the quiescent response under submergence (Figure 4D). Finally, *RVE1*, a clock component that promotes enzymes for starch degradation and glucose catabolism [56], is more down-regulated in tolerant Bd21-3 and may be associated with the up-regulation of starch metabolism transcripts in sensitive Bd21.

Outputs outside of the clock components were diverse and complex. Excluding the ZT0 up-regulated DEGs discussed above as early responders, 75% of up-regulated and most down-regulated genes had transcription differences according to the ZT analyzed, indicating the long-reaching consequences of clock reconfiguration in the submergence response. We found well-known responses to submergence stress in up-regulated DEGs being adjusted on their canonical diurnal oscillation such as starch synthesis, amino acid catabolism, hormone biosynthesis, and pyruvate metabolism. 

For down-regulated DEGs, the photosynthesis process was a predominant aspect of DEGs exhibiting reduced amplitude. We highlight retrograde signals involved in chloroplast biogenesis such as pTACs [57], secA (*Bradi2g12067*; [58]), and CRY2, the latter by not changing its zenith but increasing its transcript abundance, and may be a trigger to restart photosynthesis recovery and probably clock resetting [25,57].

We emphasize for future studies calcium signaling, a physiological aspect involving DEGs that responded with new zenith peaks under submergence. This is exemplified by MICU, a channel regulator that severely impacts mitochondria microstructure and changes substrate preferences of the electron transport chain in Arabidopsis [59]. Interestingly, we found *MICU* both as a ZT0 early responder and as a DEG acquiring zenith expression at dawn only in tolerant Bd21-3 (Figure 6E). Conversely, *MCA1*, a Ca^2+^ channel [60], was up-regulated as a late responder more in Bd21 (Figure 6H).

Some mechanisms that have also been previously described in tolerant plants [12,40,41,61] were detected. We observed augmented ROS-related transcripts in the sensitive ecotype, such as *HSP* and *AOX1* (Figure 2G,I), as well as starch synthesis and degradation (Figure 5F). Likewise, components of the nitric oxide cycle, such as *HB1* up-regulation, were confirmed in tolerant plants and expanded to include nitrate transport, exemplified by *AAT* and *NRT1.1* up-regulated in sensitive Bd21 (Figure 6G,I). Glycolytic transcripts, aromatic acid pathways, and lignin modulation were also enriched. As expected, Brachypodium has up-regulated DEGs homologues to 33 of 34 components of the Hypoxia Core Genes (HCG) as defined in Arabidopsis [31] and do not seem to have a rhythmic diurnal expression, indicating that they are early responders (Figure 8). Seven HCGs were differentially up-regulated in the tolerant ecotype: the above-mentioned *HB1*, four members of wound-responsive polypeptides, one SUS member, and an uncharacterized transcript coding for a short peptide. 

The direct comparison of submergence transcriptomes between the two ecotypes used allowed for the discovery of molecular dynamics that may contribute to our knowledge of differential tolerance mechanisms. We underline an interesting transcript coding for *IF1*, a small protein that has received much attention in mammal systems as a crucial control point for ATP production by mitochondrial ATP synthase and as an enhancer of glycolysis with roles in cancer and metabolic diseases [62]. In contrast, IF1 has begun to be characterized in plants and has shown similar features to its mammalian counterparts, such as mitochondrial localization, an increase in the ATP/ADP ratio, and the suppression of ROS stress markers [63,64]. The expression pattern of *IF1* may indicate the entrance of the plant to a new stress phase in the second night where the energy stress may be more imperative; the sensitivity of this gene to cell energy status is an interesting hypothesis to follow. The finding of *IF1* up-regulated in the tolerant ecotype under submergence stress is logical in the context of energy management and is promising for further biotechnological characterization.

In addition to IF1, we point out as interesting mechanisms the most abundant DEGs in Bd21-3, *Bradi1g68957*, an unknown function transcript with acquired strong early-morning expressions under stress, and the multirole *MT3*, with structural capacities of buffering ionic metals and controlling oxidative stress simultaneously [65].

With these observations, we present a model summarizing the response of the clock genes during submergence stress in Brachypodium based on connections defined in Arabidopsis (Figure 9). During normal growth, the circadian clock components are expressed in their known standard periods and zenith peaks to coordinate a set of outputs useful for such optimized conditions. We exemplify SNRK3.8 (a sugar signaling component), LHCB2 (a photosynthetic antenna), PHT1.7 (a phosphorus transporter), and CRY2 (a photoreceptor and clock rhythm marker). When the submergence stress is sensed, most likely by multiple simultaneous reporter molecules (e.g., NO/O_2_/CO_2_, ethylene, sugars, amino acids), the clock components rapidly alter their expression, shifting to nightly zeniths of expression. We speculate that this has long-reaching effects in down-regulating the amplitude of photosynthesis and chloroplast transcripts (e.g., *LHCB2*), repositioning energy-demanding activities such as P/N transport (e.g., *PHT1.7*), modifying zenith peaks for signaling cascades (e.g., *SNRK3.8*), and up-regulating the expression of sensing mechanisms for the predicted retreat of submergence and adjustment of clock and output gene expression (*CRY2*). Finally, the clock components themselves (e.g., CCA/LHY, TOC1), through their down-regulation, can release the repression of their transcriptomic targets with roles in plant metabolism signal energy depletion (e.g., *PRR7*) and relocating their transcriptomic activity for further establishment of the modified clock (*PRR5*).

It has been proposed that the circadian clock not only allows the response to signals and optimization of gating and phases, but also gives context to the evolutionary and recent history of the plant [35]. These dramatic changes observed in the time of day expression of clock transcripts and its primary outputs in response to submergence stress suggest that this diurnal expression is coordinated and may be historically relevant.

### 3.4. Conclusions

We reported the transcriptomes of two Brachypodium ecotypes of differential tolerance to submergence throughout a day of stress in a non-lethal period. This allowed us to observe that the transcriptome changed dynamically according to the time of day and that these new transcriptional responses included an adjustment of gene expression for several circadian clock components. By characterizing Arabidopsis clock gene promoters under submergence, we propose that adjusted clock gene regulation can be considered as a standard plant response to submergence stress. The alteration in response to stress in Brachypodium included hundreds of components showing reduced diurnal expression, acquiring new zeniths, or changing their amplitude of expression. The dataset presented and discussed here can be used to explore the fitness advantages acquired through the evolution of this response, the role and use of the differential tolerance markers and its promoters in the field of biotechnological chronoculture, and for expanding our knowledge of submergence stress.

## 4. Materials and Methods

### 4.1. Brachypodium Germplasm 

Seeds of Brachypodium ecotypes Bd21 and Bd2-3 were propagated from original seed obtained from Professor David Garvin (USDA). Bd21-3 seeds were obtained from the Joint Genome Institute (DOE).

Seeds were surface disinfected with 1:1 household bleach (sodium hypochlorite 1.6%) in distilled, deionized, and autoclaved water (ddH20), rinsed five times in 20 mL of ddH20, and scarified in water for 4 d at 4 °C. Seeds were sown horizontally in substrate (1:4 *v*/*v* perlite:Cosmopeat) previously autoclaved for 2 h, cooled down, and mixed with 2% *w*/*w* slow liberation fertilizer (NPK 15:15:17 Nitrofoska, EuroChem, Mexico). Germination and growth were under long-day conditions (16 h light/8 h dark, 150 μE m^−2^ s^−1^, 50% humidity) in a growth room, with irrigation every 3 d using filtered tap water. All pots had small stones at the bottom (~15% of pot volume) to avoid buoyancy. 

### 4.2. Submergence Stress in Brachypodium

Brachypodium plants (14 days old after germination, 6-leaf stage) were randomly arranged and submerged (S samples) in filtered tap water (30 cm deep) inside opaque-walled plastic tanks filled 24 h before the experiment. Plants collected at each indicated time were always grown in the same tank. Light reached the plants subjected to submergence stress (S) at 70 μE m^−2^ s^−1^. Normal growth controls (NG) were left at 150 μE m^−2^ s^−1^, while low light controls (LL, 70 μE m^−2^ s^−1^) were moved to plastic tanks without submergence next to submergence tanks until the end of the experiment (6 d).

As indicated in Figure 1D, submergence stress started at ZT13 (3 h before night) and was stopped at the indicated times by the gentle subtraction of pots from the water column and immediately put to grow under NG conditions. We registered the number of leaves and classified them by appearance in turgent (full green), chlorotic (partial or total yellowish), or senescent (full brownish). Boxplots were built using BoxPlotR [66].

### 4.3. RNA Sequencing

Brachypodium ecotypes Bd21 and Bd21-3 were subjected to submergence stress as previously described and collected as detailed in Figure 1D. Aboveground tissue was collected, frozen immediately in liquid nitrogen, and stored at −80 °C. Tissue was ground to powder with a mortar and pestle with liquid nitrogen, avoiding thawing. Samples of S, NG, and LL controls were collected in independent triplicates at the indicated points, and each replicate consisted of a pool of 5 plants. Total RNA was extracted with the kit Direct-zol RNA mini prep kit (Zymo Research, R2050, USA) and digested in-column with provided DNAse I. Plants were grown in parallel but not collected to verify the stress intensity in the collected plants (Figure S1).

RNA integrity and concentration were verified in formaldehyde-denaturing 1.0% agarose gels, Nanodrop 2000 (Thermo Scientific, USA), and in a Bioanalyzer 2100 (Agilent, USA). Samples with an RNA Integrity Number (RIN) between 6.4 and 7.2 were used for indexed-library construction (90 libraries) and sequencing in an Illumina NextSeq 1x100 format with up to 15–20 million reads per library. To ensure adequate reads from each library, some libraries were repeatedly sequenced producing more than one FASTQ file. RNA sequencing was performed as a service at the Laboratorio Nacional de Genómica del CINVESTAV-IPN; http://www.langebio.cinvestav.mx/labsergen/, (accessed on 1 March 2023). 

### 4.4. Bioinformatic Analysis

A total of 149 RNA sequencing FASTQ files were mapped to the *B. distachyon* genome (Bdistachyon_314_v3.0.fa.gz: JGI v.3.0 assembly; [32]) using HISAT2 (v.2.1.0; [67] to generate Binary Alignment Map (BAM) files. For libraries with more than one FASTQ file, the resulting BAM files were combined using SAMTools (v.1.12; [68]). Libraries that failed to produce 90% read alignment were discarded (Table S6). BAM files were subjected to read count by HTseq python library (v.1.0; [69]). Gene expression and count per million (CPM) values were calculated using the edgeR program [70], with the GLM (generalized linear model) method using an FDR cutoff of <0.05. RNA sequencing data were deposited at NCBI GEO (GSE215159) and are given analyzed in Table S5.

Transcripts were considered as differentially expressed genes (DEGs) when the logarithmic fold change of count per million (Log_2_FC[CPM]) value was ≥ 1.5 (up-regulated) or ≤ −1.5 (down-regulated), concomitant with an FDR < 5 × 10^−6^, and at least an average of 15 counts per million (CPMs). DEGs were separated by VennDiagram, https://bioinformatics.psb.ugent.be/webtools/Venn/ (accessed on 13 August 2022). GO analyses and graphical representations were performed using PANTHER [71] and REVIGO [72] as described [73]. DEGs were clustered using ClustVis [74] by Euclidean distance and average linkage of CPM values scaled to unit variance, where a difference of 1 means that the values are one standard deviation away from each other in that row.

### 4.5. Bioluminescence and Submergence Stress in Arabidopsis

Clock promoter luciferase lines used in this study were CCA1::LUC [75], LHY::LUC [76], PRR9::LUC [27], TOC1::LUC [77], PRR7::LUC, and FKF::LUC (Kay lab). Arabidopsis seeds were surface sterilized, plated on 1X Murashige and Skoog (MS) medium without sucrose, and stratified in the dark for 3 nights at 4 °C. Seeds were grown at constant 22 °C with ~90 μmol photons·s^−1^·m^−2^, in 12 h light and 12 h dark cycles (LD) for 7 d. Plates were sprayed with 1 mM D-luciferin (Goldbio, LUCK-100, St Louis, USA), and imaged every 1 h with a 5 min exposure for 5 d using a digital CCD camera (Andor iKon-M 934, Oxford Instruments, UK). On the third day (ZT56, 3 h before the night), plates were flooded and seedlings were submerged with 35 mL of water to fully cover the seedlings. Both control and submerged plates were imaged for an additional 3 days. Imaging results were processed using ImageJ software and analyzed with BioDare2 using the MESA analysis method [78].

## Figures and Tables

**Figure 1:**
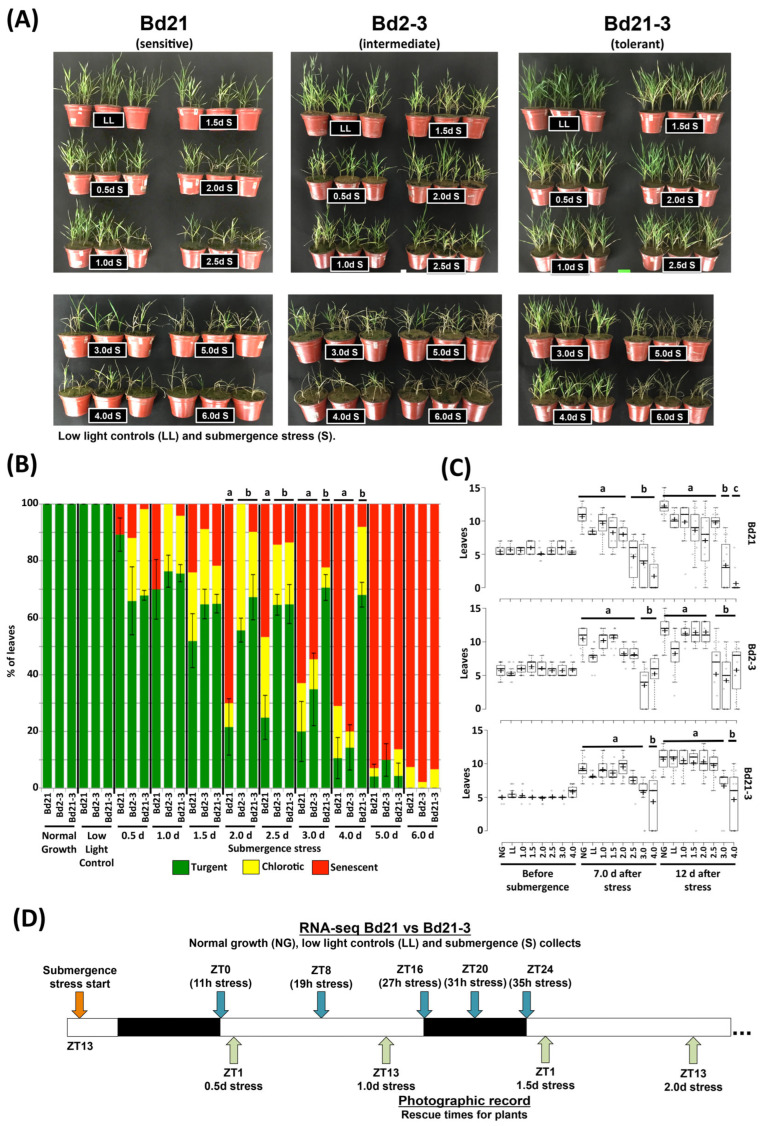
Growth of Brachypodium ecotypes of contrasting submergence tolerance and experimental setup. For panel (**A**–**C**), the photographs and data were collected from plants subjected to submergence stress simultaneously at 14 days old after germination for the indicated times and low light (LL) or normal growth (NG) controls. (**A**) Images of plants 8 days after submergence stress was imposed for the indicated times; all plants are of the same age (22 days old), and their recovery time (Rt) is Rt = 8–X, where X is days under stress. (**B**) Quantification of damaged leaves classified as turgent, chlorotic, or senescent. (**C**) Total number of leaves after recovery time from the indicated submergence stress treatment quantified after 7 d (21 days old) or 12 d (26 days old) of imposing stress. (**D**) Experimental setup of treatment and RNA sequencing sample collection and for images shown in panel **A** and Figure S1. Data are from 3 independent experiments, error bars are SD, *n* = 8–15 plants. Different letters indicate significant differences (*p* < 0.05) indicated by one-way ANOVA with post hoc Tukey HSD.

**Figure 2:**
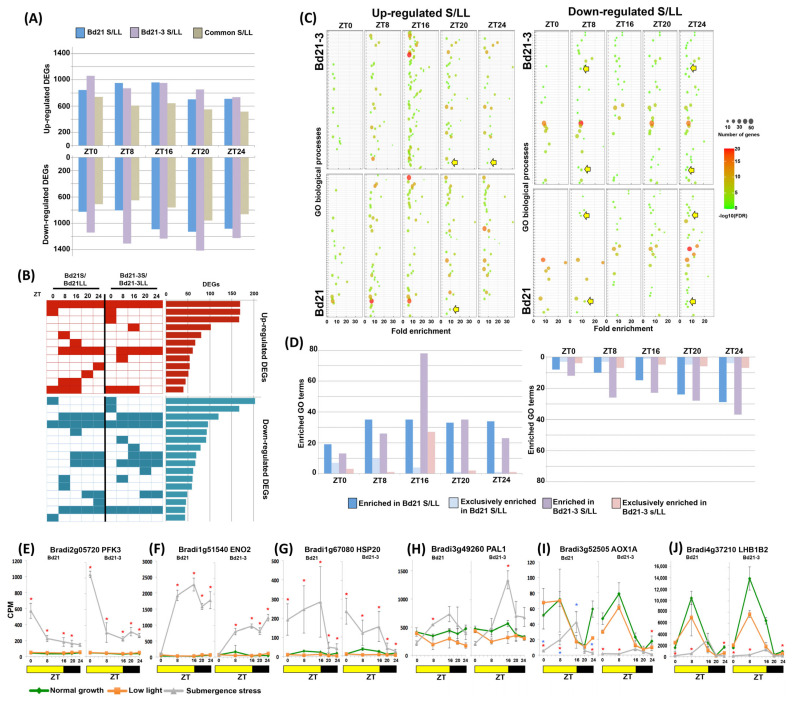
The diurnal transcriptome expressed under submergence stress by Brachypodium ecotypes of contrasting tolerance. (**A**) Number of DEGs at each individual ZT and (**B**) number of DEGs across all ZTs, both exclusive and common to the two contrasting ecotypes when submergence stress is compared to low light controls. (**C**) Biological processes’ GO terms enriched by up- and down-regulated DEGs at each ZT; yellow arrows indicate diurnal/circadian terms (expanded version in Figure S2). (**D**) Number of different biological processes’ GO terms present at each ZT of both up- and down-regulated DEGs. (**E**–**J**) Diurnal expression of selected DEGs from differentially enriched GO terms under submergence stress, normal growth, and low light controls. Data are means of CPM measured in 3 independent RNA sequencing experiments and error bars indicate SD. Red asterisks indicate significant differences (FDR < 5 × 10^−6^) between submergence stress and low light values; blue asterisks indicate significant differences (FDR < 5 × 10^−6^) between submergence stress values of Bd21 and Bd21-3.

**Figure 3:**
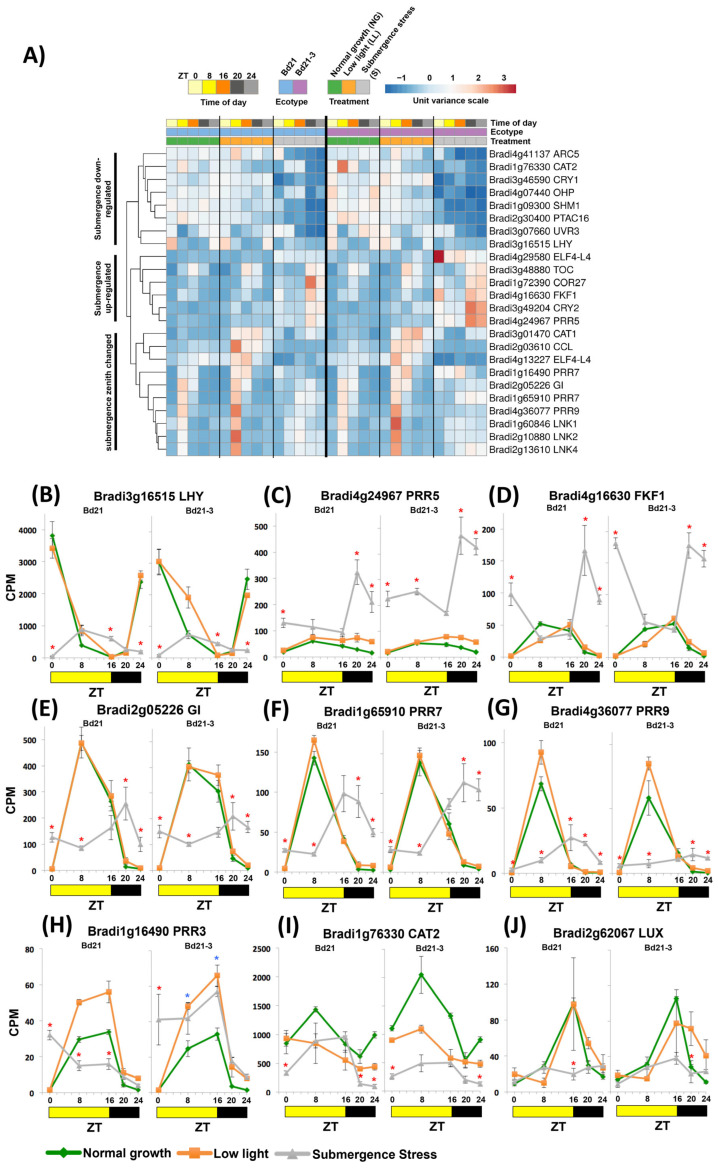
Detection of Brachypodium DEGs of the circadian clock or rhythmic regulation under submergence stress. (**A**) Heatmap of up- and down-regulated DEGs associated with GO terms “circadian rhythm” or “rhythmic processes” clustered. (**B**–**J**) Diurnal expression of selected DEGs associated with the circadian clock under submergence stress, normal growth, and low light controls. Data are means of CPM measured in 3 independent RNA sequencing experiments and error bars indicate SD. Red asterisks indicate significant differences (FDR < 5 × 10^−6^) between submergence stress and low light values; blue asterisks indicate significant differences (FDR < 5 × 10^−6^) between submergence stress values of Bd21 and Bd21-3.

**Figure 4:**
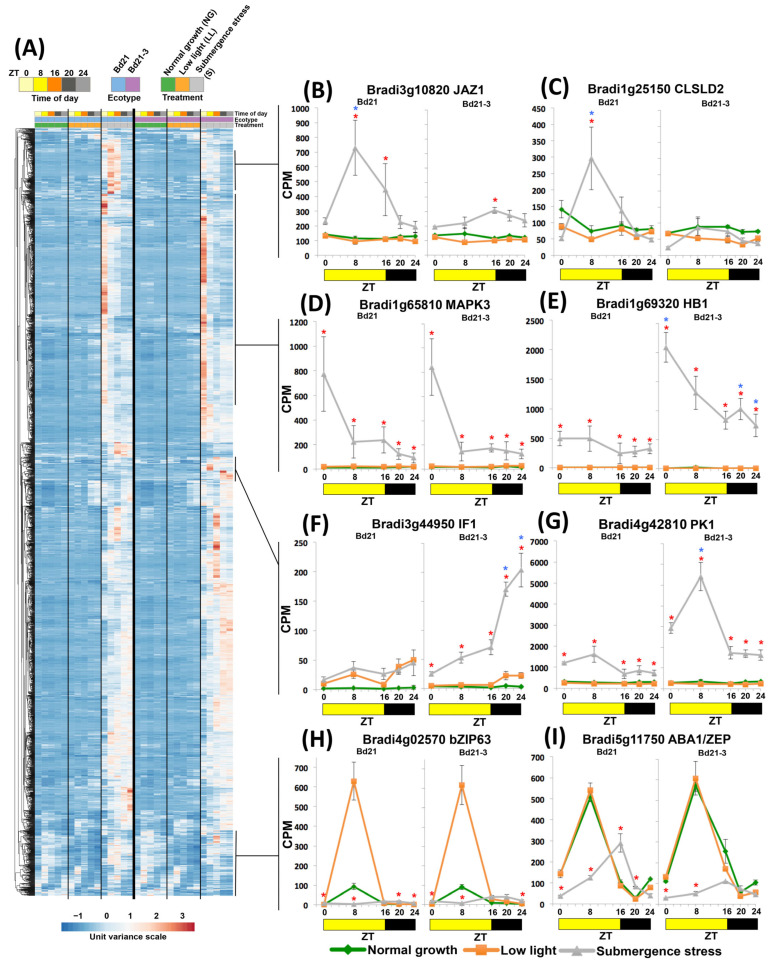
Clustering of up-regulated DEGs in Brachypodium ecotypes Bd21 and Bd21-3 under submergence stress. (**A**) Heatmap of all up-regulated DEGs. (**B**–**I**) Diurnal expression of selected up-regulated DEGs. Data are means of CPM measured in 3 independent RNA sequencing experiments and error bars indicate SD. Red asterisks indicate significant differences (FDR < 5 × 10^−6^) between submergence stress and low light values; blue asterisks indicate significant differences (FDR < 5 × 10^−6^) between submergence stress values of Bd21 and Bd21-3.

**Figure 5:**
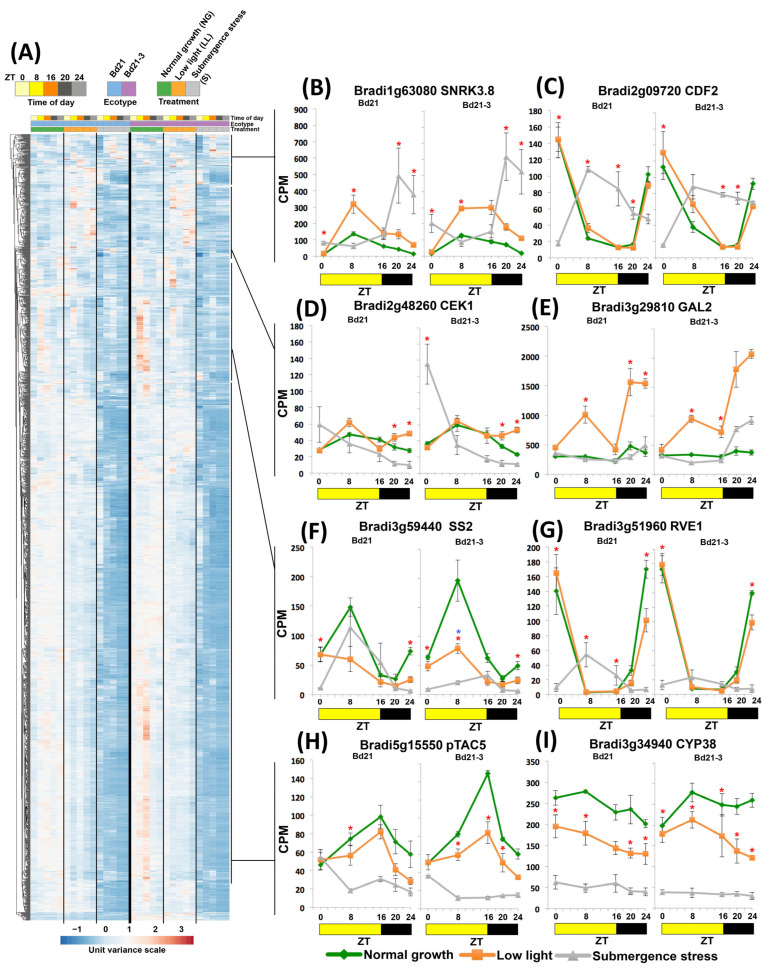
Clustering of down-regulated DEGs in Brachypodium ecotypes Bd21 and Bd21-3 under submergence stress. (**A**) Heatmap of all down-regulated DEGs. (**B**–**I**) Diurnal expression of selected down-regulated DEGs. Data are means of CPM measured in 3 independent RNA sequencing experiments and error bars indicate SD. Red asterisks indicate significant differences (FDR < 5 × 10^−6^) between submergence stress and low light values; blue asterisks indicate significant differences (FDR < 5 × 10^−6^) between submergence stress values of Bd21 and Bd21-3.

**Figure 6:**
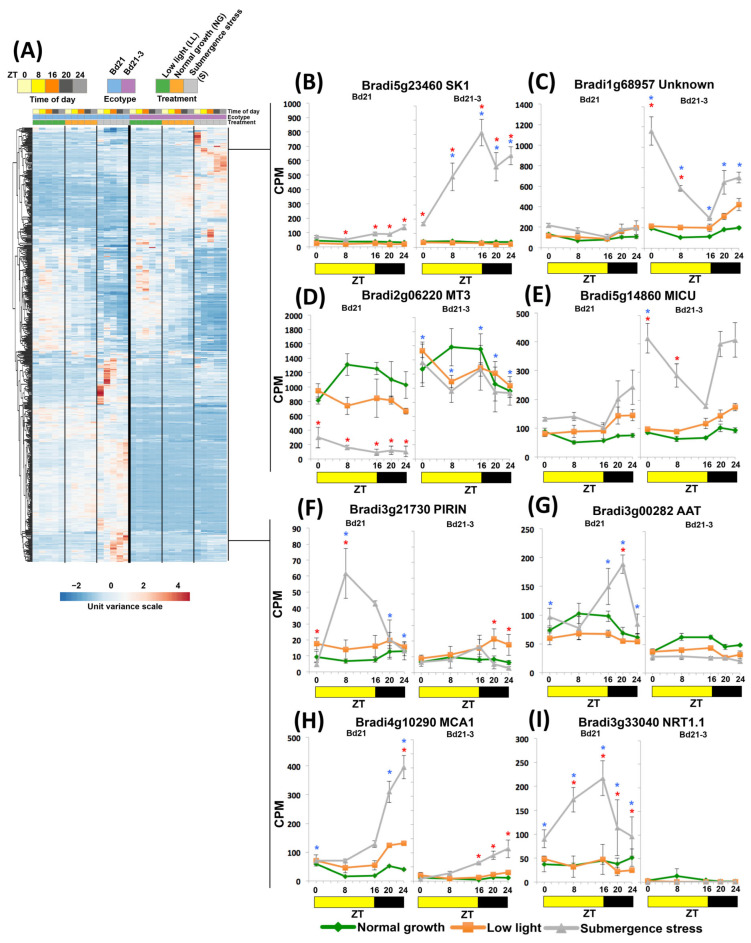
Clustering of DEGs when the submergence stress transcriptomes of Brachypodium ecotypes Bd21 and Bd21-3 are compared. (**A**) Heatmap of all DEGs Bd21S/Bd21-3S. (**B**–**I**) Diurnal expression of selected DEGs preferentially expressed in either Bd21 or Bd21-3; data are means of CPM measured in 3 independent RNA sequencing experiments and error bars indicate SD, red asterisks indicate significant differences (FDR < 5 × 10^−6^) between submergence stress and low light values, blue asterisks indicate significant differences (FDR < 5 × 10^−6^) between submergence stress values of Bd21 and Bd21-3.

**Figure 7:**
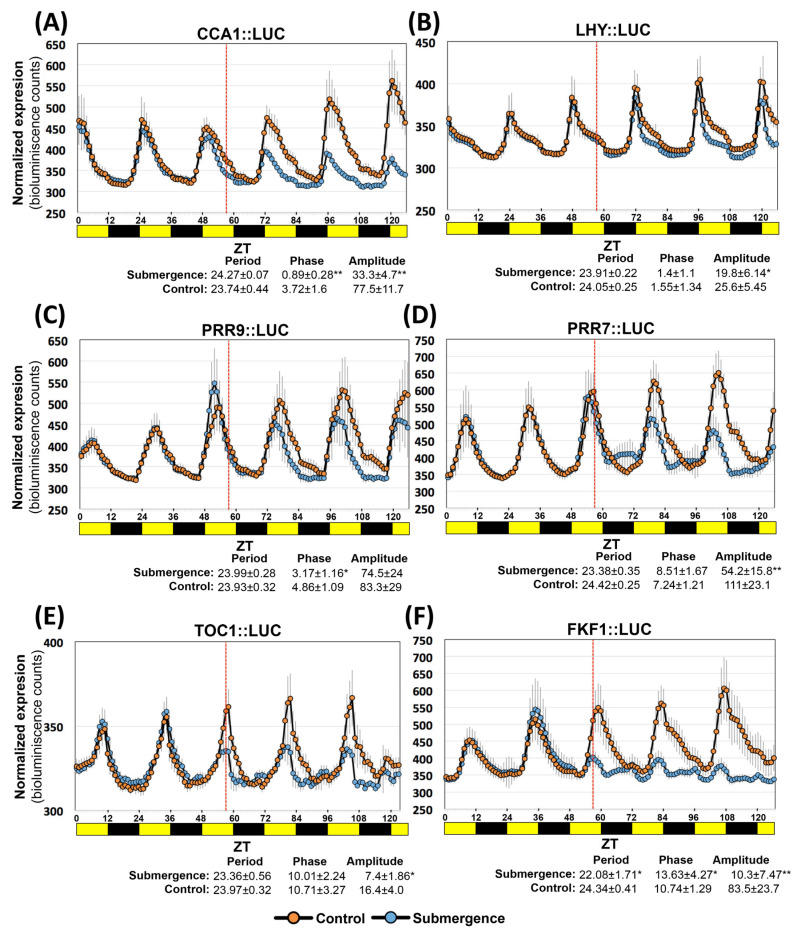
Diurnal expression of Arabidopsis circadian clock genes under submergence stress. (**A**–**F**) Bioluminescence measurements of seedlings expressing the indicated promoter luciferase constructs. Seedlings were grown in 12 h light/12 h dark cycles and constant temperature for 7 d before imaging. The red line indicates the time (ZT56) when the seedlings were submerged. Orange lines and blue lines represent average values of control and submergence seedlings, respectively. Yellow and black boxes indicate light and night, respectively. Data in graphs are means of 3 independent experiments (*n* = 12–14 seedlings); error bars indicate standard deviation (SD). For period, phase, and amplitude, data are means of the same experiments with standard deviation. Asterisks indicate significant differences (* *p* < 0.01, ** *p* < 0.001) indicated by one-way ANOVA with post hoc Tukey HSD.

**Figure 8:**
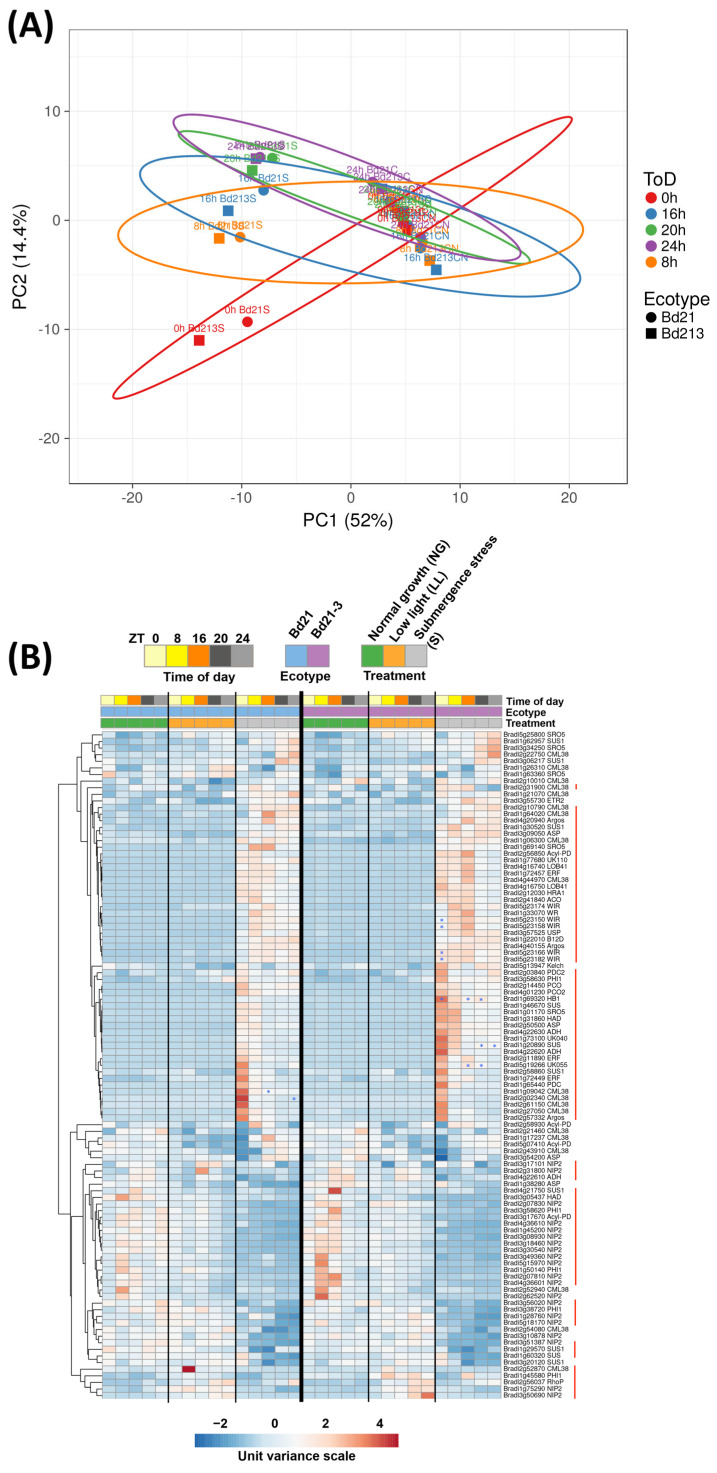
Clustering of Brachypodium homologs to the Hypoxia Core Genes (HCG) from Arabidopsis. (**A**) Principal component analysis where X and Y axis show principal component 1 and principal component 2 that explain 52% and 14.4% of the total variance, respectively. Prediction ellipses are such that with probability 0.95, a new observation from the same group will fall inside the ellipse. (**B**) Heatmap of all HCG homologs (DEGs or not). Only homologues with more than 15 CPMs in at least one column were analyzed. Data are means of CPM measured in 3 independent RNA sequencing experiments. Red lines next to each transcript indicate significant differences (FDR < 5 × 10^−6^) between submergence stress and low light values in at least one point; if no line is included, it indicates that there are no differences in that row. Blue asterisks inside the squares indicate significant differences (FDR < 5 × 10^−6^) between submergence stress values of Bd21 and Bd21-3.

**Figure 9:**
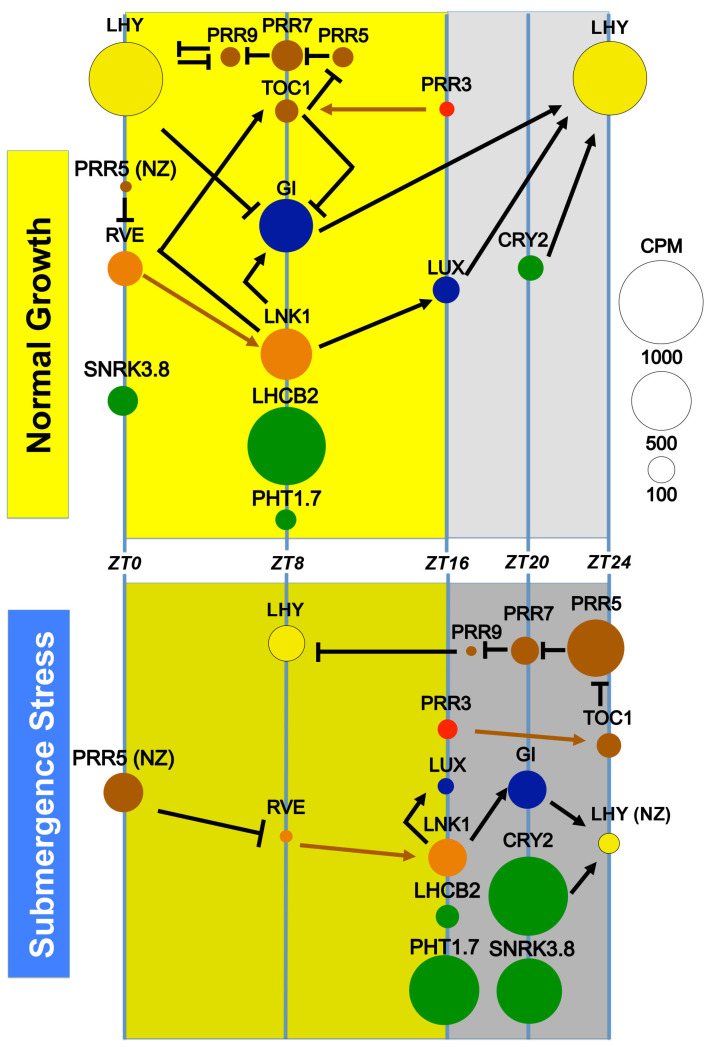
Model of the altered relations between the clock genes induced by submergence stress in Brachypodium observed in this work. Normal growth plants have a standard clock gene expression allowing the coordination of outputs in a manner that optimizes the energy status with the available resources on an unstressed day. Under submergence stress, core gene clocks shift their zenith peaks to the night, creating a new clock configuration that creates new diurnal oscillation patterns and/or repression of the previous patterns to achieve a maximal energy status with the scarce available resources under stress. We exemplify the new configuration of outputs with SNRK3.8 and PHT1;7 up-regulated and phase-shifted transcripts; LHCB2, a down-regulated and phase-shifted transcript; and CRY2, an up-regulated transcript without phase shift that may itself affect the clock. Circled areas represent the measured CPM for each transcript, except LHY and LHCB2, which are down-scaled to 50% and 25% of their area to fit, respectively. The position of the circle indicates the zenith peak detected for each gene, except when non-zenith (NZ) is indicated. Black lines indicate transcriptional relationships and brown lines indicate protein interactions (as condensed for Arabidopsis [25]). Circle colors indicate early morning genes (yellow), midday genes (brown), morning responsive genes (orange), evening genes (blue), protector of TOC1 (red), and output genes (green).

## Data Availability

The sequences reported in this paper have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database and can be accessed through GEO Series accession GSE215159.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24108555/s1.

How the deposited data were processed for this re-analysis (not part of the article)

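RNA was sequenced from aboveground tissue of Bd21 and Bd21-3 of Brachypodium distachyon under submergence (S), low light (LL) and normal growth (NG) at ZT0, ZT8, ZT16, ZT20 and ZT24. There were 3 libraries per group, each of a pool of 5 plants, except 2 for Bd21 in LL at ZT24, since the paper rejected 1 library, so 89 libraries in 30 groups were analysed. The authors aligned reads to Bdistachyon_314_v3.0 with HISAT2 2.1.0, processed them with SAMtools 1.12, counted them with HTSeq and normalized them with edgeR, and some libraries were sequenced more than once and merged. The deposited signal values were made by the authors as read counts scaled to an effective library size (CPM), and library sums run from 843958 to 1243716, so they are not plain CPM, as the analysis plan had assumed. The same file holds the authors' log2 fold changes between groups and the authors' adjusted p-values, which were used only to compare calls. Each library's condition was taken from its label and column name, and no column of values was left unused.

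Every value was a whole multiple of the value of 1 read (0.0608 to 0.261 CPM) within 0.001 reads, from which 3896851 to 16044727 reads per library were recovered. A value of 15 CPM thus rests on many reads in each library, and values near 1 CPM on few. Counting error is part of the spread between libraries, on which all tests rest. In the main fit each gene had 1 estimate of that spread over all 30 groups. A p of that fit thus does not measure the spread of the groups compared alone.

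The limma-trend test of limma 3.58.1 in R 4.3.3 was run on log2(CPM + 1) for the 24109 of 24467 genes with at least 1 CPM in 3 libraries, with 1 term per group and p adjusted by Benjamini-Hochberg over all genes of a comparison. A DEG had an absolute log2FC of at least 1.5, an adjusted p under 5e-06 and a mean of at least 15 CPM in 1 of the groups compared, as the paper's methods state. In the comparison of ecotypes genes lower in Bd21 had to lie at or below -2, as the paper's Table S4 states, while its methods give -1.5. Comparisons were S over LL, LL over NG, ZT24 over ZT0 and Bd21 over Bd21-3 within a treatment, and the ecotype interaction was the log2FC of S over LL in Bd21-3 minus that in Bd21. F tests asked whether the log2FC of S over LL changed between ZTs, and whether a gene changed between ZTs within a treatment, with a range of at least 1.5 on the log2 scale. A zenith is the ZT with the highest mean CPM and has no test of its own. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and SciPy 1.17.1.

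Gene names are symbols of the best match in Arabidopsis, given for 8483 genes, while 19689 have a match, and 0 identifiers matched the reference table of RefSeq symbols. Genes named in the text are those the paper names in its Results or figure panels, whose values in the paper had been seen, and, for each ZT, the 5 with the largest rise and the 5 with the largest fall shared by both ecotypes and with a symbol. They also include up to 4 members of each gene list with the largest mean absolute change among called members, and the 5 most different genes of each direction between submerged ecotypes. COR27 lies outside this rule and was chosen after its values were seen. The gene lists, from textbook Arabidopsis gene numbers matched here or, for 4 lists, from descriptions and, for 2, from matches to organelle genomes, with the measured genes of each, were circadian clock (26), fermentation (10), glycolysis (43), sucrose synthase (6), photosystems and antenna (60), Calvin cycle (22), chlorophyll synthesis (23), starch synthesis (20), starch breakdown (23), heat shock proteins (77), jasmonate synthesis and JAZ (26), ethylene synthesis and signaling (17), hypoxia core matches (41), antioxidant enzymes and AOX (17), phenylpropanoid and lignin (48), ribosomal proteins (261), histones (43), chlorophyll breakdown and senescence (13), guard cell markers (19), xylem and phloem markers (8), root markers (5), plastid-encoded matches (53), mitochondrion-encoded matches (5) and metallothioneins (5). They were tested with limma camera at an inter-gene correlation of 0.01 and at an estimated one, with an adjusted p under 0.05, and their members were also counted with p adjusted over the list alone. At either correlation the camera p was adjusted over all lists and comparisons, and the p given with an estimated correlation is the adjusted one unless called unadjusted. The clusters of the paper's Table S3 were chosen by the study on these samples and are not independent of them.

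Alternatives were pseudocounts of 0.25 and 5, no filter and a filter at 15 CPM, quantile normalization, median of ratios scaling, no variance trend, the replicate number as a block, each library left out, edgeR 4.0.16 (quasi-likelihood with TMM on the recovered reads), fits of only the groups compared, an adjusted p under 0.05, a log2FC of 1, other rules for 15 CPM, -1.5 in place of -2, NG as the control, medians or no ZT24 for zeniths and CPM for the hypoxia analysis. Reads thinned to the shallowest library and zeniths with each library left out were added after seeing the data. Counts were compared over 10 or 100 splits of the libraries, the real one included. The analysis was tested on simulated data of 23420 genes, where the limma test found 88.5% of genes changed by 2 and 95.8% of those changed by 3 log2 units for S over LL at ZT8 in Bd21, 75.0% and 84.6% for the ecotype interaction and 58.3% and 80.8% for ecotypes, with 0 false calls. Unchanged genes had 1 mean in all libraries there, so the 0 says little about real libraries. Changed genes were neither weakly nor very strongly expressed. Those set lower in Bd21 by 2 log2 units lay at the calling limit of -2 itself.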

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

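The permutations with additive effects removed were chosen after the result was seen. The thinning of reads was added after the data were seen, and its expected outcome was set down before its result. The combination of scaling with leaving out 1 library, the Wilson interval and the sorting of splits by whether they mixed the ecotypes were not set down beforehand, and the other tests here were.

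Replicate 3 of Bd21-3 in NG at ZT8, a control, stood out from the other libraries among 59 controls. In that library 152 genes that rose in all 10 comparisons of submergence with low light lay at a median log2 of 1.88 above the other libraries of its group, 110 of them by more than 1, and the next highest control library had 0.31. Genes expressed in Bd21 and under 1 CPM in the other Bd21-3 libraries were above 1 CPM there in 26 of 27 cases (96.3%), which argues against low oxygen in the pool itself. The library was closest to a mixture with 16.5% of submerged Bd21 at ZT8, with a residual of 0.28 on the log2 scale against 0.34 for the best mixture with submerged Bd21-3 and 0.49 with none, which argues against RNA of submerged Bd21-3. RNA or reads of a submerged Bd21 sample in this library is therefore the candidate explanation that remains, and no biological explanation was left open by these values.

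Genes that differed between submerged ecotypes leaned to Bd21, with 321 higher in Bd21 at a log2FC of 1.5 and 100 in Bd21-3 at -2, or 161 at -1.5. At 1.5 log2 units either way, 61.7% of the 282 genes not called in LL or NG were higher in Bd21 (95% Wilson interval 55.9 to 67.2), against 73.5% of the 200 that were also called in LL or NG. Genes absent or silent in Bd21-3 make up 5.61% of those higher in Bd21. Silent meant a mean under 1 CPM in every Bd21-3 group, among them NG at ZT8, which holds the library described above. There 26 of 27 genes that lay under 1 CPM in the other Bd21-3 libraries stood above 1 CPM. The share may thus be too low and does not decide whether silent genes cause the lean. Reads of Bd21-3 lost on the Bd21 genome and a true difference between ecotypes cannot be told apart here, since the interval spans the share set beforehand to separate them. A biological difference between the ecotypes stays open as well and was not tested apart from this.

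At ZT8 more genes fell in Bd21-3 than in Bd21, 1214 against 697, a ratio of 1.74. After quantile normalization the ratio was 1.46 and after median of ratios scaling 1.77, and it lay between 1.31 and 2.05 when either was combined with leaving out 1 library of ZT8, which argues against scaling between libraries. With all libraries thinned to 3896851 reads it was 1.72, which argues against library depth. When the genes were picked in 2 replicates and compared in the replicate held out, 71.0% of them had a lower log2FC in Bd21-3 (65.5 to 79.0 over the 3 replicates). These ratios are against LL. Against NG, 1316 genes fell at ZT8 in Bd21 and the count in Bd21-3 stayed within 1.5 times of 1214, so the ratio was lower. At ZT24 against NG, 2217 fell in Bd21 and 1938 in Bd21-3. A stronger fall below LL in Bd21-3 at midday may be biological, as a hypothesis found and tested on the same libraries. Its size depends on the control.

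The responses of the ecotypes differed by the limma interaction test for 16, 60, 87, 21 and 12 genes at ZT0, ZT8, ZT16, ZT20 and ZT24. When the ecotypes of the libraries were exchanged within S and LL at 1 ZT, 13, 12, 15 and 13 of 100 splits gave as many calls at ZT0, ZT8, ZT16 and ZT20, with up to 176, 393, 276 and 156 calls, so chance is not excluded by that count. The calls of these splits, several times the real number, point to a structure of the samples. In the 12, 11, 14 and 12 of them other than the real one, the ecotypes stayed apart in at least 1 treatment, so that a lasting difference between ecotypes counted as a difference in response, and splits that mixed the ecotypes in both treatments gave at most 0 calls. With the additive effects removed, 1 of 100 permutations at each of these ZTs, the real one, gave as many calls, and the highest of the others were 11, 58, 13 and 1. In the main fit these shares exclude chance at ZT16 and ZT20 by this test, which was chosen after the planned splits had not excluded it. At ZT0 and ZT8 chance stays open, since other settings gave real counts below 11 and 58. The real count at ZT8 was 39 without Bd21 LL ZT8 replicate 1 and that at ZT0 was 9 with edgeR or without Bd21-3 S ZT0 replicate 1 and 10 without Bd21-3 LL ZT0 replicate 3. At ZT20 it was 12 with edgeR and 13 after quantile normalization, without Bd21 S ZT20 replicate 3 or without Bd21-3 S ZT20 replicate 3, and at ZT24 it was 20 with a pseudocount of 5 and 6 without replicate 1 or replicate 2 of Bd21 LL ZT24. The permutations were not repeated under these settings. At ZT24, where Bd21 in LL has 2 libraries, no splits were made.

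Among the genes that the paper names, the same test gave differences in log2FC, Bd21-3 over Bd21, for LHY (Bradi3g16515) of -1.81 at ZT16, PRR5 (Bradi4g24967) of 1.52 at ZT8 and PRR9 (Bradi4g36077) of -2.38 at ZT16, all clock genes. Each of these calls ended without any 1 of several libraries. Outside the clock the differences were -1.93 for CSLD2 (Bradi1g25150) at ZT8, 1.64 for PK1 (Bradi4g42810) at ZT8, -2.35 for ZEP (Bradi5g11750) at ZT16, -2.81 for SS2 (Bradi3g59440) at ZT8, 2.91 for SK1 (Bradi5g23460) at ZT16, 3.26 for MT3 (Bradi2g06220) at ZT16 and -1.85 for AAT (Bradi3g00282) at ZT16. The response differed between ZTs for 2222 genes in Bd21 and 2169 in Bd21-3, against at most 0 and 3 in 99 other splits, so a chance split of the libraries is excluded. The paper states that plants sampled at the same time shared a tank. If the libraries of a ZT came from 1 tank, an effect of the tank cannot be told from ZT, and the splits do not test it. In LL, which the paper did not compare between ecotypes, 227 genes differed between them at 1 ZT or more, and in NG 198, against at most 0 and 1 in other splits, so chance is excluded here too.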

How the results depend on the processing

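The thinning of reads and the leave-one-out of zeniths were chosen after seeing the data. Of 98 counts and values compared, all stayed within their limits (1.5 times for a count, the 95% binomial interval for the share of genes without a symbol) with a pseudocount of 0.25, with no filter, with the filter at 15 CPM, after median of ratios scaling, with no variance trend and with the replicate number as a block, and 94 with a pseudocount of 5, 96 after quantile normalization and 96 with edgeR. All 20 counts of DEGs by ZT stayed within 1.5 times with thinned reads, and the 4 zenith counts did so with medians. Of 1207 values of named genes, 1187 kept their call with a pseudocount of 0.25, 1138 with 5, 1206 with no filter, 1207 with the filter at 15 CPM, 1161 after quantile normalization, 1195 after median of ratios scaling, 1202 with no trend, 1203 with the block and 1164 with edgeR. Against NG 891 of 1012 kept it, and in the fits of only the groups compared 213 of 1207. Each was also fitted without each library of its groups, and 6811 of 7403 such fits kept the call and direction, 545 lost it, 25 gained one and 22 changed sign. The smallest library holds 3896851 reads, where 1 read is 0.261 CPM, so values near 1 CPM rest on few reads and changes of genes below 15 CPM were not called. Replicate numbers do not pair the libraries. Residuals of libraries with the same number correlated at a median of -0.0102 (-0.731 to 0.737), against 0.00548 for different numbers, and 19 of 89 libraries correlated best with their own number.

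When only the groups compared were fitted, 52 of 54 results fell, because 3 libraries against 3 leave few degrees of freedom for a p under 5e-06. The counts became in Bd21 182, 0, 0, 7 and 0 risen at all 5 ZTs in turn and 72, 1, 0, 13 and 0 fallen at all 5 ZTs in turn, in Bd21-3 125, 18, 0, 0 and 0 risen at all 5 ZTs in turn and 20, 5, 0, 0 and 0 fallen at all 5 ZTs in turn, in both 91, 0, 0, 0 and 0 risen at all 5 ZTs in turn and 12, 0, 0, 0 and 0 fallen at all 5 ZTs in turn, and 183 at any ZT, 0 at every ZT and 177 at 1 ZT alone risen in Bd21. The other counts were 83 at any ZT, 0 at every ZT and 80 at 1 ZT alone fallen in Bd21, 128 at any ZT, 0 at every ZT and 113 at 1 ZT alone risen in Bd21-3, 25 at any ZT, 0 at every ZT and 25 at 1 ZT alone fallen in Bd21-3, and 219 risen and 93 fallen at any ZT in either ecotype. Further counts were 92 risen and 15 fallen at any ZT in both ecotypes, 0 higher in Bd21, 0 higher in Bd21-3 and 0 in total between submerged ecotypes, 34 risen at ZT0 in Bd21-3 alone, and 44.1% of the latter without a symbol. Then came 12 hypoxia core genes with a risen match.

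A log2FC limit of 1, which admits smaller changes, raised 32 of 54 results. The counts became in Bd21 1233, 1349, 1422, 1189 and 1099 risen at all 5 ZTs in turn and 1147, 1213 and 1432 fallen at ZT0, ZT8 and ZT16, in Bd21-3 1325, 1473 and 1251 risen at ZT8, ZT20 and ZT24 and 1584 and 1834 fallen at ZT0 and ZT8, in both 883, 919 and 819 risen at ZT8, ZT20 and ZT24 and 1001, 966 and 1087 fallen at ZT0, ZT8 and ZT16, and 2759 at any ZT, 286 at every ZT and 1131 at 1 ZT alone risen in Bd21. The other counts were 208 at every ZT fallen in Bd21, 2881 at any ZT and 374 at every ZT risen in Bd21-3, 399 at every ZT fallen in Bd21-3, and 3537 risen at any ZT in either ecotype. Further counts were 2103 risen at any ZT in both ecotypes, 562 higher in Bd21, 318 higher in Bd21-3 and 880 in total between submerged ecotypes, and 78 higher in Bd21-3 that also differed in LL or NG.

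Without the 15 CPM minimum, which admits weakly expressed genes, 26 of 54 results rose. The counts became in Bd21 1199, 1085, 1563, 1748 and 1624 fallen at all 5 ZTs in turn, in Bd21-3 1592, 2176 and 1784 fallen at ZT0, ZT20 and ZT24, in both 986, 850, 1085, 1481 and 1236 fallen at all 5 ZTs in turn, and 3212 at any ZT, 217 at every ZT and 1322 at 1 ZT alone fallen in Bd21. The other counts were 3678 at any ZT, 386 at every ZT and 1356 at 1 ZT alone fallen in Bd21-3, 4226 fallen at any ZT in either ecotype, 2664 fallen at any ZT in both ecotypes, and 643 higher in Bd21, 181 higher in Bd21-3 and 824 in total between submerged ecotypes. Further counts were 344 higher in Bd21 and 82 higher in Bd21-3 that also differed in LL or NG. With 15 CPM asked of both groups together, a stricter rule, 4 fell. They became 59 at every ZT fallen in Bd21, 63 higher in Bd21-3 between submerged ecotypes, and 90 higher in Bd21 and 25 higher in Bd21-3 that also differed in LL or NG.

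With NG in place of LL as the control, 17 of 53 results rose and 1 fell. The log2FC of S over NG adds that of LL over NG to that of S over LL, and what set the direction of these changes was not tested. The counts became in Bd21 1129 risen at ZT24 and 1316, 1461, 1778 and 2217 fallen at ZT8, ZT16, ZT20 and ZT24, in Bd21-3 1238 risen at ZT24 and 1929 and 1938 fallen at ZT16 and ZT24, in both 809 risen at ZT24 and 1128, 1224, 1480 and 1547 fallen at ZT8, ZT16, ZT20 and ZT24, and 295 at every ZT risen in Bd21. The other counts were 261 at every ZT fallen in Bd21, 393 at every ZT risen in Bd21-3, 514 at every ZT fallen in Bd21-3, and 107 risen at ZT0 in Bd21-3 alone.

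With an adjusted p under 0.05, a looser limit, 3 of 54 results rose. They became 156 at every ZT fallen in Bd21 and 522 higher in Bd21 and 669 in total between submerged ecotypes. With a pseudocount of 5 the results outside these limits were 62 higher in Bd21-3 between submerged ecotypes, 24 higher in Bd21-3 that also differed in LL or NG, 32 higher in Bd21-3 in LL, and 20 for the ecotype interaction at ZT24. After quantile normalization they were 13 for the ecotype interaction at ZT20 and 68.2% without a symbol among genes risen at ZT0 in Bd21-3 alone. With edgeR they were 9 for the ecotype interaction at ZT0 and 12 for the ecotype interaction at ZT20. The cause of these 3 sets of changes was not tested. With -1.5 in place of -2, a looser limit, 161 genes were higher in submerged Bd21-3. With the correlation between genes estimated, the calls of gene lists went from 59 higher and 54 lower to 0 and 0 in limma camera, where the unadjusted p was under 0.05 for 30 and 24 of 240, because a list then weighs as fewer independent genes. On CPM without the log, the mean distances in the hypoxia analysis were 13.8 at ZT0, 7.82 at ZT20 and 7.35 at ZT24, further from the log2 values than the SD of the libraries, and the cause was not tested. With ZT24 left out, 6 clock genes in Bd21 differed in zenith between LL and NG in place of 10, because fewer ZTs were compared.

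The log2FC of some named genes changed sign, most of them uncalled and near 0. Against NG this follows from the construction, since the log2FC of S over NG adds that of LL over NG to that of S over LL, and for the other settings the cause was not tested. Against NG these were FKF1 (Bradi4g16630) from 0.16 to -0.81 at ZT8 in Bd21, PRR3 (Bradi1g16490) from -0.24 to 0.73 at ZT8 in Bd21-3 and -0.21 to 0.78 at ZT16 in Bd21-3, ELF3 (Bradi2g14290) from -0.026 to 0.31 at ZT20 in Bd21, -0.27 to 0.15 at ZT24 in Bd21 and -0.050 to 0.32 at ZT24 in Bd21-3 and CSLD2 (Bradi1g25150) from 0.60 to -0.080 at ZT8 in Bd21-3. The sign also changed for IF1 (Bradi3g44950) from -0.27 to 3.38 at ZT24 in Bd21, GAL2 (Bradi3g29810) from -1.70 to 0.40 at ZT24 in Bd21 and -1.21 to 0.97 at ZT20 in Bd21-3, SS2 (Bradi3g59440) from 0.94 to -0.42 at ZT8 in Bd21 and MT3 (Bradi2g06220) from -0.19 to 0.097 at ZT0 in Bd21-3. The sign also changed for Bradi2g62315 from 0.64 to -0.0069 at ZT16 in Bd21-3, CAB1 (Bradi1g12130) from 0.84 to -0.078 at ZT16 in Bd21, TIP2;3 (Bradi3g50690) from -2.93 to 0.78 at ZT8 in Bd21 and -2.92 to 0.74 at ZT16 in Bd21-3 and ACO4 (Bradi3g57620) from -0.42 to 0.31 at ZT16 in Bd21-3. After quantile normalization they were ELF3 (Bradi2g14290) from 0.062 to -0.093 at ZT16 in Bd21, 0.072 to -0.054 at ZT16 in Bd21-3 and 0.18 to -0.13 at ZT20 in Bd21-3, pTAC5 (Bradi5g15550) from 0.094 to -0.013 at ZT0 in Bd21, MT3 (Bradi2g06220) from -0.20 to 0.13 at ZT8 in Bd21-3 and HT1 (Bradi1g35350) from -0.13 to 0.11 at ZT8 in Bd21-3. With edgeR they were MT3 (Bradi2g06220) from -9.3e-04 to 0.0066 at ZT16 in Bd21-3, AAT (Bradi3g00282) from -0.031 to 0.019 at ZT20 in Bd21-3 and UK055 (Bradi5g19266) from 1.64 to -0.28 in the ecotype interaction at ZT16.

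Leaving out 1 library at a time moved a count by more than 1.5 times only for interactions, low light and dawn to dawn, and the cause was not tested. The counts ran from 7 (without Bd21 S ZT8 replicate 1) to 14 (without Bd21-3 NG ZT8 replicate 3) for the ecotype interaction at ZT8 with the response higher in Bd21-3, 28 (without Bd21 LL ZT8 replicate 1) to 53 (without Bd21 S ZT16 replicate 1) for the ecotype interaction at ZT8 with the response lower in Bd21-3, and 35 (without Bd21-3 LL ZT16 replicate 2) to 71 (without Bd21 S ZT16 replicate 2) for the ecotype interaction at ZT16 with the response lower in Bd21-3. They also ran from 0 to 1 (the latter without Bd21-3 NG ZT8 replicate 3) for Bd21 LL over NG ZT0, 49 (without Bd21 LL ZT16 replicate 3) to 110 (without Bd21 LL ZT16 replicate 2) for Bd21 LL over NG ZT16, and 188 (without Bd21 LL ZT24 replicate 1) to 468 (without Bd21 LL ZT16 replicate 3) for Bd21 LL over NG ZT24. Others ran from 101 (without Bd21-3 NG ZT8 replicate 1) to 193 (without Bd21-3 NG ZT8 replicate 3) for Bd21-3 LL over NG ZT8, 25 (without Bd21 LL ZT24 replicate 1) to 128 (without Bd21 LL ZT16 replicate 3) for Bd21 LL ZT24 over ZT0, and 9 (without Bd21-3 S ZT0 replicate 1) to 20 (without Bd21-3 NG ZT8 replicate 3) for the ecotype interaction at ZT0. The last ran from 39 (without Bd21 LL ZT8 replicate 1) to 65 (without Bd21-3 NG ZT8 replicate 3) for the ecotype interaction at ZT8, 13 (without Bd21 S ZT20 replicate 3) to 24 (without Bd21-3 NG ZT8 replicate 3) for the ecotype interaction at ZT20, and 6 (without Bd21 LL ZT24 replicate 1) to 15 (without Bd21 S ZT24 replicate 2) for the ecotype interaction at ZT24. Where Bd21 in LL at ZT24 kept 1 library, it was assumed to vary like the other groups.

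Without 1 library the uncalled values whose sign changed ran from -0.090 to 0.21 for pTAC5 (Bradi5g15550 Bd21 S over LL ZT0), -0.011 to 0.18 for ZEP (Bradi5g11750 Bd21-3 LL over NG ZT8), -0.28 to 0.082 for HT1 (Bradi1g35350 Bd21-3 S over LL ZT8), -0.68 to 0.099 for LHCA4 (Bradi4g30060 Bd21 S over LL ZT16) and -0.17 to 1.44 for CAB1 (Bradi1g12130 Bd21 S over LL ZT16). They ran from -0.49 to 0.058 for KAT1 (Bradi3g09290 Bd21-3 S over LL ZT16), -0.22 to 0.14 for MT3 (Bradi2g06220 Bd21-3 S over LL ZT16), -0.0077 to 0.14 for ELF3 (Bradi2g14290 Bd21-3 S over LL ZT16), -0.58 to 0.0038 for CAB1 (Bradi1g12130 Bd21-3 S over LL ZT16) and -0.067 to 0.029 for ELF3 (Bradi2g14290 Bd21 S over LL ZT20). They ran from -0.17 to 0.061 for AAT (Bradi3g00282 Bd21-3 S over LL ZT20), -0.61 to 0.15 for IF1 (Bradi3g44950 Bd21 S over LL ZT24), -0.59 to 0.041 for PIRIN (Bradi3g21730 Bd21 S over LL ZT24) and -0.13 to 0.037 for ELF3 (Bradi2g14290 Bd21-3 S over LL ZT24).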

Differences from the paper's values

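The paper reports 33 hypoxia core genes with a homolog that rose, and here 20 had a best match that rose. The list used here, of 39 Arabidopsis genes, is not the paper's list of 34, and 23 of its genes had a measured best match, so no setting could have reached 33. Of the alternatives set before the data were examined, an adjusted p under 0.05 gave 22, which lies within 1.5 times of the paper's value. All the others differed from it, with 12 when only the groups compared were fitted, 18 with 15 CPM over both groups, 19 with a pseudocount of 5, 21 against NG, 20 or 21 without any 1 library and 20 under the rest.

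The authors' own table of comparisons, deposited with the values, calls 97.2% to 100% of the DEGs called here in the 10 comparisons of S with LL, and 86.5% to 96.2% of the authors' calls were also called here. The log2FC of the 2 sources correlated at 0.861 to 0.895 across genes, and no gene was called in opposite directions. Counts here were 0.851 to 0.971 times those of Table S1.

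The paper describes bZIP63 (Bradi4g02570) as raised with a later peak under submergence. It rose at ZT20 in Bd21 (2.17) and at ZT0 and ZT24 in Bd21-3 (2.51 and 1.93), while at ZT8 its log2FC over LL was -7.19 in Bd21 and -6.55 in Bd21-3. For CRY2 (Bradi3g49204) the Results of the paper describe a moved zenith and its Discussion an unmoved one. Here the highest mean in Bd21 was at ZT8 in LL and ZT24 in S, and in Bd21-3 at ZT20 in both. The paper names PRR3 (Bradi1g16490) as the one clock gene more raised in Bd21-3 than in Bd21 by day. Between submerged ecotypes it had -1.42 at ZT8 and -1.80 at ZT16, Bd21 over Bd21-3, in the direction of the paper, and was not called at the limit of -2, while the value at ZT16 passes -1.5. Its interactions, 1.46 and 1.56, were not called either, while that of PRR5 (Bradi4g24967) at ZT8 was, at 1.52, though not with a pseudocount of 5 or without any 1 of 4 libraries. It describes MCA1 (Bradi4g10290) as raised late and more so in Bd21. It rose at ZT24 with 1.58 in Bd21 and 1.83 in Bd21-3, where it had risen from ZT8 on, and its higher level in Bd21 was called in LL too (1.81 at ZT0, against 2.99 in S). It states that low light left clock expression as in normal growth, and limma called 2 of 26 clock genes between LL and NG, of which PRR5 rose at ZT24 with 1.90 in Bd21 and 1.56 in Bd21-3. It describes HB1 (Bradi1g69320), 4 WIR genes, a sucrose synthase and UK055 as more expressed in Bd21-3 and 2 CML38 genes as more raised in Bd21. Between submerged ecotypes, Bd21 over Bd21-3, HB1 had -2.10 at ZT0, the WIR gene Bradi5g23158 -1.92 at ZT0, SUS4 (Bradi1g20890) -2.16 at ZT24, UK055 (Bradi5g19266) -1.97 at ZT16 and the CML38 genes Bradi2g02340 1.55 at ZT8 and Bradi1g09042 1.57 at ZT16, in the direction of the paper, and limma called none of these values, though HB1, SUS4 and both CML38 genes pass with an adjusted p under 0.05. The interactions of Bradi5g23158, SUS4 and UK055 at these ZTs, 2.03, 2.09 and 1.64, and of Bradi2g02340, -1.45, were not called either, and that of UK055 turned to -0.28 with edgeR. It lists JAZ1 (Bradi3g10820 Bd21-3 response over Bd21 response ZT8) and IF1 (Bradi3g44950 Bd21-3 response over Bd21 response ZT24) among genes that differ between ecotypes. Their interactions, -1.60 at ZT8 and 3.43 at ZT24, were not called, but were with a pseudocount of 5 (-1.59 and 3.19), and JAZ1 also after quantile normalization (-1.72) and without Bd21 LL ZT8 replicate 2 or Bd21 S ZT8 replicate 1 (-1.77 and -1.84). All these values lie in the direction of the paper. Between submerged ecotypes, Bd21 over Bd21-3, JAZ1 was called at ZT8, with 1.70, and IF1 had -2.35 at ZT20 and -2.27 at ZT24, called with a pseudocount of 5 or with an adjusted p under 0.05 and not otherwise. 406 of the 527 genes in the paper's Table S4 were called between submerged ecotypes here, of 421 in total, and the paper's text gives 526. Fewer were called on the side of Bd21-3, where the limit was -2, with 74 of 145 against 235 of 256 for genes predominantly expressed in Bd21.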

Other observations

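PRP4 (Bradi5g04630), a proline-rich protein of the cell wall, had 99.8 ± 32.8 CPM at ZT0 and 0.599 ± 0.269 at ZT24 in submerged Bd21, and 98.4 ± 20.2 and 4.47 ± 4.95 in Bd21-3 (SD, n = 3). ENO2 (Bradi1g51540), an enolase of glycolysis, went from 113 ± 16.5 to 1776 ± 266 CPM in submerged Bd21 and from 89.8 ± 6.83 to 1251 ± 107 in Bd21-3 (SD, n = 3). Between the 2 dawns, ZT24 over ZT0, 502 genes rose and 1250 fell in submerged Bd21, and 578 rose and 1113 fell in submerged Bd21-3. In LL 38 rose and 61 fell in Bd21, where ZT24 has 2 libraries and the total of 99 became 25 without Bd21 LL ZT24 replicate 1, 32 without Bd21 LL ZT24 replicate 2 and 52 without Bd21 LL ZT0 replicate 3, and 91 rose and 124 fell in Bd21-3. In NG limma called 0 genes in each ecotype and edgeR 0 and 0, while the unadjusted limma p was under 0.05 for 6351 genes in Bd21 and 2943 in Bd21-3.

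In low light TIP2;3 (Bradi3g50690), an aquaporin of the vacuole, rose over NG at ZT8, with log2FC of 3.71 (standard error 0.44, limma adjusted p = 4.2e-10) in Bd21 and 3.38 (standard error 0.44, limma adjusted p = 9.9e-09) in Bd21-3. RCA (Bradi4g09120), which activates Rubisco, fell at ZT24, with -2.91 (standard error 0.38, limma adjusted p = 1.1e-08) in Bd21 (n = 2 in LL) and -2.80 (standard error 0.34, limma adjusted p = 6.3e-10) in Bd21-3. Low light over NG raised 184, 58, 101 and 139 genes and lowered 118, 35, 80 and 242 at ZT8, ZT16, ZT20 and ZT24 in Bd21. In Bd21-3 it raised 97, 100, 87 and 189 and lowered 65, 101, 62 and 278. The total of 93 at ZT16 in Bd21 became 49 without Bd21 LL ZT16 replicate 3 and 58 without Bd21 NG ZT16 replicate 2, that of 381 at ZT24 in Bd21 became 188 without either library of Bd21 in LL at ZT24, and that of 162 at ZT8 in Bd21-3 became 101 without Bd21-3 NG ZT8 replicate 1. The last total was higher without replicate 3 of that NG group, the control library with raised levels of genes that submergence induces. At ZT0 limma called 0 genes in each ecotype and edgeR 0 and 0 (limma 1 in Bd21 without Bd21-3 NG ZT8 replicate 3), while the unadjusted limma p was under 0.05 for 5015 genes in Bd21 and 993 in Bd21-3. RCA in low light at ZT24 in Bd21 was not called without Bd21 LL ZT24 replicate 2 (log2FC -2.84).

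XCP1 (Bradi2g39320), a protease of xylem cells, fell at ZT20 with log2FC of -4.22 (standard error 0.33, limma adjusted p = 1.4e-17) in Bd21 and -4.02 (standard error 0.33, limma adjusted p = 7.7e-17) in Bd21-3, and CESA7 (Bradi4g30540), a cellulose synthase of secondary walls, with -2.53 (standard error 0.28, limma adjusted p = 5.9e-12) and -3.05 (standard error 0.28, limma adjusted p = 4.7e-15). Of 8 xylem and phloem markers, 1, 1, 4, 4 and 4 fell from ZT0 to ZT24 in Bd21 and 0, 3, 4, 4 and 4 in Bd21-3 (the same when adjusted over the list alone, except 4 at ZT8 in Bd21-3). The list was lower in every comparison except Bd21-3 at ZT0 (limma camera adjusted p of 2.0e-04 to 0.015, and p of 0.18 to 0.38 with an estimated correlation). Of 5 root markers only SCR (Bradi4g44093) fell, at ZT0 with -2.36 (standard error 0.39, limma adjusted p = 5.2e-07) and -2.41 (standard error 0.39, limma adjusted p = 2.6e-07), and at ZT8 and ZT20 in Bd21-3 alone. The list was lower at ZT0 and ZT16 in Bd21 and at ZT0, ZT20 and ZT24 in Bd21-3 (limma camera adjusted p of 0.014 to 0.041, and p of 0.27 to 0.35 with an estimated correlation). RPL4 (Bradi1g67170) and RPL15 (Bradi1g69650), ribosomal proteins, fell at ZT20 with -3.13 and -2.44 in Bd21 and -4.39 and -3.55 in Bd21-3. Ribosomal proteins of plastids and mitochondria encoded in the nucleus were left out only where their description named them so. Some may remain in the list, and which compartment these 2 belong to was not checked. Of 261 ribosomal protein genes 0, 15, 5, 20 and 17 fell from ZT0 to ZT24 in Bd21 and 3, 23, 21, 24 and 24 in Bd21-3 (the same when adjusted over the list alone, except 16 at ZT8 and 19 at ZT20 in Bd21) and at most 2 rose at any ZT, while the list as a whole was higher at ZT8, ZT16 and ZT24 in Bd21 and at ZT8 and ZT16 in Bd21-3 (limma camera adjusted p of 1.3e-07 to 0.023, and p of 0.54 to 0.83 with an estimated correlation). HTA11 (Bradi3g26880), a variant histone, fell at ZT20 with -2.79 (standard error 0.32, limma adjusted p = 2.0e-11) in Bd21 and -2.26 (standard error 0.32, limma adjusted p = 8.3e-09) in Bd21-3, and the 43 histones were lower at ZT20 alone (limma camera adjusted p of 2.5e-03 to 0.024, and p of 0.72 to 0.81 with an estimated correlation). SAG12 (Bradi1g08357), a protease of senescing leaves, fell at ZT0 with -4.52 (standard error 0.44, limma adjusted p = 1.4e-13) and -5.71 (standard error 0.44, limma adjusted p = 7.1e-18), and NYC1 (Bradi2g07550), which breaks down chlorophyll b, fell at ZT8 with -2.35 (standard error 0.19, limma adjusted p = 3.0e-17) and -2.78 (standard error 0.19, limma adjusted p = 1.4e-20), while the 13 genes of chlorophyll breakdown and senescence as a list had limma camera adjusted p of 0.055 to 0.99 over the 10 comparisons (p of 0.38 to 0.99 with an estimated correlation). The 53 plastid-encoded matches had a median log2FC of 0.61 in Bd21-3 at ZT0 and as a list were higher there alone (limma camera adjusted p = 0.019, and p = 0.83 with an estimated correlation), and the 5 mitochondrion-encoded ones had limma camera adjusted p of 0.42 to 0.89 over the 10 comparisons (p of 0.81 to 0.96 with an estimated correlation). SCR at ZT0 in Bd21 was not called without any 1 of 3 libraries (log2FC -2.32 to -2.17) or against NG and SCR at ZT0 in Bd21-3 was not called without any 1 of 3 libraries (log2FC -2.36 to -2.24).

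Other splits of the libraries bear on these counts. For S over LL in 9 comparisons with 3 libraries in each group, the 10 splits are too few to exclude chance, and the highest count in the others was 0, against 1545, 1576, 1878 and 1694 from ZT0 to ZT20 in Bd21 and 2064, 1988, 2026, 2126 and 1821 from ZT0 to ZT24 in Bd21-3. The 10 splits are likewise too few for LL over NG, where the counts were 302, 93 and 181 from ZT8 to ZT20 in Bd21 and 162, 201, 149 and 467 from ZT8 to ZT24 in Bd21-3, against at most 1 in the other splits, and 0 at ZT0, as in all the other splits. They are too few for the 2 dawns as well, with 1752 in submerged Bd21, 215 in LL and 1691 in S in Bd21-3 and 0 in NG in each ecotype, against 0 in the others. Over all ZTs 100 splits were drawn, and chance is excluded for the 1694 risen and 2031 fallen genes of Bd21 and the 1807 and 2398 of Bd21-3, against at most 354, 262, 311 and 456 in other splits. Chance is also excluded for the 421 genes that differed between submerged ecotypes (at most 65 in other splits) and for genes that changed between ZTs in NG, LL and S, with 414, 582 and 2691 in Bd21 (at most 0, 0 and 106) and 446, 608 and 2430 in Bd21-3 (at most 0, 0 and 267). The paper states that plants sampled at the same time shared a tank, and these splits do not test for an effect of the tank. Gene lists were called higher 59 times of 240 and lower 54 times. As many were higher in 1 of 100 splits, the real one, with 54 as the highest other, and as many lower in 2, with 57 as the highest other. Both shares lie under the 0.05 set beforehand. Shuffled labels could still call nearly as many lists higher and more lists lower than the real ones. A list call at a correlation of 0.01 is therefore not shown to be beyond chance. With the correlation between genes estimated, limma camera called 0 higher and 0 lower, where the unadjusted p was under 0.05 for 30 and 24 of 240.

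The paper's alignment table gives lower shares of aligned reads late in submergence, with the paper's medians of 92.9% in Bd21 and 93.0% in Bd21-3 at ZT24, against 99.4% and 99.3% in LL.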
